# Spatiotemporal dynamics of SETD5-containing NCoR–HDAC3 complex determines enhancer activation for adipogenesis

**DOI:** 10.1038/s41467-021-27321-5

**Published:** 2021-12-02

**Authors:** Yoshihiro Matsumura, Ryo Ito, Ayumu Yajima, Rei Yamaguchi, Toshiya Tanaka, Takeshi Kawamura, Kenta Magoori, Yohei Abe, Aoi Uchida, Takeshi Yoneshiro, Hiroyuki Hirakawa, Ji Zhang, Makoto Arai, Chaoran Yang, Ge Yang, Hiroki Takahashi, Hitomi Fujihashi, Ryo Nakaki, Shogo Yamamoto, Satoshi Ota, Shuichi Tsutsumi, Shin-ichi Inoue, Hiroshi Kimura, Youichiro Wada, Tatsuhiko Kodama, Takeshi Inagaki, Timothy F. Osborne, Hiroyuki Aburatani, Koichi Node, Juro Sakai

**Keywords:** Gene silencing, Metabolic syndrome

## Abstract

Enhancer activation is essential for cell-type specific gene expression during cellular differentiation, however, how enhancers transition from a hypoacetylated “primed” state to a hyperacetylated-active state is incompletely understood. Here, we show SET domain-containing 5 (SETD5) forms a complex with NCoR-HDAC3 co-repressor that prevents histone acetylation of enhancers for two master adipogenic regulatory genes *Cebpa* and *Pparg* early during adipogenesis. The loss of SETD5 from the complex is followed by enhancer hyperacetylation. SETD5 protein levels were transiently increased and rapidly degraded prior to enhancer activation providing a mechanism for the loss of SETD5 during the transition. We show that induction of the CDC20 co-activator of the ubiquitin ligase leads to APC/C mediated degradation of SETD5 during the transition and this operates as a molecular switch that facilitates adipogenesis.

## Abstract (web summary)

How enhancers transition from a hypoacetylated primed state to a hyperacetylated-active state in response to differentiation stimuli is incompletely understood. Here the authors show that SETD5 forms a complex with NCoR-HDAC3 co-repressor to prevent histone acetylation of master adipogenic gene enhancers, while SETD5 degradation triggers enhancer hyperacetylation and transition to active state.

## Introduction

Cell-type specific gene expression is spatially and temporally regulated by DNA cis-regulatory elements called enhancers that can be located at varying locations relative to their target genes ranging from a few hundred to mega-base distances. Enhancers interact with proximal promoter elements via long-range chromatin looping events mediated by transcription factors that are recruited to specific binding sites located within both enhancers and proximal promoters through systematic interactions with non-DNA binding transcriptional coregulatory and chromatin modifying complexes and the combined action results in regulated augmentation of basal transcription levels^1^. Enhancers are selected and activated in a cell-type specific manner during development and in response to specific stimuli. Enhancer selection and activation involve binding of lineage-determining transcription factors to their recognition motif combined with local nucleosome remodeling^2–4^.

The transcription factor complexes that bind to enhancer and promoter motifs contain histone modification enzymes that mark enhancer and proximal promoter regions with specific histone modification signatures. For example, enhancer chromatin displays an enrichment for histone H3 lysine 4 mono- methylation (H3K4me1) and low levels of H3K4 tri-methylation (H3K4me3) compared with promoters which show enrichment for H3K4me3^5^. Enhancers can be classified as poised, primed, or active, defined by a combination of unique histone modifications which can be interconverted^6^ (also reviewed in^4^). Poised enhancers are marked with H3 lysine 27 tri-methylation (H3K27me3), a repressive epigenetic mark (see also Fig. 1a). Poised enhancers are inefficient at driving gene expression, however, they are converted to active enhancers during differentiation through the loss of repressive H3K27me3 and a gain of the activating H3 lysine 27 acetylation (H3K27ac) mark. Prior to activation, enhancers can also exist in a primed state. Primed enhancers are characterized by the presence of H3K4me1 but they lack both repressive H3K27me3 and active H3K27ac. Additional cues such as signal dependent stimuli result in recruitment of additional transcription factors, and the eventual recruitment of co-activators leading to enhancer activation. Active enhancers simultaneously contain both H3K4me1 and H3K27ac.

**Fig. 1:**
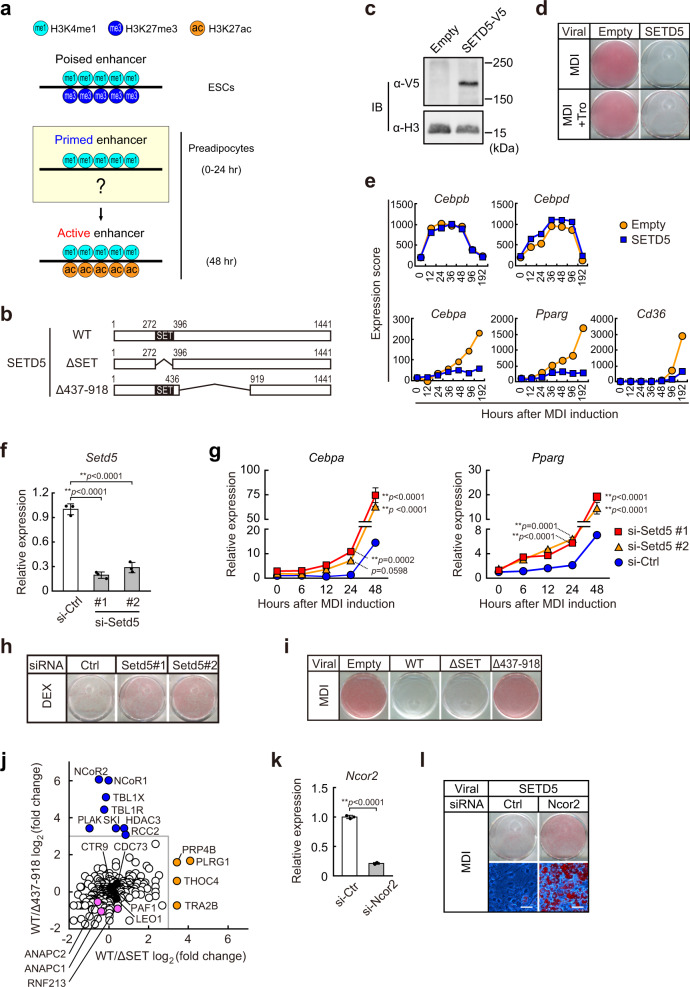
SETD5 associates with NCoR and HDAC to inhibit *Cebpa* and *Pparg* induction during adipogenesis. **a** Schematic illustration of enhancer states. Poised enhancer in embryonic stem cells (ESCs) is characterized by the presence of H3K4me1 and H3K27me3. Primed enhancer is characterized by the presence of the only H3K4me1, while active enhancer is characterized by the presence of both H3K4me1 and H3K27ac^6^. **b** Schematic representation of mouse SETD5 protein and its mutants. **c** Retroviral expression of SETD5 in 3T3-L1 preadipocytes. Nuclear proteins from indicated 3T3-L1 preadipocytes were subjected to immunoblot (IB) analysis. Equal loading of the proteins was confirmed by blotting with anti-histone H3 (H3) antibody. **d** ORO staining of 3T3-L1 preadipocytes transduced with empty virus or SETD5. Preadipocytes were induced with MDI mixture or MDI mixture plus troglitazone (Tro). **e** Transcriptional changes of adipogenic genes in SETD5-transduced 3T3-L1 preadipocytes during adipogenesis by using a microarray. **f**, **g** siRNA-mediated knockdown of SETD5 in 3T3-L1 preadipocytes. *Setd5* (**f**), *Cebpa*, and *Pparg* (**g**) mRNA expression was quantified by qPCR. **h**, **i** ORO staining of SETD5 knocked-down 3T3-L1 preadipocytes (**h**) or 3T3-L1 preadipocytes transduced with empty virus, SETD5, or mutants (**i)**. Preadipocytes were induced with Dex (**h**), or MDI mixture (**i**). **j** Proteomics analysis of SETD5 interacting proteins. Nuclear proteins from WT-, ΔSET-, and Δ437-918-SETD5-transduced preadipocytes were subjected to immunoprecipitation with anti-V5 antibody followed by trypsin digestion and mass spectrometry. Color code: proteins lost (<2^−3^-fold) by deletion of a.a. 437–918 (blue); proteins lost by deletion of SET domain (orange); proteins not affected by deletion of a.a. 437–918 or SET domain (white). Proteins of PAF1 complex are highlighted in black. Proteins of APC/C complexes and RNF213 are highlighted in pink. **k** siRNA-mediated knockdown of NCoR2 in SETD5-transduced 3T3-L1 preadipocytes. *Ncor2* mRNA expression was quantified by qPCR. **l** ORO staining of NCoR2 knocked-down, SETD5-transduced 3T3-L1 preadipocytes. Scale bar = 50 μm. **c**, **f**, **g**, **k**, **l** Representative of three independent experiments. **f**, **g**, **k** Data are mean ± SD of three technical replicates. **f**, **g** One-way ANOVA with Tukey’s multiple comparisons test. **k** Unpaired two-tailed Student’s *t*-test. **p < 0.01. Source data are provided as a Source data file.

The acetylation state of a given chromatin locus is controlled by two classes of antagonizing histone modifying enzymes, histone acetyltransferases (HATs; e.g., CBP and p300)^5,7^ and deacetylases (HDACs), which are components of co-repressors such as nuclear receptor co-repressors (NCoRs) and SMRT^8–10^. HATs facilitate H3K27 acetylation^5,7^, whereas HDAC-containing complexes remove H3K27 acetylation^11,12^. Because H3K27ac determines whether an enhancer is primed or active^6^, the relative recruitment ratio of HATs “writers” and HDACs “erasers” to enhancer chromatin is likely a key determinant for acetylation status. However, molecular mechanisms that keep enhancers in a primed state are not fully understood.

The differentiation program converting preadipocytes into adipocytes has been well studied, especially in cultured mouse 3T3-L1 cell lines^13,14^. Growth-arrested 3T3-L1 preadipocytes synchronously reenter the cell cycle and undergo two rounds of mitotic clonal expansion followed by acquisition of the mature adipocyte phenotype^15^. This process, called adipogenesis, is orchestrated by a cascade of sequentially acting cell cycle proteins, transcription factors, and chromatin modifiers that shape the differentiation through the symphonic interplay of hormones and other signaling pathways (reviewed in^13,16–18^). During this period, there is a rapid and transient induction of transcription factors CCAAT/enhancer-binding protein β (C/EBPβ) and C/EBPδ (2–4 h), that are recruited to binding sites of C/EBPα and PPARγ gene enhancers (4–24 h), yet they remain transcriptionally silent. After 36 h, when the first round of mitosis is completed during clonal expansion, enhancers are transformed to the active state which is followed by gene activation (36 h and later)^19,15^ (also reviewed in^18^). These two master regulators, C/EBPα and PPARγ, together orchestrate the global changes in gene expression that cause the acquisition of the mature fat-laden adipocyte phenotype as the second round of mitosis is completed^15,20,21^.

The anaphase-promoting complex/cyclosome (APC/C) is an evolutionarily conserved multi-subunit ubiquitin ligase that controls cell cycle progression through proteasomal degradation of key cell cycle regulatory targets^22^. Recent studies have revealed it also plays a role in postmitotic cellular responses to developmental signals through transcriptional regulation of genes by directly targeting various cell type-specific transcription factors and their regulators for degradation. The catalytic core of APC/C is comprised of the cullin subunit ANAPC2 and RING domain subunit ANAPC11. CDC20 and CDH1, two structurally homologous accessory subunits, are referred to as “APC/C coactivators” and they mediate substrate recognition and stimulation of the ubiquitin ligase activity of APC/C. CDC20 binds and activates APC/C in M phase to trigger chromatid separation and mitotic exit (reviewed in^23^, see also the schematic illustration in Supplementary Fig. 3c).

Our previous genome-wide search for epigenetic regulators involved in adipogenesis revealed several genes encoding SET domain-containing proteins^21^. Among them, SETD5 is a potential histone methyltransferase whose gene expression declines during the first 48 h of adipogenesis^21^. Recent genetic studies reported loss-of function mutations in *SETD5* in patients with intellectual disability^24–26^ and studies in *Setd5* mutant mice suggested roles of SETD5 in neuronal development, however, whether it actually contains histone methyltransferase activity has been controversial and could be context dependent^27–30^.

In this study, we show that SETD5 performs a structural role in formation of a complex with NCoR-HDAC3 repressor complex to keep enhancers hypoacetylated and in a “primed” state by restricting recruitment of HATs to the enhancers of *Cebpa* and *Pparg* genes. Degradation of SETD5, which is mediated by APC/C E3 ubiquitin ligase, facilitates HAT recruitment to primed enhancers for hyperacetylation. Thus, the spatiotemporal dynamics for SETD5 residence in NCoR-HDAC3 co-repressor complex modulates enhancer transition from the primed to active state that is required for terminal differentiation of adipocytes.

## Results

### Primed enhancers of adipogenic master genes become active during the early phase of adipogenesis

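3T3-L1 is a mouse fibroblast line committed to the fat lineage, which becomes adipocytes after induction with the hormone mixture MDI. H3K4me1, a mark of primed and active enhancers, was profiled by ChIP-seq in untransduced preadipocytes, with 1 library at 0 h and 1 library at 48 h of differentiation. Differences between these time points therefore have no replicate check. The submitters' labels name the SETD5-V5 virus for both libraries, and the paper's figures show them as untransduced cells, which was followed here. The paper states 31875156 total reads at 0 h and 31629740 at 48 h. The authors mapped the reads to mm9 and called enriched regions in each library separately with SICER2, which joins enriched windows of 200 bp across gaps of up to 400 bp into islands, at an E-value threshold of 100. The deposited list of each library gives the position of every island and the authors' score for it. At 0 h the list holds 50276 islands that cover 123 Mb, and at 48 h it holds 49926 islands that cover 133 Mb. The median island length was 2000 bp at both times. Of the 0 h islands, 66.8% overlapped a 48 h island, and 65.7% of the 48 h islands overlapped a 0 h island. An island was counted at a site, or as shared between lists, where the overlap was at least 1 bp. H3K27ac was read at the same sites from the lists of empty-vector preadipocytes, in 2 replicates (A and B) per time point. The lists hold no read counts, and scores were used to rank or filter islands within a list and as a covariate. H3K27me3 was not used here.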

To understand the regulation of chromatin modifications associated with enhancer activity during adipogenesis, we analyzed repressive H3K27me3, permissive H3K4me1, and active H3K27ac by chromatin immunoprecipitation sequencing (ChIP-seq) during differentiation of cultured 3T3-L1 preadipocytes. Consistent with prior studies, C/EBPβ and C/EBPδ which are early pro-adipogenic transcription factors^16,31^, were expressed in preadipocytes but their transcript levels were further induced during the first 48 h of differentiation (Supplementary Fig. 1a). Mandrup and her colleagues, using the Hi-C technique, previously identified looping between *Cebpb* promoter and regions located at +77 kb and +88 kb^32^. 

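The distal regions of Cebpb and Cebpd were located by reading the boxes of Supplementary Fig. 1b against its mm9 axis. The +77 kb region of Cebpb (ENSMUSG00000056501.3, chromosome 2 from 167514415 to 167515918) lies on chromosome 2 from 167589000 to 167592667, and the +88 kb region from 167601333 to 167605000. Both are intergenic, and their centres lie 76.4 kb and 88.8 kb from the transcription start site. The +62 kb region of Cebpd (ENSMUSG00000071637.4, chromosome 16 from 15887379 to 15888559) lies on chromosome 16 from 15947000 to 15950667, and the +98 kb region from 15983667 to 15987500. Both of these fall in introns of the gene 2310008H04Rik. At 0 h each of the 4 regions overlapped an H3K4me1 island. The islands at Cebpb were 10800 bp long at +77 kb and 8800 bp long at +88 kb, and 0.595% and 0.611% of all H3K4me1 islands at 0 h had a higher score. The islands at Cebpd were 1600 bp long at +62 kb and 600 bp long at +98 kb, where 73.3% and 64.7% of the islands had a higher score. Widening each region by 1000 bp on both sides changed none of these calls.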

As shown in Supplementary Fig. 1b, we also observed that these *Cebpb* distal regions (e.g. +77 kb and +88 kb) and also *Cebpd* distal regions (e.g. +62 kb and +98 kb) displayed active enhancer signatures marked by the presence of both H3K4me1 (track 3) and H3K27ac (track 4) which was coupled with a paucity of H3K27me3 (track 2) in preadipocytes before differentiation (i.e. 0 h) indicating that these enhancers are already active before differentiation. Information in the recent data base Enhancer Atlas 2.0 showed that both *Cebpb* and *Cebpd* distal regions are annotated as enhancers in 3T3-L1 cells (Supplementary Fig. 1c)^33^. By contrast, C/EBPα and PPARγ, both of which are late-adipogenic transcription factors^16^, were expressed at very low levels early but they were robustly induced between 24 and 48 h of differentiation (Supplementary Fig. 1a). 

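The distal regions of Cebpa and Pparg were located on mm9 from the ChIP-qPCR primers, and the +60 kb region of Pparg from its box in Supplementary Fig. 1d. Cebpa (ENSMUSG00000034957.9) lies on chromosome 7 from 35904312 to 35906945. Its +8 kb amplicon lies from 35912109 to 35912223, its +19 kb amplicon from 35923424 to 35923535, and its +53 kb site from 35957152 to 35957169, all intergenic. For +53 kb the same primer is printed in both columns of the table, so the site is that primer alone. Pparg (ENSMUSG00000000440.6) lies on chromosome 6 from 115311239 to 115440419. Its +60 kb region from 115369069 to 115373947 holds an exon of the gene, and its +158 kb amplicon from 115469535 to 115469640 is intergenic. Before differentiation, each of these 5 sites overlapped an H3K4me1 island. The islands were 3600 bp long at Cebpa +8 kb, 5400 bp at +19 kb, 2000 bp at +53 kb, 5200 bp at Pparg +60 kb and 7200 bp at +158 kb. In the empty-vector H3K27ac lists at 0 h, Cebpa +8 kb overlapped no island in replicate A and an island of 1600 bp in replicate B, where 97.9% of the islands had a higher score. Taking the box of the figure in place of the amplicon added an island in replicate A, from 35907201 to 35911200. The box starts at 35911190, so it meets only the end of that island, which stops short of the amplicon. The other 4 sites overlapped an H3K27ac island in both replicates at 0 h. Replicates A and B had islands of 6800 bp and 7200 bp at Cebpa +19 kb, and of 3200 bp and 2400 bp at +53 kb. At Pparg, they had islands of 7600 bp and 5400 bp at +60 kb and of 8000 bp and 8200 bp at +158 kb. The islands at +53 kb ranked low, with 89.7% and 77.6% of the islands of replicates A and B scoring higher. At +19 kb, +60 kb and +158 kb this share was between 7.41% and 29.9%. An island marks enrichment over the caller's threshold and gives no level that can be set against another library. As a control, the Ppib amplicon (chromosome 9 from 65912074 to 65912228) overlapped no island in any of the 16 libraries.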

Supplementary Fig. 1d shows that before differentiation (0 h), genomic regions distal to *Cebpa* (e.g. +8 kb, +19 kb, and +53 kb) and *Pparg* (e.g. +60 kb and +158 kb) had H3K4me1 (track 3) but lacked H3K27me3 (track 2) and H3K27ac (track 5), indicating that these enhancers were in a “primed” state^34^. These *Cebpa* and *Pparg* distal regions are annotated as enhancers in 3T3-L1 cells in Enhancer Atlas 2.0 (Supplementary Fig. 1e)^33^. *Pparg* gene uses an alternative transcription start site (+60 kb) to produce *Pparg2* mRNA. H3K4me3 mark is not enriched at *Pparg* + 60 kb before differentiation but it becomes enriched by 48 h of differentiation (Supplementary Fig. 1f) which is coincident with the start of *Pparg2* transcription. These results indicate that *Pparg* + 60 kb region acts as an enhancer of *Pparg1* until 48 h of differentiation and then promotes expression of *Pparg2* after 48 h. 

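At 48 h, Cebpa +8 kb and +19 kb lay in a single H3K27ac island of empty-vector cells, 33000 bp long in replicate A and 31000 bp long in replicate B. In both replicates this island also covers the whole Cebpa gene and its start, so its length is not that of the distal sites alone. Cebpa +53 kb lay in islands of 13800 bp and 11000 bp. At Pparg, the +60 kb region lay in islands of 27000 bp and 25400 bp, and +158 kb in islands of 49200 bp and 48400 bp. At 4 of these 5 sites, both 48 h islands were longer than both 0 h islands, and at Cebpa +8 kb both were longer than the 0 h island of replicate B. H3K4me1 islands at 48 h were 5000 bp long at Cebpa +8 kb, 11000 bp at +53 kb, 3600 bp at Pparg +60 kb and 7800 bp at +158 kb. The Pparg +60 kb region also overlapped a further H3K4me1 island at 48 h, from 115373601 to 115375600. The Cebpa +19 kb amplicon overlapped no H3K4me1 island at 48 h, and widening it by 1000 bp on both sides added 1. Over the genome, 48.2% ± 1.43 (SD, n = 2) of the H3K4me1 islands at 0 h overlapped no empty-vector H3K27ac island at that time. Of these islands with H3K4me1 alone, 20.8% ± 0.407 (SD, n = 2) overlapped an H3K27ac island at 48 h.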

At 48 h of differentiation, these H3K4me1 enriched regions received additional H3K27ac modifications (Supplementary Fig. 1d, tracks 4 and 6) indicating that these primed enhancers were converted into active enhancers. Time course ChIP-qPCR analysis confirmed that H3K27ac levels on *Cebpa* and *Pparg* enhancers were maintained very low during the early phase (~24 h) and were elevated at 48 h of differentiation (Supplementary Fig. 1g). Figure 1a illustrates three states of enhancers. Poised enhancers in embryonic stem cells (ESCs) are marked with H3K4me1 and H3K27me3. Enhancers transition from primed to active during early adipogenesis however the underlying mechanism has remained elusive.

### Identification of SETD5 as a negative regulator of adipogenesis

To search for epigenetic enzymes that may keep enhancers in a primed state, we evaluated our prior transcriptome data for gene expression changes that occur during differentiation of 3T3-L1 adipocytes^21^. We found that mRNA expression of the putative histone modification enzyme SETD5 was down-regulated by two-fold by 48 h of differentiation in response to a strong MDI adipogenic cocktail which contains methylisobutyl-xanthine, dexamethasone, and insulin^14,35^. To investigate roles of SETD5 in adipogenesis, a V5-tagged SETD5 (SETD5-V5) retroviral expression construct (Fig. 1b) or an empty vector control were expressed using a weak LTR promoter^36^ in 3T3-L1 preadipocytes. After stable transformation, we obtained two lines of SETD5-transduced 3T3-L1 preadipocytes that express 5.6-fold and 15-fold higher expression of *Setd5* mRNA compared to those in empty vector transduced preadipocytes (Supplementary Fig. 1h). Empty vector or SETD5-transduced 3T3-L1 preadipocytes were treated with the MDI mixture and subjected to Oil Red O (ORO) staining after 8 days of differentiation. This revealed that both high (15-fold) and moderate (5.6-fold) ectopic over-expression of SETD5 showed inhibitory effects on lipid accumulation (Supplementary Fig. 1i) accompanied with a blunting in the induction of *Cebpa* and *Pparg* (Supplementary Fig. 1j). Because the mRNA expression of endogenous *Setd5* is reduced during the early phase of differentiation^14^, we reasoned that sustained expression of SETD5 might inhibit adipogenesis. In the following experiments, we used the cell line expressing the moderate level of (5.6-fold) of SETD5-V5 unless otherwise stated. Immunoblot analysis and ORO staining show that the inhibitory effect of SETD5 on adipogenesis was only partially reversed by addition of the potent PPARγ synthetic full agonist troglitazone (Tro) (Fig. 1c, d). Retroviral expression of human PPARγ1 or PPARγ2 fully reversed the inhibitory effect of SETD5 on lipid accumulation (Supplementary Fig. 1k, l). Transcriptome analysis showed that induction of *Cebpb* and *Cebpd* genes, whose transcripts are induced at the very early phase of differentiation, were not affected by sustained SETD5 expression (Fig. 1e). By contrast, SETD5 prevented the late induction (48 h) of *Cebpa* and *Pparg*, as well as expression of PPARγ target genes such as *Cd36* (Fig. 1e, Supplementary Fig. 1m).

To complement the sufficiency results, we evaluated SETD5 necessity by predicting that a decrease in SETD5 expression would enhance differentiation of 3T3-L1 preadipocytes. Knockdown of SETD5 by two independent siRNAs resulted in prematurely early elevation of *Cebpa* and *Pparg* at 24 h of MDI induction at which time these genes remained repressed in control siRNA transfected preadipocytes (Fig. 1f, g). The proposed negative role for SETD5 in adipogenesis was also supported by a knockdown of SETD5 followed by induction with DEX alone, which is much less efficient at inducing differentiation than the complete cocktail^14,21,37,38^. The results are presented in Fig. 1h and show a marked increase in lipid accumulation relative to the control siRNA transfected preadipocytes that were treated with DEX only.

### SETD5 associates with NCoR–HDAC3 co-repressor complex and represses adipogenic genes

The conserved SET domain binds the methyl-donating cofactor S-adenosyl methionine which is required for their histone methyltransferase activity. To determine whether the SET domain is required for SETD5-mediated inhibition of adipogenesis, we constructed a V5-tagged SET domain deletion mutant (ΔSET) SETD5 and analyzed its function in retrovirally transduced 3T3-L1 preadipocytes. Expression levels of WT and ΔSET mutant SETD5 proteins were very similar as confirmed by immunoblot analysis (Supplementary Fig. 1n). However, unexpectedly, ΔSET mutant blocked differentiation in response to the strong MDI cocktail very similarly to WT-SETD5 (Fig. 1i) and once again, this was not affected by inclusion of troglitazone (Tro) (Supplementary Fig. 1o). This result suggests that SETD5 inhibits adipocyte differentiation and lipid accumulation independently of its SET domain. However, we found that deletion of amino acids 437–918 (Δ437–918) blunted the inhibitory effect of SETD5 (Fig. 1i, Supplementary Fig. 1o), indicating that this region is required for SETD5-mediated inhibition of lipid accumulation during adipocyte differentiation.

To begin to study the mechanism of adipocyte differentiation repression through this region of SETD5, we performed a comprehensive proteomics analysis to find possible proteins that may interact with SETD5 through this region. Extracts from preadipocytes expressing V5-tagged SETD5 wild-type (WT) or the two deletion mutants (ΔSET or Δ437–918) were immunoprecipitated with anti-V5 antibody and the profiles of interacting proteins were compared after mass spectrometry. This analysis showed that 509-512 proteins were identified as interacting proteins of WT, and the mutant forms of SETD5 (Supplementary Data 1). There were several peptide sequences that were immunoprecipitated in both WT and ΔSET SETD5 transduced preadipocytes but were absent in Δ437–918 transduced cells. These included peptides corresponding to NCoR (also known as NCoR1), SMRT (also known as NCoR2), TBL1 (also known as TBL1X), TBLR1, SKI, and HDAC3 (Fig. 1j, blue solid circle) which is known to interact with SETD5^27,30,39^ suggesting that SETD5 associates with this co-repressor complex independent of its SET domain but dependent on the 437–918 region that was required for inhibition of adipogenesis. This is consistent with previous data showing a larger C-terminal deletion of SETD5 disrupts its interaction with HDAC3^27,30,39^. Co-immunoprecipitation analyses confirmed SETD5 interaction with NCoR2 and HDAC3 (Supplementary Fig. 1p). Components of polymerase-associated factor (PAF1) complex (CTR9, CDC73, PAF1, and LEO1)^40^, which is known to interact with SETD5^27,39^, were also found in SETD5 co-immunoprecipitates, although these were present in samples from WT and both mutants (Fig. 1j, solid black circles). The putative interaction between SETD5 with several other proteins (e.g. PRP4B, PLRG1) was SET domain dependent (Fig. 1j, solid orange circles) because these were not present in the ΔSET sample. Additionally, we observed the putative interaction with a multimeric ubiquitin E3 ligase APC/C complex, containing ANAPC1 and ANAPC2, and a ubiquitin E3 ligase RNF213 (Fig. 1j, solid pink circles, see also Fig. 3f) in samples from WT and both mutants.

Because the interaction with the NCoR and SMRT co-repressor complexes required the SETD5 domain which was essential to inhibit lipid accumulation, we explored this further. First, we depleted NCoR2 by siRNA in SETD5-transduced preadipocytes and showed that the suppression of lipid accumulation by SETD5 overexpression was reversed by NCoR2 depletion (Fig. 1k, l). Two other siRNAs targeted to *Ncor2* also restored lipid accumulation in SETD5-transduced cells (Supplementary Fig. 1q, r), indicating that NCoR2 is involved in SETD5 mediated inhibition of adipogenesis possibly through the formation of protein complex with SETD5. These results indicate that SETD5 associates with NCoR and HDAC to inhibit *Cebpa* and *Pparg* expression and adipogenesis.

### SETD5 keeps enhancers in a primed state and its depletion leads to conversion into a hyperacetylated active state

To interrogate mechanisms by which SETD5 might alter chromatin to inhibit *Cebpa* and *Pparg* expression, we performed ChIP-seq for H3K27ac before (0 h) and after differentiation (48 h) in two biological replicates of empty vector (control) and SETD5-transduced preadipocytes. 

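The H3K27ac data analysed here are 8 libraries, from preadipocytes transduced with empty vector or with SETD5-V5, at 0 h and 48 h after MDI, in replicates A and B. For replicates A and B, the paper states total reads of 17043790 and 17936304 in empty-vector cells at 0 h, and of 16364976 and 17345307 at 48 h. In SETD5 cells it states 25915409 and 19442128 at 0 h, and 18159083 and 20734244 at 48 h. The authors called islands in each library without pooling replicates, with the same gap and threshold as for H3K4me1. The paper's text does not name whether an input library entered the calling. The lists hold 33704 and 35460 islands for empty vector at 0 h (34582 ± 1242, SD, n = 2) and 31292 and 33131 at 48 h (32212 ± 1300, SD, n = 2). For SETD5 they hold 39949 and 36604 islands at 0 h (38277 ± 2365, SD, n = 2) and 39068 and 39451 at 48 h (39260 ± 271, SD, n = 2). The islands cover between 103 Mb and 122 Mb per library, with median lengths of 2000 bp to 2800 bp. The lists give which regions passed the threshold in a library and no signal within them. A region absent from a list is one below the threshold, and a library with more reads can pass weaker regions. Lists were compared within each replicate letter, and shares are given as the mean and SD of letters A and B. To set a scale for loss by chance, the shares of islands lost with SETD5 within a letter were also taken against the other empty-vector replicate. No such scale was set for the islands gained with SETD5.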

Principal component (PC) analysis on ChIP-seq peaks showed that H3K27ac signals before differentiation are similar while the signals after differentiation induction are different between control and SETD5-transduced preadipocytes (Supplementary Fig. 2a). 

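Principal components need signal values, so the similarity of the lists was measured here as the Jaccard index of the bases they cover, which is the shared length over the combined length. Over the 4 pairs of 1 empty-vector and 1 SETD5 library, the mean index was 0.634 at 0 h, with pairs between 0.624 and 0.642. At 48 h it was 0.576, with pairs between 0.559 and 0.593. Every pair at 0 h was thus above every pair at 48 h, and the means differed by 0.0583. The pairs share libraries, so no test was made. The index between replicates of a condition was 0.676 for empty vector and 0.683 for SETD5 at 0 h, and 0.677 and 0.710 at 48 h. Among the alternatives that keep both replicates, the difference moved most when only the islands above each list's median score were kept, to 0.0692.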

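Of the empty-vector islands at 0 h, 90.7% of replicate A overlapped an island of replicate B, and 89.8% of replicate B overlapped an island of replicate A, a mean of 90.3% ± 0.597 (SD of the 2 directions). The same mean was 89.3% ± 1.83 for empty vector at 48 h, 90.4% ± 3.69 for SETD5 at 0 h and 90.3% ± 2.59 for SETD5 at 48 h. About 1 island in 10 was therefore found in only 1 replicate of each condition.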

Scatter plots confirmed reproducibility of each H3K27ac ChIP-seq sample in two biological replicates (Supplementary Fig. 2b). 

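An island of empty-vector cells at 48 h was called induced when it overlapped no island of the same replicate letter at 0 h. There were 9042 induced islands in replicate A and 10247 in replicate B, a mean of 9644.5 ± 852 (SD, n = 2). They made up 28.9% and 30.9% of the 48 h islands. Of the induced islands of replicates A and B, 80.0% and 77.7% overlapped a 48 h island of the other replicate. In the opposite direction, 11181 and 11970 islands present at 0 h overlapped no 48 h island. The number moved most when only islands above each list's median score were kept, to 4838.5 induced islands. This count rests on presence in the lists and takes no change in signal into account.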

We identified 11,033 H3K27ac peaks that are elevated at 48 h of differentiation in control preadipocytes (Fig. 2a). These H3K27ac peaks were first classified into two groups based on the absence or presence of H3K4me3 mark, which represents active enhancers and promoters, respectively^5^. 

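Induced H3K27ac islands were split here by whether they overlapped an annotated promoter, from 1000 bp upstream to 100 bp downstream of a transcription start site, because H3K4me3 was not used here. Of 7877 and 9078 distal induced islands in replicates A and B, 2913 and 2879 overlapped no island of SETD5 cells at 48 h, or 34.3% ± 3.72 (SD, n = 2). The share of distal induced islands absent from the other empty-vector replicate was 21.4% ± 2.86 (SD, n = 2). Over all induced islands, 36.3% (3285 islands) in replicate A and 30.7% (3141 islands) in replicate B had no SETD5 island at 48 h, a mean of 33.5% ± 4.01 (SD, n = 2). The share absent from the other empty-vector replicate was 20.0% (1804 islands) and 22.3% (2286 islands). The excess with SETD5 was 16.4 percentage points in replicate A (two-sided exact McNemar test over islands, p = 1.04e-185) and 8.34 percentage points in replicate B (p = 1.26e-47, the same exact test). Islands are not replicates, so these p-values describe these libraries. Of the induced islands without a SETD5 island, 91.7% and 93.1% lay below the median score of their list. The mean excess of 12.4 ± 5.68 percentage points (SD, n = 2) moved most when every list was held to its 31000 highest-scoring islands, to 23.7. Of the islands already present at 0 h in empty-vector cells, 4.58% and 4.14% had no SETD5 island at 48 h. The same islands were absent from the other empty-vector replicate in 5.05% and 7.30% of cases. With equal numbers of islands, 7.86% and 6.33% had no SETD5 island and 5.85% and 5.41% were absent from the other empty-vector replicate.

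**Figure D1:**
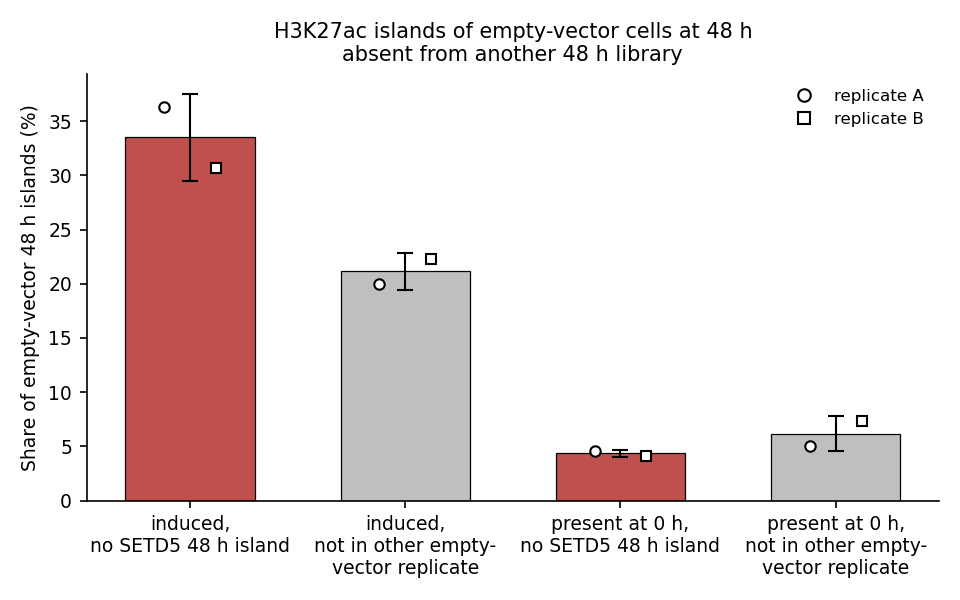
Share (%) of empty-vector H3K27ac islands at 48 h that are absent from the SETD5 48 h list (red) or from the other empty-vector 48 h replicate (grey), for induced islands and for islands present at 0 h. Bars are means, whiskers the SD of replicates A (circles) and B (squares), and the induced islands absent with SETD5 average 33.5%.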

Among 9,546 active enhancers (i.e. H3K27 acetylated sites that lack H3K4me3 marks) at 48 h, forced expression of SETD5 repressed H3K27ac at 2,958 enhancers (31%) (Fig. 2a, class i) that includes enhancers of *Cebpa* and *Pparg* indicating that SETD5 inhibited H3K27 acetylation of enhancers during 48 h of early differentiation. 

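In SETD5 cells at 48 h, 6056 islands of replicate A and 6378 of replicate B overlapped no empty-vector island at either 48 h or 0 h. The number of induced islands lost with SETD5 over the number gained was 0.542 in replicate A and 0.492 in replicate B. These gained islands lie outside the islands induced in empty-vector cells, and a rise of H3K27ac within an induced island cannot be read from the lists. The ratio crossed 1 when all lists were held to equal numbers of islands, where it was 1.38. The gained islands had median lengths of 1400 bp and 1600 bp, and 92.9% and 94.2% of them lay below the median score of their list. Of the gained islands, 75.9% and 65.4% overlapped an island of the other SETD5 replicate at 48 h. At 0 h, 23.7% and 21.0% of them overlapped an island of SETD5 cells.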

SETD5, by contrast, increased H3K27 acetylation on certain enhancers (9%) (class iii). 

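At annotated promoters there were 1167 ± 2.83 (SD, n = 2) induced H3K27ac islands. Of these, 372 in replicate A and 262 in replicate B overlapped no island of SETD5 cells at 48 h, or 31.9% and 22.4%, a mean of 27.2% ± 6.73 (SD, n = 2). The share absent from the other empty-vector replicate was 24.0% in replicate A and 13.9% in replicate B, a mean of 18.9% ± 7.20 (SD, n = 2). It was thus lower than the share absent from SETD5 cells in both replicates. No test was made on promoters alone.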

Among 1,487 promoters (i.e., the presence of both H3K27ac and H3K4me3), SETD5 repressed H3K27ac at 396 promoters (27%, class iv). These findings were further confirmed by statistical test of two biological replicates followed by the identification of differentially regulated H3K27ac regions using DeSeq2 (Supplementary Fig. 2c).

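The lists hold no read counts, so the authors' statistical test was not repeated, and the replicates were combined by requiring presence or absence in both. Empty-vector cells had 6517 islands present in both replicates at 48 h and in neither replicate at 0 h. Of these, 1520 (23.3%) were absent from both SETD5 lists at 48 h and 4246 were present in both. Of the islands present in both empty-vector replicates at 48 h and already present in both at 0 h, 1.64% were absent from both SETD5 lists and 19500 islands were present in both. With replicates taken separately, the odds of having no SETD5 island were 11.9 times higher for induced islands than for islands present at 0 h in replicate A and 10.2 times higher in replicate B. The p-values of the two-sided Fisher's exact test over islands were below what could be computed. When the other empty-vector replicate took the place of the SETD5 list, a comparison chosen after seeing the data, the odds ratio was 4.68 in replicate A and 3.65 in replicate B. From the repression of H3K27ac at differentiation-induced enhancers in SETD5-transduced cells (Fig. 2a), the paper concludes that SETD5 inhibited H3K27 acetylation of enhancers during early differentiation.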

**Fig. 2:**
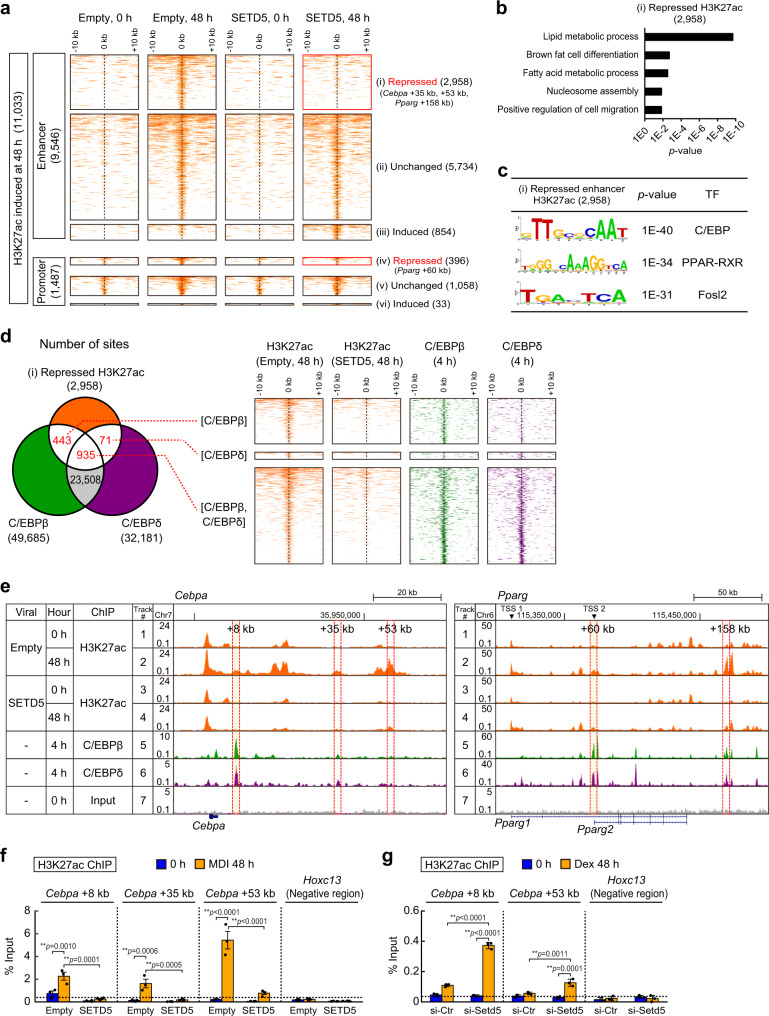
SETD5 inhibits H3K27 acetylation and enhancer activation of adipogenic genes. **a** Heatmap representation of H3K27 acetylation during 3T3-L1 adipogenesis. Heatmap shows ChIP-seq data for H3K27ac at a 20-kb region centered on H3K27ac enriched region in 3T3-L1 preadipocytes transduced with empty virus or SETD5 at the indicated time after MDI induction. There were 11,033 H3K27ac enriched regions that were induced by differentiation stimuli (48 h) in control preadipocytes. These regions were classified into distal enhancer (9,546 regions) and promoter (1,487 regions) based on the absence and presence of H3K4me3 signals. H3K27ac enriched regions were further classified into repressed (<0.5-fold), induced (>2-fold), and unchanged by SETD5 transduction. **b**, **c** Gene ontology (GO) analysis (**b**) and HOMER motif analysis (**c**) of differentiation-induced and SETD5-repressed H3K27ac enriched enhancer regions. *p*-values of motif analysis were calculated as one-tailed. **d** Venn diagram and heatmap representation of differentiation-induced and H3K27ac enriched regions and C/EBPβ and C/EBPδ binding regions. 443 regions were bound by C/EBPβ, 71 regions were bound by C/EBPδ, and 935 regions were bound by both. Heatmap shows ChIP-seq data for H3K27ac, C/EBPβ, and C/EBPδ at a 20-kb region centered on H3K27ac enriched region. **e** Genome browser repr**e**sentation for H3K27ac, C/EBPβ, and C/EBPδ on adipogenic genes. *Pparg* gene has two transcription start sites (TSS). Tracks 1, 2, and 7 are the same data as Supplementary Fig. 1d. **f**, **g** ChIP-qPCR analysis of H3K27ac on *Cebpa* gene during adipogenesis. 3T3-L1 preadipocytes transduced with empty virus or SETD5 were subjected to ChIP-qPCR analysis of H3K27ac at the indicated time after MDI induction of differentiation (**f**). 3T3-L1 preadipocytes transfected with siRNA targeted to *Setd5* were subjected to ChIP-qPCR analysis of H3K27ac at the indicated time after Dex induction of differentiation (**g**). **d**, **e** ChIP-seq for C/EBPβ and C/EBPδ was from the previously published paper^19^. **f** Data are mean ± SEM (Empty *n* = 3; SETD5 *n* = 4; independent experiments). **g** Representative of two independent experiments. Data mean ± SD of three technical replicates. **f**, **g** One-way ANOVA with Tukey’s multiple comparisons test. **p < 0.01. Source data are provided as a Source data file.

A gene ontology analysis showed that the enhancers whose H3K27ac levels were repressed by SETD5 (class i) were highly associated with lipid metabolic process, fat cell differentiation, and fatty acid metabolic process (Fig. 2b). 

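Motifs were counted on both strands of the mm9 sequence of the induced islands absent from the SETD5 48 h lists, and in flanks of the same length beside each island. The C/EBP consensus TTGCNNAA occurred 0.558 times per kb in the islands and 0.459 times per kb in the flanks of replicate A, a ratio of 1.22 (95% bootstrap interval over islands 1.17 to 1.27). In replicate B it occurred 0.571 times per kb against 0.457, a ratio of 1.25 (1.19 to 1.31). The direct repeat RGGKCARAGGKCA bound by PPAR-RXR was 1.75 times as frequent in the islands as in the flanks in replicate A (1.20 to 2.67) and 1.61 times in replicate B (1.11 to 2.35). With flanks 1 island length further out, chosen after seeing the data, these ratios were 1.17 (0.821 to 1.67) and 1.82 (1.23 to 2.72). Against the induced islands that SETD5 cells kept, the C/EBP ratio was 0.988 (0.953 to 1.03) in replicate A and 1.01 (0.971 to 1.05) in replicate B. The same ratio for the PPAR-RXR repeat was 1.13 (0.828 to 1.49) and 1.74 (1.28 to 2.33). The AP-1 consensus TGASTCA was 1.47 and 1.50 times as frequent as in the adjoining flanks. HOMER was not run here.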

Motif analysis showed that class i regions had motifs enriched in C/EBP and PPAR-RXR binding sequences (Fig. 2c), suggesting that SETD5-containing NCoR-HDAC3 repressor complex inhibits H3K27 hyperacetylation of enhancers (i.e. active state) bound by these transcription factors. Comparison of H3K27ac modification and genome wide binding sites of C/EBPβ and C/EBPδ (early adipogenic transcription factors) taken from the study of Mandrup and colleagues^19^ showed that, among 2,958 H3K27ac sites that were found to be repressed in SETD5-transduced preadipocytes (i.e. sites kept in primed enhancers), 1,449 sites (49%) were bound by either C/EBPβ or C/EBPδ or both at 4 h of differentiation (Fig. 2d, left Venn diagram and right heatmap). Some of the SETD5-repressed H3K27ac sites were also binding sites for RXRα and PPARγ at 36 h of differentiation (Supplementary Fig. 2d, e). These results strongly suggest that SETD5 represses H3K27 acetylation to keep enhancers in a primed state during 24 h of differentiation through the binding sites of C/EBPβ and C/EBPδ (see also motif analysis and co-immunoprecipitation shown later in Fig. 4e, f). Active enhancers of *Cebpa* (e.g. +8 kb, +35 kb, and +53 kb) and *Pparg* (e.g. +60 kb, +158 kb) in control preadipocytes were repressed in SETD5-V5 transduced preadipocytes at 48 h (Fig. 2e, compare tracks 2 and 4, and Fig. 2f). 

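In SETD5 cells at 48 h, Cebpa +8 kb overlapped an H3K27ac island of 1600 bp in replicate A, where 94.1% of the islands of that list had a higher score, and no island in replicate B. The Cebpa +35 kb amplicon (chromosome 7 from 35942603 to 35942666, intergenic, 38.3 kb from the transcription start site) lay in islands of 6800 bp and 6200 bp in empty-vector cells, and of 2400 bp and 1400 bp in SETD5 cells. It overlapped no H3K27ac island at 0 h in any library. Cebpa +53 kb lay in islands of 5400 bp and 5800 bp in SETD5 cells. At Pparg, SETD5 cells had islands of 9000 bp and 8000 bp at +60 kb, and of 7800 bp and 8200 bp at +158 kb. At 4 of these 5 sites, SETD5 cells at 48 h had an island in both replicates, shorter than the empty-vector island of the same replicate, and at Cebpa +8 kb the only SETD5 island was that of replicate A. Genome-wide, 1585 induced islands of replicate A that also occurred in the other empty-vector 48 h list were absent from both SETD5 lists. The 3 with the highest score lay inside Mgll (chromosome 6 from 88675601 to 88685000, score 900), inside Fabp12 (chromosome 3 from 10287801 to 10296400, score 864) and inside Clstn3 (chromosome 6 from 124373401 to 124387800, score 819).

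**Figure D2:**
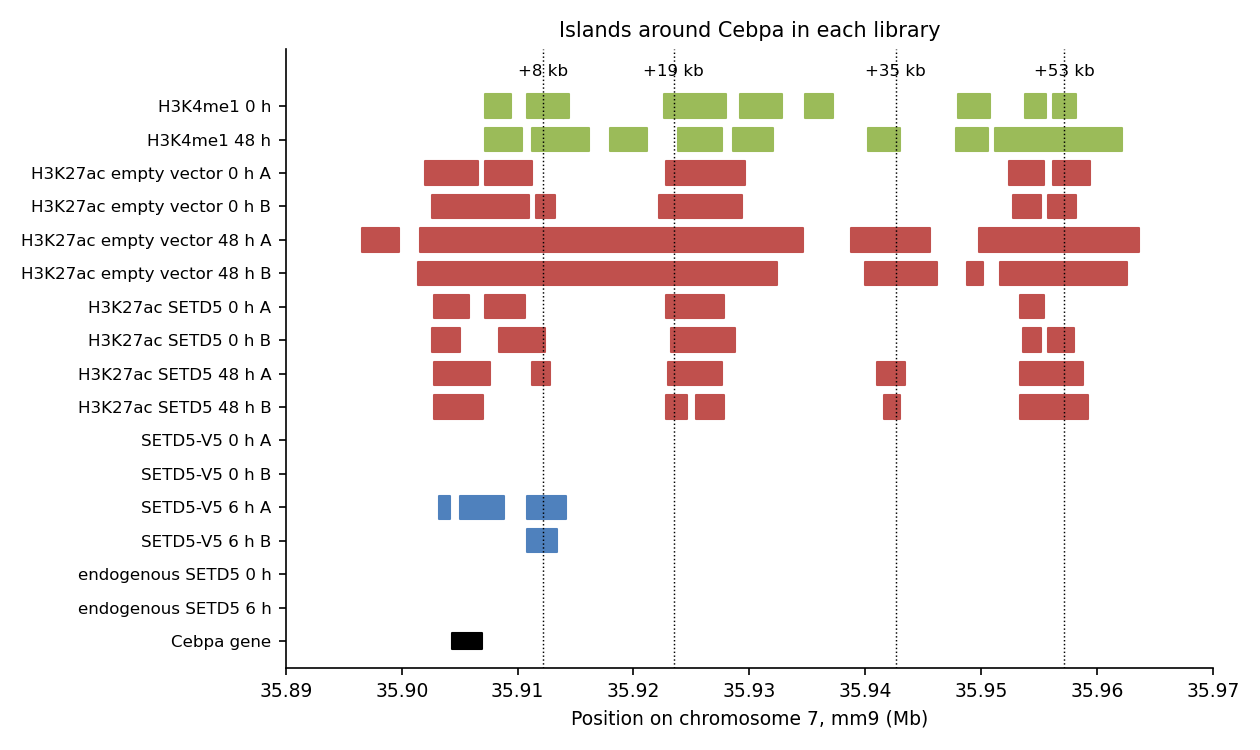
Islands of each of the 16 libraries along chromosome 7 around Cebpa, with position in Mb on mm9 and a line of bars per library, where dotted lines mark the sites +8 kb, +19 kb, +35 kb and +53 kb. The 33000 bp island of empty-vector replicate A at 48 h spans the Cebpa gene, +8 kb and +19 kb, and the SETD5 islands at 48 h are shorter.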

Transcription factors C/EBPβ and C/EBPδ were recruited to some of the above enhancers (e.g. *Cebpa* + 8 kb and *Pparg* + 60 kb) in control cells as early as at 4 h of differentiation^19^ (Fig. 2e, tracks 5 and 6, highlighted in yellow). SETD5 was also recruited to these C/EBPβ and C/EBPδ binding sites (shown later in Fig. 4c, d). To rule out the possibility that the decreased H3K27ac in SETD5 transduced preadipocytes is due to secondary effects from the defect of adipogenesis, we examined the effect of SETD5 on H3K27 acetylation of adipogenic enhancers in preadipocytes retrovirally expressing C/EBPα without inducing differentiation (Supplementary Fig. 2f). In control 3T3-L1 preadipocytes, viral expression of C/EBPα facilitated H3K27 acetylation on chromatin of *Cebpa* and *Pparg* enhancers (Supplementary Fig. 2g). In contrast, in SETD5 transduced 3T3-L1 preadipocytes, viral expression of C/EBPα did not induce H3K27 acetylation on these enhancers (Supplementary Fig. 2g). In a complementary experiment, siRNA mediated knockdown of SETD5 increased H3K27ac levels at enhancers of *Cebpa* (e.g. +8 kb and +53 kb) under DEX induction at 48 h induction (Fig. 2g). Together, these results indicate that SETD5 limits H3K27 acetylation at C/EBP binding site enhancers for *Cebpa* and *Pparg* genes.

### Transient stabilization and APC/C-mediated proteasomal degradation of SETD5 during early adipogenesis

Because protein levels of SETD5 determine either a primed or active enhancer state, a key issue is how SETD5 protein levels are controlled during adipogenesis. We noticed that compared to before MDI induction, endogenous SETD5 protein levels were transiently increased between 6 and 12 h and severely decreased at 48 h of differentiation (Fig. 3a). Curiously, we also noticed that a similar pattern for ectopically expressed V5-tagged SETD5, suggesting that SETD5 protein stability may be differentially regulated during this short window of differentiation (Fig. 3b, compare lanes 3–5 and lanes 6–9). On the other hand, protein expression of NCoR2 and HDAC3, other subunits of the co-repressor complex, did not change during the early adipogenesis (Fig. 3b). Cell cycle analysis in Fig. 3c shows the first round of mitotic clonal expansion after MDI addition. G_0_ arrested preadipocytes re-entered G_1_ phase (0–12 h) followed by transition to S phase (12–21 h) and finally to G_2_/M phase (21–36 h). The timing of the transient increase of SETD5 protein (6–12 h) corresponds to the G_1_ phase while its decline corresponds to S and G_2_/M phases (Fig. 3c, Supplementary Fig. 3a). Importantly, cell-cycling per se was not affected by ectopic SETD5 expression (Supplementary Fig. 3b).

**Fig. 3:**
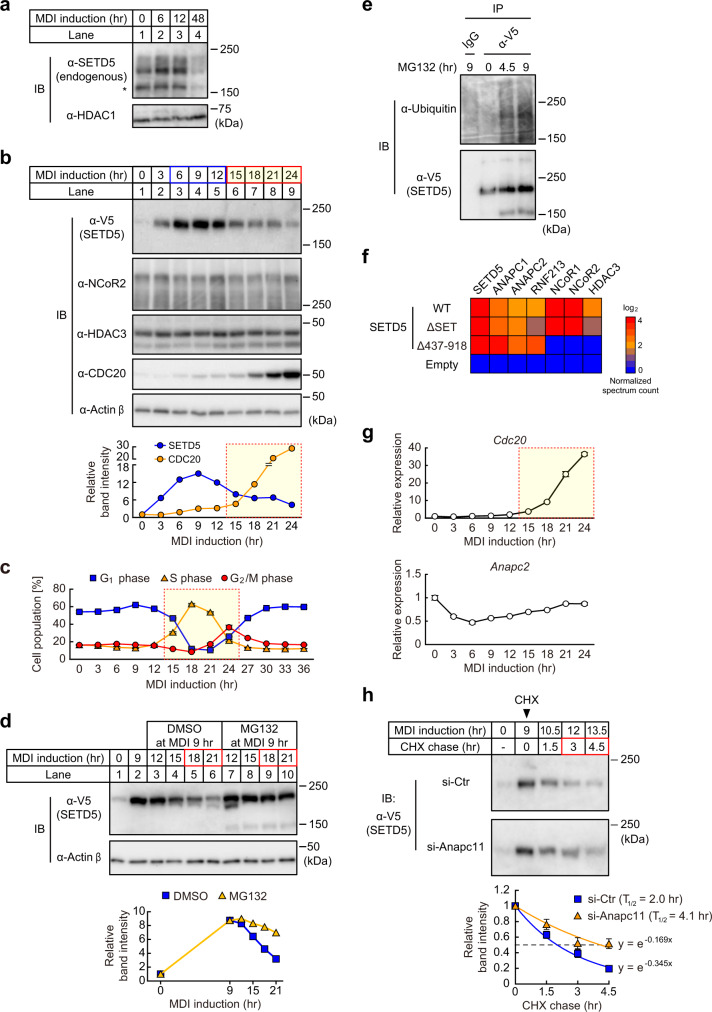
SETD5 is transiently stabilized and degraded by APC/C and proteasome during the early adipogenesis. **a** Immunoblot showing expression of endogenous SETD5 in 3T3-L1 preadipocytes. **b** Immunoblot showing expression of SETD5-V5, NCoR2, HDAC3, and CDC20 in SETD5-transduced 3T3-L1 preadipocytes. The graph shows the band intensity of SETD5-V5 and CDC20. **c** Cell cycle analysis of empty virus-transduced 3T3-L1 preadipocytes. The ratios of the cells at G_1_, S, or G_2_/M phase are shown. **d** Immunoblot showing expression of SETD5-V5 in SETD5-transduced 3T3-L1 preadipocytes treated with MDI and MG132. The graph shows band intensity of SETD5-V5. **e** Immunoblot showing ubiquitinated SETD5-V5. SETD5-transduced 3T3-L1 preadipocytes were treated with MDI and then MG132 at 9 h after MDI induction. Preadipocytes were subjected to immunoprecipitation using anti-V5 antibody and immunoblotting with anti-ubiquitin and anti-V5 antibodies. **f** Heatmap representing the abundance of APC/C subunits and RNF213 in SETD5-V5 immunoprecipitates. Spectrum count for each protein in proteomics analysis (Fig. 1j) was normalized by spectrum count for common region of SETD5 (a.a. 1 to a.a. 272 and a.a. 919 to a.a. 1441). **g** Expression of mRNAs of APC/C subunits during the early adipogenesis. mRNA expression of *Cdc20* and *Anapc2* in SETD5-V5-transduced preadipocytes were quantified by qPCR. **h** Immunoblot showing SETD5-V5 stability by the cycloheximide chase assay. 3T3-L1 preadipocytes transduced with SETD5-V5 were transfected with control siRNA or siRNA targeted to *Anapc11* and induced for differentiation with MDI mixture. Preadipocytes were treated with cycloheximide (CHX) at 9 h after MDI induction and subjected to immunoblot analysis with anti-V5. Representative of three independent experiments. The graph shows regression analysis of SETD5-V5 protein stability after CHX treatment. Data are mean ± SEM of three independent experiments. Protein half-life (T_1/2_) was calculated based on exponential decay curve fit to the average data at each time point. **a**, **b**, **d** Equal loading of the protein was confirmed by blotting with anti-HDAC1 (**a**) or anti-actin β (**b**, **d**) antibody. **a**, **b, d, e, g** Representative of three (**a**, **b**) or two (**d**, **e**, **g**) independent experiments. **c**, **g** Data are mean ± SD of three technical replicates. Source data are provided as a Source data file.

We next asked whether this transient change in protein levels for SETD5 was due to changes in the rate of protein degradation because mRNA levels of endogenous SETD5 are reduced by only approximately 50% at these time points^14^. First, we measured SETD5 protein levels following MDI addition in the presence and absence of the proteasomal inhibitor MG132 which largely blocked the degradation of SETD5 protein (Fig. 3d, compare lanes 5–6 and 9–10) indicating that SETD5 is degraded via the ubiquitin-proteasome pathway. MG132 treatment increased a broad high molecular weight SETD5 signal recognized by anti-ubiquitin antibody, confirming that SETD5 is ubiquitinated and that proteasomal inhibition results in its accumulation (Fig. 3e).

Next, we searched for a possible ubiquitin ligase responsible for cell-cycle dependent SETD5 degradation. From our proteomic interaction data in Fig. 1j, two subunits of the anaphase-promoting complex/cyclosome (APC/C), ANAPC1 and ANAPC2 were found in immunoprecipitates of WT and the two mutant versions of SETD5 protein (i.e., wild-type, ΔSET, and Δ437–918) while ANAPC1 and ANAPC2 were not found in the immunoprecipitates from the control empty-virus transduced preadipocytes (Fig. 3f, Supplementary Fig. 3c). Among the APC/C subunits, the cullin subunit ANAPC2 and the RING domain subunit ANAPC11 compose the catalytic core and these two have critical roles in mediating the transfer of ubiquitin to substrates (Supplementary Fig. 3c)^22^. Another ubiquitin E3 ligase RNF213 was also found in immunoprecipitates of WT and two mutants of SETD5 protein (Fig. 3f).

mRNA levels of APC/C subunits themselves differed only slightly after MDI treatment and they were not altered by SETD5 overexpression (Supplementary Fig. 3d). However, The *Cdc20* coactivator of APC/C was very low during G_1_ phase, and it was robustly increased during S and G_2_/M phase (Fig. 3g). The time dependent induction of *Cdc20* mRNA (Fig. 3g) and protein (Fig. 3b) which is concomitant with the decrease of SETD5 protein levels suggested that degradation of SETD5 might be triggered by CDC20 induction and consequent APC/C activation. mRNA level of *Rnf213* was high before differentiation (0 h) and was decreased by 12 h of differentiation (Supplementary Fig. 3e) suggesting it is unlikely to mediate the degradation of SETD5 during S and G_2_/M phase. Co-immunoprecipitation analyses confirmed SETD5 interaction with ANAPC2 and ANAPC11 after differentiation induction (Supplementary Fig. 3f). Co-immunoprecipitation analysis also showed SETD5 interaction with APC/C coactivator CDC20 in the presence of MG132 (Supplementary Fig. 3g).

The stability of SETD5 protein was evaluated with a cycloheximide chase experiment where expression of the RING domain subunit ANAPC11 was knocked down and SETD5 levels were analyzed in the presence of cycloheximide (CHX), an inhibitor of translation. SETD5 was rapidly degraded in the presence of CHX in control siRNA transfected preadipocytes (t_1/2_ = 2.0 h), while SETD5 was markedly stabilized in ANAPC11 siRNA transfected preadipocytes (t_1/2_ = 4.1 h, Fig. 3h Supplementary Fig. 3h). Similarly, knockdown of APC/C coactivator CDC20 extended the half-life of SETD5 protein by a similar magnitude (Supplementary Fig. 3i, j). These results indicate that SETD5 is stabilized during G_1_ phase where CDC20 level is low and APC/C is not active while during G_2_/M phase of the first mitosis of early adipogenesis, SETD5 levels fall reciprocally with the induction of CDC20 and activation of APC/C.

### SETD5 is transiently recruited to primed enhancers prior to enhancer activation

The data so far suggests that SETD5 is recruited to primed enhancers early in adipogenesis to prevent their premature activation. To evaluate this directly, we analyzed genome-wide localization of SETD5 during early adipogenesis. For this purpose, we developed several monoclonal antibodies that recognize either the amino or carboxyl regions of SETD5 (Supplementary Fig. 4a, b). We chose one (IgG-F2104) that recognizes amino acids 43–93 and performed ChIP-seq for endogenous mouse SETD5 in preadipocytes at 6 h after MDI treatment when SETD5 levels are still high and we identified 3,179 putative SETD5 binding sites (Supplementary Fig. 4c, d, e). This represents a very low number relative to most other ChIP-seq genome-wide analysis so we performed ChIP-seq in V5-tagged SETD5 (SETD5-V5) retrovirally transduced preadipocytes at 0 h and at 6 h of induction. 

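Endogenous SETD5 was profiled with this antibody in 1 library at 0 h and 1 library at 6 h, so no replicate check exists for it. The paper states 35051923 total reads at 0 h and 30014330 at 6 h. The authors called islands with a gap of 600 bp, and the lists hold 2132 islands covering 10.6 Mb at 0 h and 3293 islands covering 23.3 Mb at 6 h. The median length was 3600 bp at 0 h and 5600 bp at 6 h. Of the 6 h islands, 65.6% overlapped no 0 h island. The number of islands at 6 h was 1.54 times that at 0 h, and 1.80 times relative to total reads, a comparison of single libraries. The boxed region at Snai1 (ENSMUSG00000042821.7) in Supplementary Fig. 4e was read as chromosome 2 from 167363111 to 167370889, which holds exons of the gene. It overlapped an endogenous SETD5 island of 6000 bp at 0 h and of 11400 bp at 6 h. The boxed region at Btg1 (ENSMUSG00000036478.7), on chromosome 10 from 96078444 to 96086222, overlapped islands of 1600 bp at 0 h and 13400 bp at 6 h. By the centre of the island, 79.8% of the 0 h islands and 73.3% of the 6 h islands fell in introns or between genes.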

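SETD5-V5 carries a V5 epitope tag, so an anti-V5 antibody is directed at the transduced protein and not at endogenous SETD5. The 16 libraries hold no V5 library from cells without SETD5-V5, so the specificity of the V5 islands was not tested. The data are 4 libraries, replicates A and B at 0 h and at 6 h. The submitters' virus label is blank for replicate A and names SETD5-V5 for replicate B, and the paper shows both as SETD5-V5-transduced cells, which was followed here. For replicates A and B, the paper states 43312378 and 56211074 total reads at 0 h, and 60284005 and 60167657 at 6 h. Islands were called in each library separately, with the same gap as for endogenous SETD5. The lists cover 85.6 Mb and 35.3 Mb at 0 h and 196 Mb and 148 Mb at 6 h, with median island lengths of 3800 bp to 4000 bp. Replicate B at 0 h thus had more reads than replicate A and fewer bases in islands. Binding was taken as an overlap with an island, and an overlap share was set against 1000 circular shifts of the V5 islands along each chromosome, which keep their number, lengths and spacing.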

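At 0 h, 31.1% of the SETD5-V5 islands of replicate A overlapped an island of replicate B, and 79.9% of those of replicate B overlapped an island of replicate A. At 6 h these shares were 63.7% and 88.5%. The Jaccard index of the bases covered by the 2 replicates was 0.267 at 0 h and 0.505 at 6 h. The replicates thus shared less at 0 h, where the lists differ most in length, than at 6 h.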

PC analysis and scatter plots showed reproducibility of each SETD5-V5 sample in two biological replicates (Supplementary Fig. 4f, g). 

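The lists hold 16054 SETD5-V5 islands in replicate A and 6666 in replicate B at 0 h (11360 ± 6638, SD, n = 2), and 35573 and 27220 at 6 h (31397 ± 5906, SD, n = 2). The ratio of the means was 2.76, with 2.22 in replicate A and 4.08 in replicate B. Both 6 h libraries were above both 0 h libraries, and the two-sided exact permutation test gave p = 0.33, the smallest that 2 libraries against 2 allow. The ratio moved most when only islands present in both replicates were counted, to 4.54. Relative to the total reads of each library, a scaling chosen after seeing the data, it was 2.13, with 1.59 in replicate A and 3.81 in replicate B. Of the 6 h islands, 67.2% in replicate A and 82.1% in replicate B overlapped no 0 h island, a mean of 74.7% ± 10.5 (SD, n = 2). Of the 0 h islands, 81.5% ± 2.28 (SD, n = 2) were still covered by an island at 6 h.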

Consistent with the elevated SETD5-V5 protein levels, the number of genome wide binding sites was increased from 15,245 to 32,043 at 6 h of induction (Fig. 4a).

**Fig. 4:**
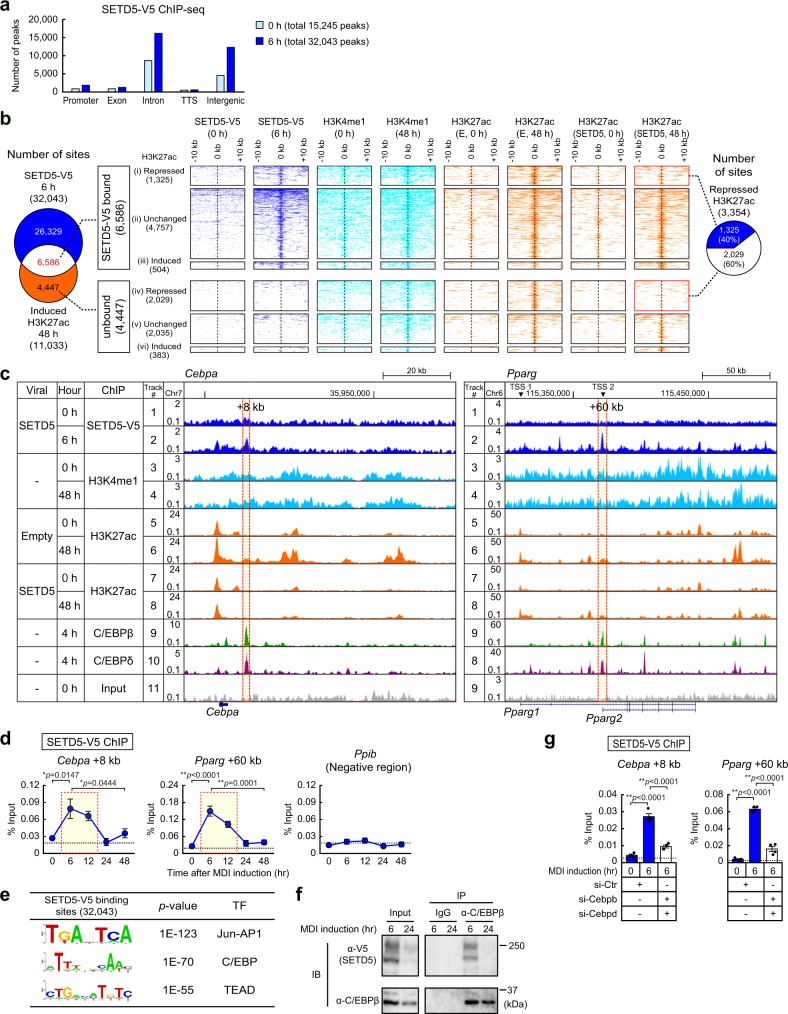
SETD5 is recruited to primed enhancers and diminishes prior to enhancer activation. **a** Genome-wide distribution of SETD5-V5 before (0 h) and 6 h of differentiation in 3T3-L1 preadipocytes. TTS, transcription termination site. **b** Venn diagram (*left*) and heatmap (*middle*) representations of genomic regions occupied by SETD5-V5, H3K4me1, and H3K27ac. Heatmap analysis showing ChIP-seq data for SETD5-V5, H3K4me1, and H3K27ac at a 20-kb region centered on SETD5-V5 binding regions. Pie chart (*right*) shows SETD5-V5 binding on H3K27 acetylated regions repressed by SETD5. **c** Genome browser representation for SETD5-V5, H3K4me1, H3K27ac, C/EBPβ, and C/EBPδ on *Cebpa* and *Pparg* genes in 3T3-L1 preadipocytes. Tracks 3–11 are the same data as Supplementary Fig. 1d or Fig. 2e. **d** ChIP-qPCR analysis of SETD5-V5 on *Cebpa* and *Pparg* genes during the early adipogenesis. 3T3-L1 preadipocytes transduced with SETD5-V5 were subjected to ChIP-qPCR analysis using anti-V5 antibody. Data are mean ± SEM (0, 6, 12, 48 h *n* = 4; 24 h *n* = 3; independent experiments). **e** Motif analysis of SETD5-V5 binding sites at 6 h of differentiation. Motif analysis was performed by Homer bioinformatics resources^3^. *p*-values were calculated as one-tailed. **f** Co-immunoprecipitation assay showing the interaction of SETD5-V5 with C/EBPβ. 3T3-L1 preadipocytes transduced with SETD5-V5 at the indicated time of differentiation were cross-linked with ethylene glycerol bis(succinimidyl succinate) and subjected to immunoprecipitation using anti-C/EBPβ antibody. Immunoprecipitates were decrosslinked and examined by immunoblotting using anti-V5 and anti-C/EBPβ antibodies. Representative of two independent experiments. **g** ChIP-qPCR analysis of SETD5-V5 on *Cebpa* and *Pparg* genes under knockdown of C/EBPβ and C/EBPδ. 3T3-L1 preadipocytes transduced with SETD5-V5 were transfected with control siRNA or siRNA targeting to *Cebpb* and *Cebpd* and subjected to ChIP-qPCR analysis using anti-V5 antibody. Data are mean ± SEM of four independent experiments. **d**, **g** One-way ANOVA with Tukey’s multiple comparisons test. *p < 0.05; **p < 0.01. Source data are provided as a Source data file.

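Each SETD5-V5 island was assigned by its centre to the promoter (1000 bp upstream to 100 bp downstream of a transcription start site), the transcription termination site (TTS, 100 bp upstream to 1000 bp downstream), exons, introns or intergenic sequence of the GENCODE annotation of mm9. At 6 h, replicate A had 3095 islands at promoters, 1315 in exons, 17065 in introns, 1278 at the TTS and 12820 between genes. Replicate B had 1451, 788, 13520, 961 and 10500 islands in the same order. Introns and intergenic sequence together held 86.1% ± 2.99 (SD, n = 2) of the islands at 6 h and 81.9% ± 2.30 (SD, n = 2) at 0 h. The same parts make up 93.0% of the genome. With protein-coding genes alone, chosen after seeing the data, the shares were 87.9% at 6 h and 84.4% at 0 h.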

Similar to endogenous SETD5 (Supplementary Fig. 4c), most of the SETD5-V5 binding sites were located at intron and intergenic regions (Fig. 4a). When we compared the SETD5-V5 binding sites (6 h) with the H3K27ac data of 11,033 differentiation-dependent H3K27 acetylated regions at 48 h post MDI, 6,586 regions (60%) were occupied by SETD5-V5 at 6 h of differentiation (Fig. 4b, left Venn diagram). 

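Of the induced H3K27ac islands, 50.8% (4590 islands) in replicate A and 40.0% (4097 islands) in replicate B overlapped a SETD5-V5 island of the same letter at 6 h, a mean of 45.4% ± 7.62 (SD, n = 2). Under the circular shifts, the mean share was 12.0% and 8.79%, and the one-sided p was 0.001 in both replicates, the smallest that 1000 shifts can give. A preference of both lists for the same kind of sequence could give this p as well. The share moved most when each list was held to equal numbers of islands, to 15.3%, where each V5 list held its 6000 highest-scoring islands. At 0 h, 11.7% and 4.58% of the induced islands overlapped a SETD5-V5 island. Of the H3K27ac islands of empty-vector cells that were present at both 0 h and 48 h, 69.2% ± 15.2 (SD, n = 2) overlapped a SETD5-V5 island at 6 h.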

SETD5 bound and unbound regions were further classified into three groups each based on the effect of SETD5 on H3K27 acetylation (Fig. 4b, middle heatmap). SETD5 repressed H3K27 acetylation at 1,325 regions (class i) via direct binding (Fig. 4b, right pie chart). 

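Of the induced islands bound by SETD5-V5 at 6 h, 1046 (22.8%) in replicate A and 801 (19.6%) in replicate B had no island in SETD5 cells at 48 h, a mean of 21.2% ± 2.29 (SD, n = 2). In the other empty-vector replicate at 48 h, 15.4% and 19.5% of the same bound islands were absent, a comparison chosen after seeing the data. Bound islands had a median length of 2800 bp in replicate A and 2200 bp in replicate B. Of the induced islands in both empty-vector 48 h lists and absent from both SETD5 lists, 286 overlapped a SETD5-V5 island in both replicates. The 3 of these with the highest score all lie on chromosome 15, between genes from 61255201 to 61263800 (score 594), inside Lima1 from 99685201 to 99689200 (score 540), and between genes from 3903201 to 3908600, 23.7 kb from the start of Fbxo4 (score 401).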

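Of the induced islands that overlapped no SETD5-V5 island at 6 h, 2239 of 4452 (50.3%) in replicate A and 2340 of 6150 (38.0%) in replicate B had no island in SETD5 cells at 48 h, a mean of 44.2% ± 8.66 (SD, n = 2). Unbound islands thus made up 68.2% and 74.5% of the induced islands lost with SETD5. The odds of loss for bound against unbound islands were 0.292 in replicate A (two-sided Fisher's exact test over islands, p = 2.04e-165) and 0.396 in replicate B (p = 3.63e-91, the same exact test). Adjusted for the length and score of the islands in a logistic model over both replicates, the odds ratio was 0.336 (95% interval 0.314 to 0.360). Islands found in both replicates enter this model once per replicate, so its interval is too narrow. Unbound islands were also absent more often from the other empty-vector replicate, in 24.6% and 24.2% of cases, which gives odds ratios of 0.558 and 0.760 for bound against unbound. Of the unbound islands, 28.5% ± 3.39 (SD, n = 2) overlapped an H3K4me1 island at 0 h, and of the bound islands 49.7% ± 0.492 (SD, n = 2).

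**Figure D3:**
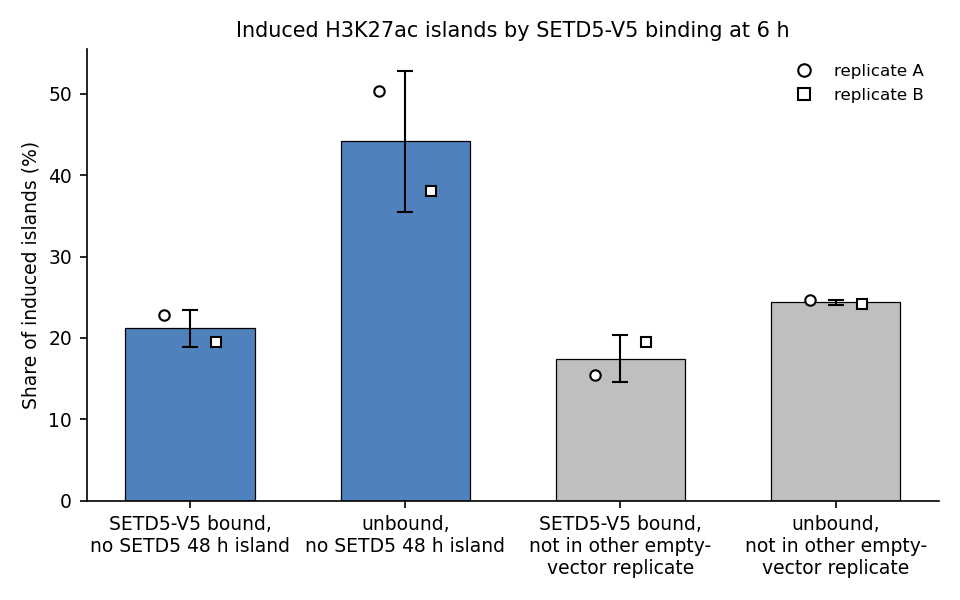
Share (%) of induced H3K27ac islands, SETD5-V5 bound or unbound at 6 h, that are absent from the SETD5 48 h list (blue) or from the other empty-vector 48 h replicate (grey). Bars are means and whiskers the SD of replicates A (circles) and B (squares), with means of 21.2% of bound and 44.2% of unbound islands absent with SETD5.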

SETD5 repressed H3K27 acetylation at 2,029 regions (class iv) without direct binding, presumably via a mechanism involving chromatin looping. Importantly, at 6 h of differentiation, SETD5-V5 was recruited to H3K4me1 positive but H3K27ac negative regions (i.e. primed enhancers) and these regions were transformed to the dual marked H3K4me1 plus H3K27ac (i.e. active enhancers) at 48 h of differentiation where SETD5 protein was drastically reduced (Fig. 4b, middle heatmap). 

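Of the SETD5-V5 islands at 6 h, 5602 in replicate A and 4379 in replicate B overlapped an H3K4me1 island and no empty-vector H3K27ac island at 0 h, or 15.9% ± 0.240 (SD, n = 2). Another 44.0% ± 1.23 (SD, n = 2) overlapped both marks at 0 h, 12.8% ± 2.12 H3K27ac alone, and 27.2% ± 0.648 neither mark. Of the SETD5-V5 islands on H3K4me1 alone, 35.4% ± 2.64 (SD, n = 2) overlapped an empty-vector H3K27ac island at 48 h, and 32.1% ± 2.28 overlapped both marks then. The comparison was also made from the side of the enhancers, over the 23706 and 24721 H3K4me1 islands without H3K27ac at 0 h in replicates A and B. Of those with a SETD5-V5 island at 6 h, 34.5% (3282 of 9517) and 36.3% (2710 of 7475) overlapped H3K27ac at 48 h. Of those without, 11.1% (1572 of 14189) and 14.5% (2494 of 17246) did. The odds ratio was 4.22 in replicate A, where the p of the two-sided Fisher's exact test over islands was below what could be computed, and 3.36 in replicate B (p = 2.29e-306, the same exact test). It moved most when islands had to be present in both replicates, to 5.84. H3K4me1 was measured in 1 library per time, so the SD covers the replicates of the other marks only. From this recruitment and the later gain of H3K27ac, the paper states that primed enhancers bound by SETD5 at 6 h became active enhancers at 48 h, when SETD5 protein was drastically reduced.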

A genome browser snapshot of the ChIP-seq data also showed that SETD5-V5 was recruited to *Cebpa* + 8 kb and *Pparg* + 60 kb enhancers at 6 h of differentiation (Fig. 4c, tracks 1 and 2), the sites where C/EBPβ and C/EBPδ were also bound^19^ (Fig. 4c, tracks 9 and 10). 

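At 6 h, the Cebpa +8 kb amplicon lay in a SETD5-V5 island of 3400 bp in replicate A and of 2600 bp in replicate B, and it overlapped none at 0 h in either replicate. No SETD5-V5 island overlapped Cebpa +19 kb, +35 kb or +53 kb at either time. The Pparg +60 kb region lay in SETD5-V5 islands of 9400 bp and 9200 bp at 6 h, and it already overlapped islands of 3800 bp and 4800 bp at 0 h. In replicate A at 0 h it also overlapped a further SETD5-V5 island, from 115372801 to 115377000. Pparg +158 kb lay in SETD5-V5 islands of 6400 bp and 4400 bp at 6 h and in none at 0 h. An endogenous SETD5 island of 6400 bp overlapped Pparg +60 kb at 6 h, and none overlapped Cebpa +8 kb. C/EBPβ and C/EBPδ binding was not analysed here.

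**Figure D4:**
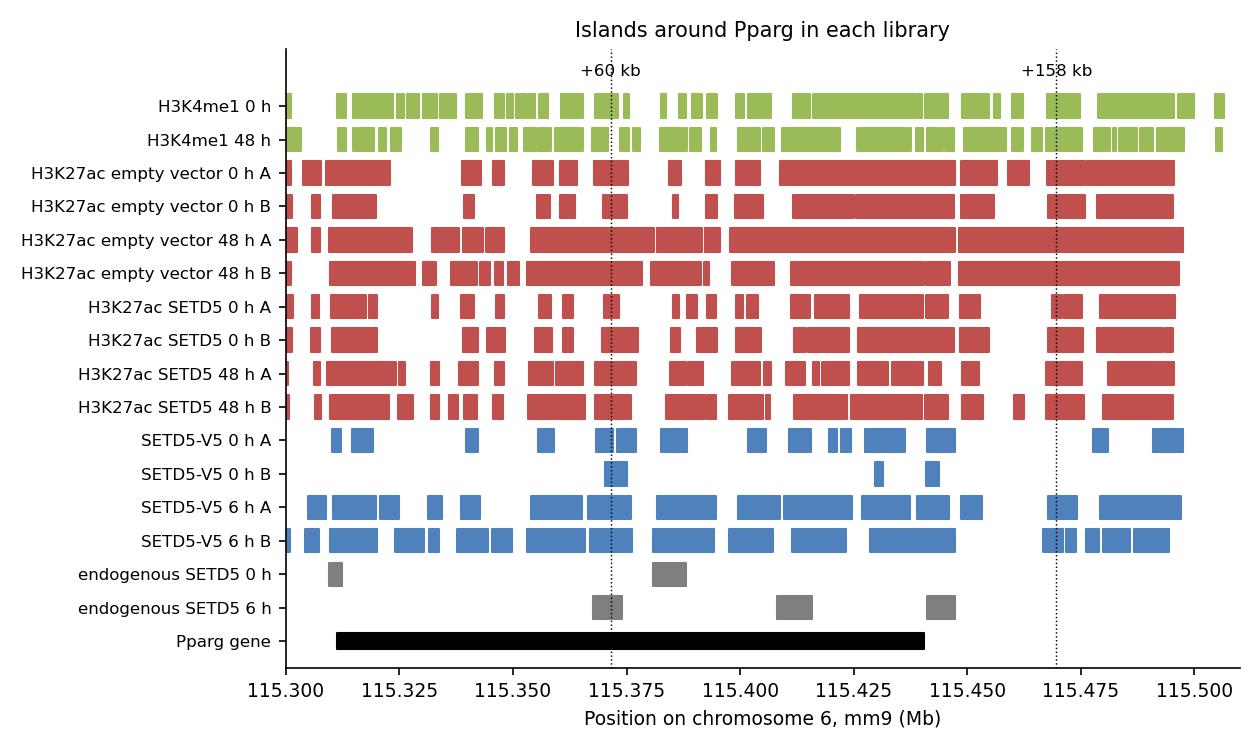
Islands of each of the 16 libraries along chromosome 6 around Pparg, with position in Mb on mm9 and a line of bars per library, where dotted lines mark the sites +60 kb and +158 kb. At +60 kb both SETD5-V5 replicates have an island at 0 h and at 6 h, and at +158 kb at 6 h only.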

Consistent with total SETD5-V5 protein levels (Fig. 3b), recruitment of SETD5-V5 to these enhancers peaked at 6 h were decreased to very low levels at 24 h of differentiation (Fig. 4d). Motif analysis showed that SETD5-V5 binding sites were enriched in Jun-AP1, C/EBP, and TEAD binding sequences (Fig. 4e). 

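The motif count was repeated on the SETD5-V5 islands at 6 h and their adjoining flanks. AP-1 sites occurred 0.233 times per kb in the islands and 0.170 times per kb in the flanks of replicate A, a ratio of 1.37 (95% bootstrap interval over islands 1.35 to 1.39), with a ratio of 1.36 (1.34 to 1.39) in replicate B. C/EBP sites had ratios of 1.11 (1.1 to 1.12) and 1.1 (1.08 to 1.11). For TEAD, the consensus TGGAATG had ratios of 1.1 (1.09 to 1.12) and 1.09 (1.07 to 1.11). The PPAR-RXR repeat had ratios of 1.02 (0.927 to 1.12) and 1.07 (0.967 to 1.20), intervals that include 1. These ratios compare densities of exact consensus matches and are not the enrichment that HOMER reports.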

Because C/EBPβ and C/EBPδ are two transcription factors induced highly by 6 h of differentiation (Supplementary Fig. 1a), we hypothesized that SETD5 may associate with primed enhancers through these proteins. Immunoprecipitation and immunoblot analysis using cross-linked nuclear lysates showed an interaction between C/EBPβ and SETD5 at 6 h of differentiation (Fig. 4f) and this interaction was diminished at 24 h of differentiation as SETD5 was degraded by this time. In addition, recruitment of SETD5-V5 to primed enhancers of *Cebpa* and *Pparg* at 6 h of differentiation were diminished via the knockdown of C/EBPβ and C/EBPδ (Fig. 4g and Supplementary Fig. 4h). The Δ437–918 SETD5 which lacks the domain required for the inhibition of adipogenesis (Fig. 1i) was similarly recruited to *Cebpa* and *Pparg* enhancers as wild-type SETD5 and the recruitment was increased at 6 h of differentiation compared to before differentiation (0 h) as demonstrated by V5 ChIP (Supplementary Fig. 4i). However, unlike wild-type SETD5 the Δ437–918 mutant could not inhibit the induction of *Cebpa* and *Pparg* mRNA expression and concomitant H3K27 acetylation at the chromatin of these genes (Supplementary Fig. 4j and 4k, respectively). These data indicate that SETD5 is recruited to enhancers via these transcription factors to prevent H3K27 hyperacetylation to keep the enhancers in their inactive but primed states.

### SETD5 is co-recruited to primed enhancers with NCoR-HDAC3 complex and diminishes prior to enhancer activation

Our data so far suggest that SETD5 might function together with the NCoR–HDAC3 complex to inhibit adipogenesis. Because its SET domain is not required, SETD5 must function through a mechanism that is independent of its methylation activity. Comparison of our SETD5-V5 ChIP-seq data with previously reported NCoR and HDAC3 ChIP-seq data in 3T3-L1 preadipocyte^32^ revealed that approximately 60% of NCoR (11,002 of 18,384) and 71% of HDAC3 (4,069 of 5,765) genomic binding sites are biding sites for SETD5-V5 at 6 h of differentiation (Fig. 5a, left Venn diagram). Recruitment of NCoR, HDAC3, and SETD5 were all increased after 4–6 h of differentiation relative to those of 0 h (Fig. 5a, right heatmap). The ChIP-seq genome browser snapshot in Fig. 5b shows colocalization of SETD5-V5, NCoR, and HDAC3 to *Cebpa* and *Pparg* enhancers (e.g. *Cebpa* + 8 kb and *Pparg* + 60 kb). These data support that SETD5-NCoR-HDAC3 transiently co-localize on these enhancers during the priming step and prior to enhancer activation. Our ChIP-qPCR confirmed that the increased recruitment of NCoR2 and HDAC3 to *Cebpa* and *Pparg* enhancers at 6 h of differentiation consistent with recent ChIP-seq data^32^ (Fig. 5c, d). Although SETD5-V5 binding was undetectable at 24 h of differentiation (Fig. 4d), NCoR2 and HDAC3 enhancer occupancy were still high at 24 h (Fig. 5c, d). Retrovirally expressed SETD5-V5 did not increase the recruitment of NCoR2 and HDAC3 to enhancers even at 6 h and 12 h of differentiation, where SETD5-V5 protein levels were the highest (Supplementary Fig. 5a, b). Biochemical analysis showed that SETD5 affected neither total nor HDAC3 specific histone deacetylase activities in vitro (Supplementary Fig. 5c, d). These data suggest that SETD5 may require NCoR-HDAC3 for its co-localization but SETD5 is likely not required for recruitment of NCoR-HDAC3 to enhancers.

**Fig. 5:**
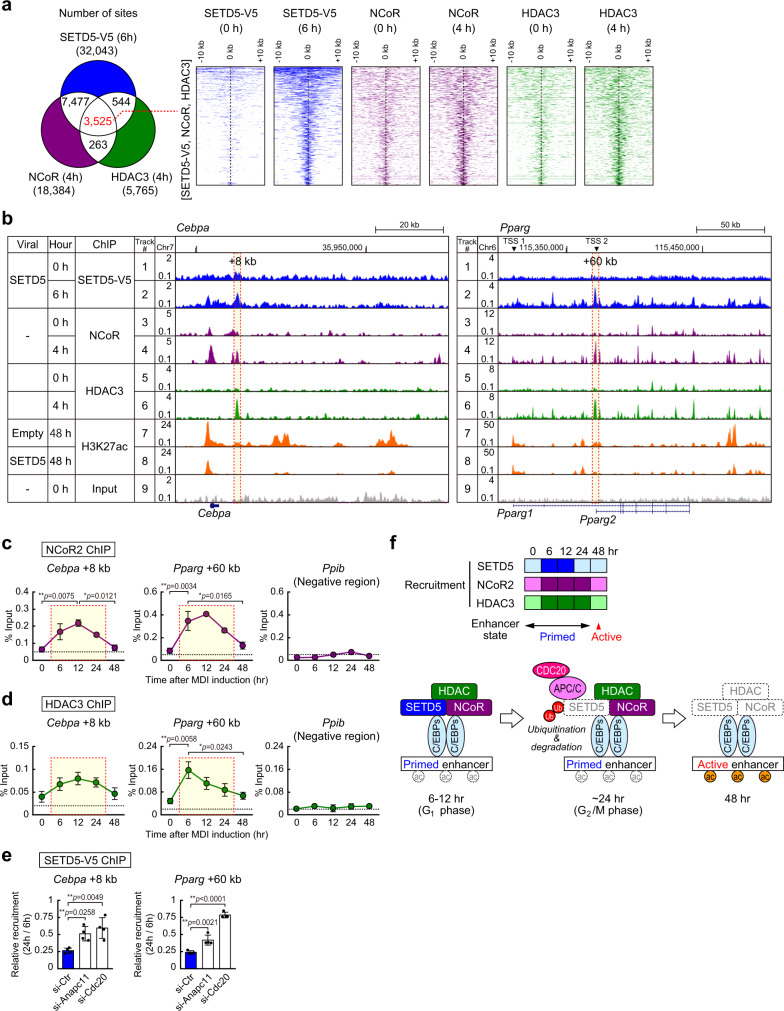
SETD5 is co-recruited to primed enhancers with NCoR-HDAC3 complex and diminishes prior to enhancer activation. **a** Venn diagram (*left*) and heatmap (*right*) representation of genomic regions occupied by SETD5-V5, NCoR, and HDAC3. Approximately 60% of NCoR and 71% of HDAC3 genomic binding regions were co-occupied by SETD5-V5. Heatmap analysis showing ChIP-seq data for SETD5-V5, NCoR, and HDAC3 at a 20-kb region centered on SETD5-V5 binding region. **b** Genome browser representation for SETD5-V5, NCoR, HDAC3, and H3K27ac on *Cebpa* and *Pparg* genes in 3T3-L1 preadipocytes. Tracks 1-2 and 7-9 are the same data as Fig. 4c. **c**, **d** ChIP-qPCR analyses of NCoR2 (**c**) and HDAC3 (**d**) on *Cebpa* and *Pparg* genes during the early adipogenesis. 3T3-L1 preadipocytes transduced with control empty virus were subjected to ChIP-qPCR analyses using anti-NCoR2 or anti-HDAC3 antibody. Data are mean ± SEM (0, 48 h *n* = 5; 6 h of NCoR2 *n* = 4; 6 h of HDAC3 *n* = 5; 12, 24 h *n* = 3; independent experiments). **e** ChIP-qPCR analysis of SETD5-V5 on *Cebpa* and *Pparg* genes under knockdown of ANAPC11 or CDC20. 3T3-L1 preadipocytes transduced with SETD5-V5 were transfected with control siRNA or siRNA targeting to *Anapc11* or *Cdc20* and subjected to ChIP-qPCR analysis at 6 h and 24 h of differentiation using anti-V5 antibody. ChIP signal was presented as relative SETD5 recruitment. Data are mean ± SD of four technical replicates. **f** Schematic model of SETD5-NCoR-HDAC3 complex formation and the loss of SETD5 on enhancers during the transition from primed to active states. Heatmap shows the degree of recruitment of SETD5, NCoR2, and HDAC3 to *Cebpa* and *Pparg* enhancers (based on Figs. 4d, 5c, and 5d). Darker color indicates more recruitment. **a, b** ChIP-seq for NCoR and HDAC3 was from the previously published paper^32^. **c**–**e** One-way ANOVA with Tukey’s multiple comparisons test. *p < 0.05; **p < 0.01. Source data are provided as a Source data file.

To validate the contribution of APC/C mediated degradation of SETD5 to its recruitment to enhancers, ANAPC11 and CDC20 were depleted by siRNA mediated transfection. While SETD5 recruitment to enhancers at 24 h of differentiation was reduced compared with those at 6 h of differentiation (Figs. 4d, 5e, si-Ctr), knockdown of ANAPC11 or CDC20 kept SETD5 recruitment high at 24 h of differentiation (Fig. 5e) indicating that APC/C-mediated degradation of SETD5 contributes to its disappearance from primed enhancers prior to enhancer activation. These results indicate that SETD5-V5 increased co-localization with NCoR and HDAC3 at enhancers at 6–12 h of differentiation however, SETD5-V5 was lost through protein degradation by 24 h of differentiation (Fig. 5f).

### SETD5-containing NCoR-HDAC3 complex restricts HAT recruitment to primed enhancers

Because these data suggested that SETD5 neither regulates NCoR-HDAC recruitment (Supplementary Fig. 5a, b) nor HDAC activity (Supplementary Fig. 5c, d) to decrease H3K27 acetylation on enhancer chromatin, we therefore hypothesized that SETD5 may limit recruitment of potential HATs to the enhancers. A comparison of ChIP-seq data for SETD5-V5 with the p300 HAT writer^32^ showed that approximately 67% of p300 genomic binding regions (5,103 of 7,594 sites) were also binding sites for SETD5-V5 (Fig. 6a). A ChIP-seq genome browser snapshot shows both SETD5 and p300 HAT were recruited to primed enhancers (i.e. *Cebpa* + 8 kb and *Pparg* + 60 kb and +158 kb) immediately after differentiation (4–6 h) (Fig. 6b). Unfortunately, the anti-p300 antibody used in the previous study^32^ is currently unavailable, so we examined HAT recruitment of CBP which is highly related to p300^12^. A time course ChIP-qPCR analysis showed that while CBP recruitment to the primed enhancers for *Cebpa* was elevated by 6 h after differentiation in control preadipocytes (Empty) (Fig. 6c), however, H3K27ac levels were kept low until 48 h of differentiation (Supplementary Fig. 6a). Interestingly, SETD5-V5 expression limited both recruitment of CBP throughout differentiation and prevented the increase in H3K27ac at 48 h. This suggested that SETD5-V5 may restrict CBP recruitment to primed enhancers (Fig. 6c) and prevented the increase in H3K27ac (Supplementary Fig. 6a). Note that NCoR-HDAC3 co-repressor were also recruited as early as 6 h of differentiation but began to decrease after 24 h (Fig. 5c, d, f), while CBP recruitment remained elevated (Fig. 6c, Empty). We investigated whether Δ437–918 mutant SETD5 could inhibit CBP recruitment to the primed enhancers. The Δ437–918 mutant is recruited to primed enhancers similar to wild-type SETD5 (Supplementary Fig. 4i) but it does not interact with NCoR and HDAC3 (Fig. 1j) nor does it inhibit H3K27 acetylation on *Cebpa* and *Pparg* enhancers (Supplementary Fig. 4k). CBP HAT was similarly recruited to primed enhancers in Δ437–918 mutant-transduced preadipocytes to empty virus-transduced control preadipocytes (Fig. 6d), suggesting that SETD5 interaction with NCoR and HDAC3 restricts recruitment of CBP to primed enhancers (Supplementary Fig. 6b). To further complement the sufficiency results, we performed SETD5 knockdown by predicting that a decrease in SETD5 expression would elevate CBP recruitment to enhancers. SETD5 knockdown by siRNA elevated CBP recruitment to *Cebpa* and *Pparg* enhancers at 6 h and 12 h of differentiation (Fig. 6e), when SETD5 protein is stabilized (Fig. 3a). The elevated CBP recruitment by SETD5 knockdown was not observed at 24 h of differentiation (Fig. 6e), when APC/C and CDC20 mediates proteasomal degradation of SETD5 (Fig. 5f). SETD5 knockdown also resulted in prematurely early elevation of H3K27ac on *Cebpa* and *Pparg* enhancers at 12 h or 24 h of differentiation (Supplementary Fig. 6c) consistent with their mRNA expression (Fig. 1g). These results indicate that SETD5–NCoR–HDAC3 complex restricts accessibility of CBP, one of HATs, to primed enhancers, thereby regulating the time course of enhancer activation. When SETD5 protein diminishes via proteasomal degradation and consequently its recruitment to primed enhancers declines, CBP recruitment to primed enhancers increases to robustly drive master regulator gene expression and the adipogenic differentiation program (Fig. 6f).

**Fig. 6:**
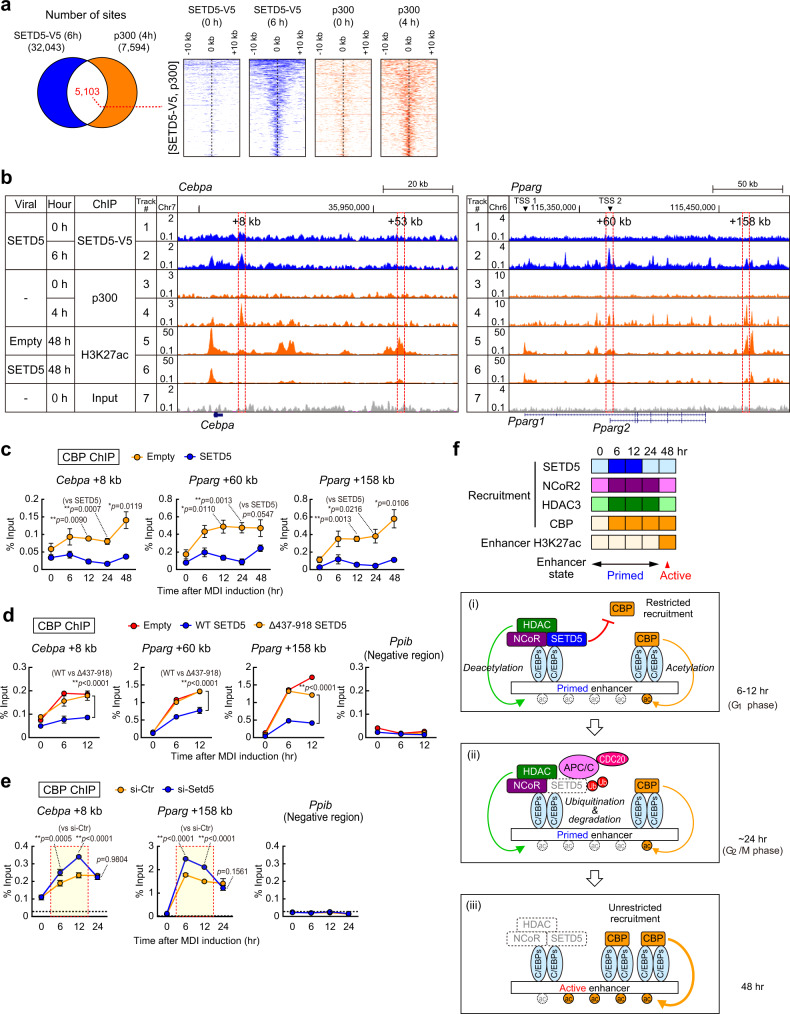
SETD5–NCoR–HDAC3 complex restricts CBP recruitment to primed enhancers. **a** Venn diagram (*left*) and heatmap (*right*) representation of genomic regions occupied by SETD5-V5 and p300. Approximately 64% of p300 genomic binding regions were co-occupied by SETD5-V5. Heatmap analysis showing ChIP-seq data for SETD5-V5 and p300 at a 20-kb region centered on SETD5-V5 binding region. **b** Genome browser representation for SETD5-V5, p300, and H3K27ac on *Cebpa* and *Pparg* genes in 3T3-L1 preadipocytes. Tracks 1-2 and 5-7 are the same data as Fig. 5b. **c**, **d**, **e** ChIP-qPCR analyses of CBP on *Cebpa* and *Pparg* genes during the early adipogenesis. 3T3-L1 preadipocytes transduced with control empty virus or SETD5 were subjected to ChIP-qPCR analyses using anti-CBP antibody **c**. 3T3-L1 preadipocytes transduced with control empty virus, wild-type SETD5, or Δ437-918 mutant were subjected to ChIP-qPCR analysis using anti-CBP antibody **d**. 3T3-L1 preadipocytes transfected with control siRNA or siRNA targeting to *Setd5* were subjected to ChIP-qPCR analysis using anti-CBP antibody **e**. **f** Model of enhancer transition from primed to active state during adipogenesis. Heatmap shows the degree of recruitment of SETD5, NCoR2, HDAC3, and CBP to *Cebpa* and *Pparg* enhancers and H3K27 acetylation (based on Figs. 4d, 5c, d, 6c, Supplementary Fig. 6a). Darker color indicates more recruitment and acetylation. (i) SETD5 forms a complex with NCoR-HDAC3 and keeps a hypoacetylation state by restricting the recruitment of CBP to primed enhancers. (ii) SETD5 in NCoR-HDAC complex on primed enhancers is ubiquitinated and degraded by APC/C. (iii) Degradation of SETD5 from NCoR-HDAC3 co-repressor complex allows the unrestricted recruitment of CBP and H3K27 acetylation and transit enhancers from primed to active state. **a**, **b** ChIP-seq data for p300 were from the previously published paper^32^. **c** Data are mean ± SEM (0, 6, 12 h *n* = 3: 24 h *n* = 4; 48 h *n* = 5; independent experiments). Unpaired two-tailed Student’s *t*-test. **d**, **e** Representative of two independent experiments. Data are mean ± SD of three technical replicates. One-way ANOVA with Tukey’s multiple comparisons test. *p < 0.05; **p < 0.01. Source data are provided as a Source data file.

### SETD5 inhibits adipogenesis in vivo

To investigate the role of SETD5 in vivo, we followed the differentiation of 3T3-L1 preadipocytes into mature perilipin positive adipocytes following transplantation into nude mice (Fig. 7a). In this experiment, transplantation of control 3T3-L1 preadipocytes resulted in robust expression of perilipin (Fig. 7b, c). In contrast, 3T3-L1 preadipocytes transduced with the retroviral SETD5 expression vector prior to implantation to increase SETD5 expression levels resulted in a significant reduction in the appearance of perilipin positive adipocytes in vivo (Fig. 7c, d).

**Fig. 7:**
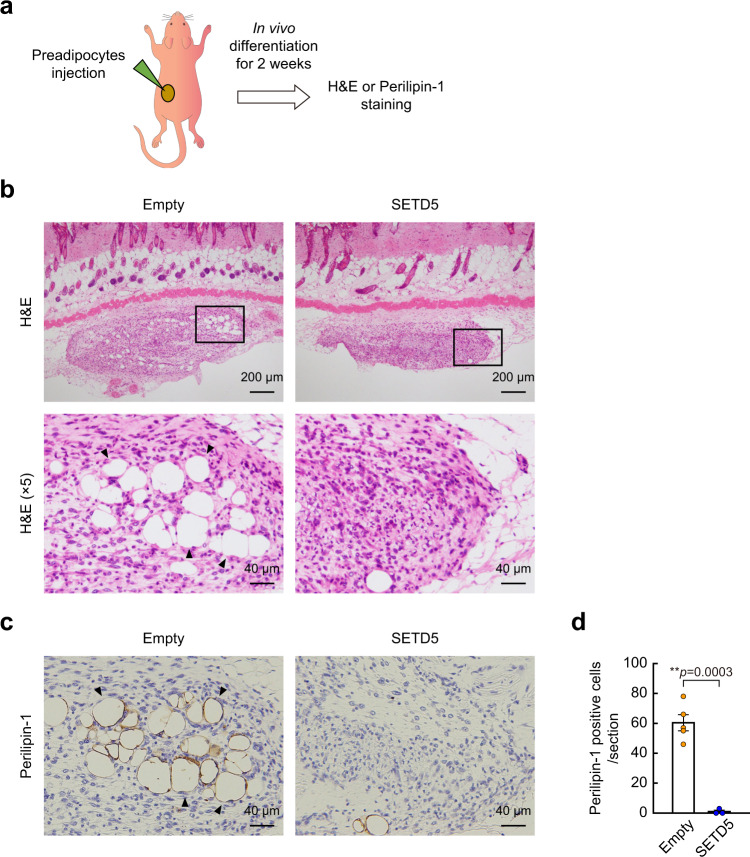
SETD5 inhibits adipogenesis in vivo. **a** Transplantation of 3T3-L1 preadipocytes into nude mice. 3T3-L1 preadipocytes transduced with control empty virus or SETD5-V5 were cultured for two days with MDI cocktail. Subsequently, harvested cells were implanted with HydroMatrix and injected into the subcutaneous region on the upper or lower back of nude mice. **b, c** Two weeks after transplantation, mice were dissected, and isolated transplanted fats were subjected to haematoxylin and eosin (H&E) staining (**b**) and immunohistochemistry using anti-perilipin-1 antibody (**c**). Representative images of transplants from the lower back are shown. **d** Quantitation of perilipin-1 positive adipocytes. Data are mean ± SE in the section of transplants from empty virus transduced (*n* = 5) or SETD5 transduced (*n* = 3) preadipocytes Unpaired two-tailed Student’s *t*-test. **p < 0.01. Source data are provided as a Source data file.

## Discussion

Strict temporal control of cell type-specific gene expression is essential for the exquisite timing and robust changes required for development and differentiation transitions and is mediated through the combinatorial activation and repression at key enhancers. HAT co-activators and HDAC co-repressors collaborate to ensure correct enhancer acetylation and gene activation. The response of preadipocytes to external differentiation stimuli controls the pattern of recruitment of HAT co-activators along with antagonistic HDAC co-repressors to fine-tune the differentiation response. Mechanisms to actively control the addition and removal of key histone acetylations provides an appropriately sensitive system to ensure accurate and precise timing for gene expression transitions that drive differentiation down an irreversible course^12,32^. In the current study, using protein interaction-based proteomics in the 3T3-L1 preadipocyte differentiation system, we identified SETD5 as a previously unappreciated component of the chromatin landscape that is required for adipocyte differentiation. Our studies show SETD5 interacts with the NCoR–HDAC3 complex to maintain enhancers for master genes of adipocyte differentiation in a histone hypoacetylated but “primed state” that is inactive. We show that the loss of SETD5 via proteasomal degradation synchronized with cell cycle triggers to influence enhancer hyperacetylation that is required for the transcriptional activation in lineage committed preadipocytes. SETD5 in an NCoR-HDAC3 complex restricts accessibility of CBP to enhancer chromatin but when SETD5 is lost from this complex via proteasomal degradation requiring the E3 ubiquitin ligase APC/C complex, associated or recruited HATs then hyperacetylate enhancers leading to subsequent gene activation. Importantly, the transition mechanism is regulated by the APC/C co-activator CDC20 which is induced in parallel with SETD5 degradation.

In the original model of signal-dependent gene activation, key signals drive a unidirectional switch between NCoR-HDAC co-repressor and HAT co-activator in a simple two-step process^41,42^. However, our study revealed that transition of adipogenic enhancers from a primed to active state is more dynamic and complex (Fig. 6f). Before differentiation (i.e. 0 h), NCoR-HDAC3 co-repressor and HAT co-activator are both recruited weakly to primed enhancers that are bound by pioneer transcription factors (i.e. C/EBPβ and C/EBPδ)^43^ but are functionally silent. (i) In early differentiation (until 6–12 h), both NCoR-HDAC3-SETD5 co-repressor complex and CBP are tethered to primed enhancers where SETD5 restricts accessibility of CBP to enhancer chromatin and keeps histones hypoacetylated and held in a primed state. (ii) As differentiation proceeds (i.e. after 24 h), as the first round of clonal expansion progresses, SETD5 is lost from the enhancer complex through active APC/C-mediated ubiquitination and degradation. (iii) In the absence of SETD5, the associated HAT leads to hyperacetylation and activation of enhancers and gene transcription (48 h). This mechanism allows precise temporal control of adipogenic master regulator genes (i.e. *Cebpa* and *Pparg*) in synchronization with cell cycle regulation for cell fate decisions. Because SETD5 is ubiquitously expressed, this mechanism shown here in 3T3-L1 preadipocyte differentiation is likely to be applicable to other lineage committed cells. A SETD5-containing NCoR-HDAC3 complex may regulate enhancers recognized by other pioneer factors or cell type specific transcription factors in other lineage committed cells. This model can also explain why binding of pioneer factors do not facilitate transcription immediately until a critical time point of differentiation is reached, because colocalization of SETD5 with the NCoR-HDAC3 complex with C/EBPβ or C/EBPδ keeps enhancers in a primed state.

Histone modification enzymes can function as a scaffold for co-activator or repressor recruitment via enzymatic activity-independent mechanisms^44–47^. For example, the H3K9 demethylase JMJD1A acts as a cAMP-induced scaffold protein to stimulate enhancer-promoter chromatin looping of the *Adrb*1 gene in brown adipocytes through catecholamine mediated β-adrenergic receptor activation^46^, and this bridging function is independently of the demethylase activity of JMJD1A. SETDB2 is predicted to be a H3K9 methyltransferase and it is induced during fasting in the liver through corticosteroid hormone-mediated glucocorticoid receptor activation and in turn mediates enhancer-promoter interaction of *Insig2a* gene, whose gene product inhibits SREBP activation^47^. Like JMJD1A or SETDB2, we demonstrate that SETD5 works independent of its putative methyltransferase activity to keep enhancers in a primed state. This is by restricting the accessibility of HATs to enhancer chromatin via the formation of a protein complex with NCoR and HDAC3. In response to the adipocyte differentiation cue, absolute protein expression level of SETD5 is strictly controlled by degradation through the ubiquitination by E3 ubiquitin ligase APC/C. When SETD5 is lost from the complex due to its degradation, HAT recruitment is accelerated and their writing activity dominates HDAC erasing activity leading to hyperacetylation and activation of enhancers (Figs. 5f and 6f). This suggests that the spatiotemporal dynamics of SETD5-NCoR-HDAC3 complex determines enhancer transition from a primed to active state.

Our studies document a previously unrecognized role for the APC/C complex and specifically CDC20 in coordinating the regulated degradation of SETD5 and enhancer hyperacetylation that occurs between 24 and 48 h after MDI treatment. Because SETD5 depletion leads to enhancer activation (Fig. 2g), we focused on the mechanism for SETD5 degradation during S and G_2_/M phase. SETD5 is also induced during 3–12 h. after MDI treatment which is at a time when the mRNA levels for SETD5 decrease by about half. We do not know the mechanism for the early induction of SETD5 expression. A ubiquitin ligase RNF213 was also found in the co-immunoprecipitates with SETD5 in our proteomics analysis (Figs. 1j and 3f). In addition, *Rnf213* mRNA levels rapidly declined during the first 12 h of differentiation (Supplementary Fig. 3e), therefore, RNF213 mediated SETD5 protein degradation might account for the early induction of SETD5 expression. Interestingly, RNF213 is an E3 ligase with a dynelin-like core and a distinct ubiquitin transfer mechanism and plays an important role in lipid metabolism modulating lipotoxicity, fat storage, and lipid droplet formation^48,49^. *RNF213* has been reported to be the major susceptibility factor for Moyamoya disease, a progressive cerebrovascular disorder that often leads to brain stroke in adults and children^50^. Whether RNF213 is responsible for the early induction of SETD5 protein levels remains to be determined.

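At 6 h, 58.2% of the endogenous SETD5 islands overlapped an empty-vector H3K27ac island of replicate A at 0 h, 57.5% an island of replicate B, and 67.4% an H3K4me1 island. Of the induced H3K27ac islands, 3.38% ± 0.0201 (SD, n = 2) overlapped an endogenous SETD5 island at 6 h, against 8.68% ± 0.185 (SD, n = 2) of the H3K27ac islands present at both 0 h and 48 h. The boxed regions at Snai1 and Btg1, which carry endogenous SETD5 islands at 6 h, lay in SETD5-V5 islands of 21400 bp and 22200 bp at Snai1 and of 20800 bp and 19600 bp at Btg1.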

While many of our conclusions for the genome wide studies rely on the SETD5-V5 data with the V5 antibody, we did observe the same trends with the IgG-F2104 antibody when analyzing endogenous SETD5. Thus, we are reasonably confident that the mechanism reflects the biological role for SETD5.

Several studies have noted that the cell cycle is linked to cell fate decisions via regulation of developmental transcription factors. For example, phosphorylation of Smad2/3 by cyclin and cyclin-dependent kinases renders embryonic stem cells susceptible to neuroectodermal differentiation^51^. Degradation of NeuroD2 by CDC20-APC/C regulates presynaptic differentiation^52^. We now showed that cell-cycle synchronized induction of CDC20 activates APC/C-mediated degradation of SETD5 for adipogenic cell fate decision. Thus, this represents a mechanism where the induction of CDC20, a coactivator of the APC/C protein degradation complex, connects the cell-cycle machinery to a critical cell fate decision via transcriptional and epigenetic mechanisms.

Upon environmental stress, cells reversibly regulate enhancer status to alter gene expression and adapt to key environmental cues. Under long-term cold stimuli, enhancers of thermogenic genes in adipocytes become active (both H3K4me1 and H3K27ac positive), while warming reverses the enhancer status back to a primed state (e.g. only H3K4me1 positive)^53^ that can be rapidly re-activated upon repeated cold exposure. During reprogramming to induced pluripotent stem cells, fibroblast-specific active enhancers are returned to a poised or inactive state^54^. Our studies reveal a previously unknown role for regulated protein degradation of SETD5 in modulating enhancer transition during adipocyte differentiation. It will be important to address whether the SETD5-NCoR-HDAC3 complex regulation revealed here performs a similar function in other developmental and differentiation pathways and programs.

## Methods

A list of reagents and resource used is provided in Supplementary Table 1.

### Antibodies

Mouse monoclonal IgG-F2104 and Z5721-234 against mouse SETD5 were developed by immunizing mouse with baculovirus particles displaying GP64 envelope fused to mouse SETD5 fragment (amino acids 49 to 93 or 1,241 to 1,291). IgG-F2104 which reacts with endogenous mSETD5 in immunoprecipitation and chromatin immunoprecipitation (ChIP) was used for ChIP-sequencing analysis.

### Cell culture and Oil Red O staining

Mouse preadipocytes 3T3-L1, human HEK293, and Sf9 cell lines were purchased from the American Type Culture Collection (Manassas, VA, USA). Plat-E cell line was purchased from Cosmo Bio Co Ltd. 3T3-L1, HEK293, and Plat-E cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA) and penicillin/streptomycin (Nacalai Tesque, Kyoto, Japan) (basal medium) at 37 °C in a 5% CO_2_ atmosphere in a humidified incubator. Sf9 cells were maintained in Grace’s Insect Media (Thermo Fisher Scientific) supplemented with 10% FBS, 0.1% Pluornic F-68 (Thermo Fisher Scientific), and penicillin/streptomycin in a 1-litter spinner flask at 27 °C. For adipocytes differentiation, 2 days after reaching confluence (day 0), 3T3-L1 preadipocytes were treated with differentiation medium containing insulin (1 μg/ml), 0.25 μM dexamethasone (DEX), and 0.5 mM isobutylmethylxanthine (MDI mixture) for 48 h followed by treatment with insulin (1 μg/ml) alone with medium replacement every 2 days as described previously^38,37^. On day 8 of differentiation, the cells were stained with Oil Red O (ORO) as described previously^37,38^. To analyze protein stability, 3T3-L1 preadipocytes were treated with MG132 (10 μM) or CHX (10 μg/ml).

### Immunoblot analysis

Whole cell lysate (WCL) or nuclear fraction was prepared from cells at indicated day of differentiation^21,37^. Aliquots of WCL or nuclear fraction were subjected to immunoblot analysis as described. Primary antibodies used: anti-SETD5 mouse monoclonal antibody (mAb) IgG-F2104 (1 μg/ml), anti-SETD5 mouse mAb IgG-Z5721-234 (1 μg/ml), anti-TBP mouse mAb (Novus Biologicals, NB500-700, clone 1TBP18, 5 μg/ml), anti-V5 mouse mAb (Thermo Fisher Scientific, R960-25, 1 μg/ml), anti-Histone H3 rabbit polyclonal antibody (pAb) (Abcam, ab1791, 0.05 μg/ml), anti-HDAC1 mouse mAb (Santa Cruz Biotechnology, sc-8410, clone H-11, 0.4 μg/ml), anti-NCoR2 rabbit pAb (Abcam, ab5802, 1 μg/ml), anti-C/EBPβ mouse mAb (Santa Cruz Biotechnologies, sc-7962, clone H-7, 0.4 μg/ml), anti-multiple ubiquitin mouse mAb (Medical and Biological Laboratories, D058-3, clone FK2, 1 μg/ml), anti-ANAPC2 rabbit pAb (Cell Signaling Technology, 12301, 1:500), anti-ANAPC11 rabbit mAb (Cell Signaling Technology, 14090, clone D1EQ7, 1:500), anti-CDC20 rabbit mAb (Cell Signaling Technology, 14866, clone D6C2Q, 1:1000), anti-Actin β mouse mAb (Sigma-Aldrich, xx, clone AC15, 1:5000), and anti-FLAG mouse mAb (Sigma-Aldrich, F3165, clone M2, 1 μg/ml). Secondary antibodies used: anti-mouse IgG-horse radish peroxidase (HRP) conjugate (Sigma-Aldrich, A4416, 1:20,000) and anti-rabbit IgG-HRP conjugate (Sigma Aldrich, A0545, 1:20,000). Immunoblots were visualized by chemiluminescence using Super Signal West Dura Extended Duration Substrate (Thermo Fisher Scientific), and luminescent images were analyzed by ImageQuant LAS 4000mini (GE Healthcare, Chicago, IL, USA). Equal loading of the proteins was confirmed by the detection of histone H3, TBP, or HDAC1. For quantification of immunoblot, ImageJ1.53k software was used.

### RNA interference

The duplexes of each small interfering RNA (siRNA), targeting mouse *Setd5* mRNA (corresponding to nucleotide 2,061–2,085 and 3,859–3,883 from start codon; Thermo Fisher Scientific), *Ncor2* (MSS209220), *Cebpb* (corresponding to nucleotide 1,179–1,203 from start codon), *Cebpd* (MSS273628), *Anapc11* (MSS287826), or *Cdc20* (MSS235609) and control siRNA (Med GC Duplexes #2 12935-112) were transfected into cells using Lipofectamine RNAi MAX reagent (Thermo Fisher Scientific) as described^37,38^. ON-TARGETplus siRNA targeting mouse *Ncor2* (J-045364-05, J-045364-06) was purchased from Dharmacon (Lafayette, CO, USA).

### Plasmid construction and retroviral transduction

To construct retroviral expression vector for SETD5 containing V5-tag at COOH-terminus and FLAG-tag an NH_2_-terminus, mouse SETD5 coding sequence was cloned to pMXs-IRES-puro and pMXs-IRES-zeo vectors driven weak LTR promoter^36,46^, respectively. Deletion mutants were constructed by inverse PCR using KOD Plus neo DNA polymerase (Toyobo, Osaka, Japan). To construct retroviral expression vector for C/EBPα, PPARγ1, and PPARγ2, coding sequences of mouse C/EBPα, human PPARγ1, and human PPARγ2 were cloned to pMXs-puro^36^. To construct transient expression plasmids for SETD5 containing the FLAG-tag at NH_2_-terminus and HDAC3 containing V5-tag at COOH-terminus, mouse SETD5 coding sequence and mouse HDAC3 coding sequence were cloned to pCAG-IRES-Bsd and pcDNA3.1, respectively. All PCR-generated constructs were verified by DNA sequencing. Retroviruses were produced in Plat-E cells^55^. 3T3-L1 preadipocytes were infected by retrovirus and selected with puromycin or zeocin as described^37,38^.

### Identification of SETD5-interacting proteins

Retrovirally transduced 3T3-L1 preadipocytes were grown in a 15-cm dish and harvested. The pellet of cells was washed once with PBS and frozen at −80 °C until use. All subsequent operations were carried out on ice or at 4 °C. Each cell pellet was thawed out and allowed to swell in hypotonic buffer B (10 mM HEPES (pH 7.9), 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 1 mM dithiothreitol, and a mixture of protease inhibitors (cOmplete, Mini, EDTA-free; Merck, Darmstadt, Germany)) for 30 min, passed through a 25-gauge needle five times, and centrifuged at 20,000 g for 1 min. The pellet was resuspended in 0.2 ml of buffer C (10 mM HEPES (pH 7.9), 10 mM KCl, 1 mM MgCl_2_, 0.5% (v/v) Nonidet P-40, and a mixture of protease inhibitors) and sonicated on ice 10 times using 10-s pulses using a Sonifier cell disruptor model 250 (Branson Ultrasonics, Danbury, CT, USA), and then the debris was removed by centrifugation. Supernatants were collected, and buffer was exchanged to 50 mM Tris-HCl (pH 8.0), 100 mM KCl, 0.1 mM EDTA, 5% glycerol, 0.1% Nonidet P-40 by Econo-Pac 10DG (Bio-Rad, Hercules, CA, USA), ultrafiltrated by Amicon Ultra-4 MWCO 30 K (Merck Millipore, Burlington, MA, USA), and used for immunoprecipitation. The samples were incubated with control IgG or anti-V5 epitope antibody (Thermo Fisher Scientific, R960-25, 2 μg) cross-linked with Dynabeads protein G (Thermo Fisher Scientific) and rotated for 18 h at 4 °C. The beads were washed three times with buffer containing 20 mM HEPES (pH 7.9), 200 mM KCl, 2 mM EDTA, 0.1% Nonidet P-40, after which the protein complexes were eluted with buffer containing 62.5 mM Tris-HCl (pH 6.8), 2% SDS, and 25% glycerol for 5 min at 95 °C. Each eluate was precipitated with methanol and chloroform, washed with ice-cold acetone, and centrifuged at 2,000 × *g* for 10 min as described^56^. Each pellet was airdried and resuspended in 25 mM NH_4_HCO_3_ buffer containing 25% (v/v) CH_3_CN at room temperature. The samples were reduced in 1.2 mM tris(2-carboxyethyl)phosphine for 15 min at 50 °C and alkylated in 3 mM iodoacetamide for 30 min at room temperature, respectively. The samples were digested overnight with 100 ng of trypsin (Promega, Madison, WI, USA) at 37 °C. Aliquots of trypsinized samples were analyzed by liquid chromatography-tandem mass spectrometry (LC/MS/MS) as we described previously^57^. Protein quantification was done by processing the acquired LC-MS data with the software Progenesis LC-MS (version 2.6; Nonlinear Dynamics, Newcastle, UK). MS/MSspectra from features with charge +2, +3, and +4 were exported and searched against the Swiss-Prot database using Mascot (version 2.3; Matrix Science).

### Co-immunoprecipitation

Whole-cell lysate (WCL) or nuclear fraction was prepared from 3T3-L1 preadipocytes transduced with SETD5-V5 before differentiation induction. For detection of SETD5 interaction with CDC20, preadipocytes were induced with MDI for 9 h and then treated with 10 μM MG132 for 12 h before harvesting. WCL or nuclear fraction was subjected to immunoprecipitation using anti-V5 antibody (Thermo Fisher Scientific, R960-25, 2 μg) or control mouse IgG. Immunoprecipitates were eluted with SDS sample buffer and subjected to immunoblot analysis using indicated antibodies. For detection of SETD5 interaction with C/EBPβ, 3T3-L1 preadipocytes transduced with SETD5-V5 were cross-linked with 1.5 mM ethylene glycol bis(succinimidylsuccinate) (Thermo Fisher Scientific) for 30 min at followed by second cross-linking by addition of 1% formaldehyde for 10 min. After cross-linking, nuclear fraction was prepared and subjected to immunoprecipitation with Dynabeads Protein G (Thermo Fisher Scientific) conjugated with anti-C/EBPβ (Santa Cruz Biotechnologies, sc-150×, 6 μg) or control rabbit IgG. Immunoprecipitates were eluted with SDS sample buffer, de-crosslinked at 37 °C for 3 h, and subjected to immunoblot analysis.

### HDAC activity assay

For total HDAC activity, nuclear fraction prepared from 3T3-L1 preadipocytes transduced with control empty virus or SETD5-V5 was subjected to in vitro assay using HDAC fluorometric activity assay kit (Cayman Chemical, Ann Arbor, MI, USA). For HDAC3 activity, HEK293 cells were co-transfected with plasmids encoding FLAG-SETD5 and HDAC3-V5, and nuclear fraction was subjected to immunoprecipitation with anti-V5 antibody (Thermo Fisher Scientific, R960-25, 5 μg) or control mouse IgG. Co-immunoprecipitates of HDAC3-V5 were subjected to in vitro assay using HDAC fluorometric activity assay kit. Background signal of mouse IgG control was subtracted from fluorescent signal of HDAC3-V5 co-immunoprecipitate to obtain HDAC3 activity.

### Chromatin immunoprecipitation

The chromatin immunoprecipitation (ChIP) assays were performed as described previously^38,46,37^. For ChIP using anti-H3K27ac, anti-H3K4me1, and anti-H3K4me3 antibodies, cells were cross-linked with 0.5% formaldehyde, while for ChIP using anti-CBP antibody, cells were cross-linked with 1% formaldehyde for 10 min. For ChIP using anti-V5-tag, anti-SETD5, anti-NCoR2, and anti-HDAC3 antibodies, cells were cross-linked with 1.5 mM ethylene glycol bis(succinimidylsuccinate) (Thermo Fisher Scientific) for 30 min at followed by second cross-linking by addition of 1% formaldehyde for 10 min. After cross-linking, nuclear fraction was prepared and sheared to 200-300 bp (for anti-H3K27ac and anti-H3K4me3) and ~2 kb (for other antibodies) by using SONIFIER 250 (Branson). Sonicated nuclear fraction was incubated overnight with each antibody pre-bound to Dynabeads Protein G (Thermo Fisher Scientific). Antibodies used: anti-H3K27ac mouse mAb 9E2H9^58^ (5 μg of antibody/10 μg of DNA), anti-V5 mouse mAb (Thermo Scientific, R960-25, 5 μg of antibody/25 μg of DNA), anti-SETD5 mouse mAb IgG-F2104 (120 μg of antibody/40 μg of DNA), anti-H3K4me1 rabbit pAb (Abcam, ab8895, 2 μg of antibody/25 μg of DNA), anti-H3K4me3 rabbit pAb (Merck Millipore, 07-473, 3 μl of antibody/30 μg DNA), anti-NCoR2 rabbit pAb (Abcam, ab5802, 3 μg of antibody/25 μg DNA), anti-HDAC3 rabbit pAb (Abcam, ab7030, 25 μg of antibody/12.5 μg DNA), and anti-CBP rabbit mAb (Cell Signaling Technologies, 7425, clone D9B6, 4 μl of antibody/15 μg DNA). ChIP DNA was purified using QiAquick PCR purification kit (Qiagen), and the concentration was measured by Qubit double-stranded DNA high sensitivity assay kit (Thermo Fisher Scientific).

### qPCR, ChIP-qPCR, and ChIP-seq analyses

qPCR was carried out in 384-well plates using ABI PRISM 7900HT sequence detection system (Applied Biosystems). All reactions were done in triplicate. mRNA expression was presented as fold change relative to indicated control after normalization to cyclophilin^46^. ChIP signals were presented as input percent as described^37^. All primer sequences used in this article are listed in Supplementary Tables 2 and 3. ChIP-seq library was prepared using TruSeq ChIP library preparation kit (Illumina) or KAPA Hyper Prep Kit (Kapa Biosystems) according to the manufacturer’s instructions. For ChIP-seq using anti-V5-tag and anti-SETD5 antibodies, ChIP DNA was sheared to ~200 bp by Covaris Acoustic Solubilizer (Covaris) before library preparation. ChIP-seq was performed on Illumina Genome Analyzer IIx using Sequencing Control Software v2.10.17 or HiSeq 2500 using HiSeq Control Software v2.2.58 as previously described^46,37^.

### Microarray analysis

Transcriptome analysis was performed using the Affymetrix GeneChip system according to the manufacturer’s instructions as described^46^. Labeled cRNA probes were hybridized to Mouse Genome 430 2.0 array (Affymetrix) and scanned by GeneChIP scanner 3000 (Affymetrix). To calculate the average difference for each gene probe, GeneChip Analysis Suite software version 5.0 (Affymetrix) was used.

### Computational data analysis

For ChIP-seq data processing, all bound DNA fragments were mapped to UCSC build mm9 (NCBI Build37) assembly of the mouse genome by the mapping program ELAND in CASSAVA pipeline 1.8.2 (Illumina) or Bowtie2.3.4.3^59^ based on the 5′-side 36-bp sequences. Trimmomatic0.39 was used for trimming the reads^60^. Samtools1.9 was used to produce sorted bam files of the mapped reads^61^. ChIP-seq signals were plotted in reads per million mapped reads (RPM) and displayed on UCSC genome browser. To identify ChIP-seq enriched regions of RXRα and PPARγ, MACS1.4.2 program, a method appropriate for sharp peaks, was used under default setting^62,63^. For H3K27ac, SETD5-V5 and SETD5, SICER1.1 or SICER2-1.0.2 program, a method appropriate for broad peaks^64,65^, was used under the following parameters: window size 200 bp; gap size 400 bp (H3K27ac) and 600 bp (SETD5-V5 and SETD5); *E*-value threshold, 100. Differentially regulated regions were identified by using DESeq2.1.30.1 program with an adjusted *p*-value < 0.05^66^. Previously reported ChIP-seq data for H3K27ac, C/EBPβ, C/EBPδ, HDAC3, NCoR, and p300^19,32,67^ were used to analyze genomic binding regions by using MACS2.2.7.1 program^62,63^. Each enriched region was annotated to proximal genes within 50 kb. Bedtools2.27.1 was used to find overlapping peaks^68^. For a gene ontology analysis, DAVID 6.7 bioinformatics resources were used^69^, and the *p*-value is corrected for multiple hypothesis testing using the Benjamini-Hochberg method. Motif analysis was performed by using HOMER4.10.4 program^3^.

### Flow cytometric analysis

After MDI induction, the 3T3-L1 cells were trypsinized for 5 min at 37 °C. Harvested cells were washed by PBS and fixed with 70% ethanol at 4 °C overnight. The cells were then wash by PBS three times and stained by Cell Cycle Assay Solution Blue (Dojindo) at 37 °C for 15 min. Cells were analyzed using LSRFortessa (BD Bioscience) equipped with 405 nm laser and 450/50 nm filter. Data were analyzed using FlowJo v10 software (BD Bioscience).

### Fat transplantation

All animal studies were approved by the Animal Care and Use Committee of Tohoku University. Male nude mice (BALB/cSlc-*nu/nu*, purchased from Japan SLC, Inc) were fed standard chow (CE-2, CLEA Japan Inc.) ad libitum in a temperature- and humidity-controlled environment with a 12 h light/12 h dark cycle (08:00–20:00) at constant temperature (23 °C). Transplantation of cultured cells was operated as previously reported^70^. 3T3-L1 preadipocytes transduced with empty virus or SETD5 were cultured in differentiation medium for two days. Subsequently, cells were collected by scraping and resuspended in the basal medium containing 1 μg/ml insulin and mixed with 0.25% HydroMatrix Peptide Cell Culture Scaffold (Sigma-Aldrich). Cells (1.5–2 × 10^6^ cells) were injected into the subcutaneous region on the upper or lower back of nude mice at 6 weeks of age. Two weeks after injection, transplanted cells were isolated with skin and subjected to histological analysis.

### Histology and immunohistochemistry

Isolated tissues were fixed in 10% formalin overnight at 4 °C. After dehydration, tissues were embedded in paraffin and sliced to a thickness of 3 μm. Sliced sections were stained with hematoxylin and eosin (H&E) following the standard protocol. For immunohistochemistry, slides were deparaffinized, rehydrated and incubated with anti-Perilipin-1 (Cell Signaling Technologies, 9349, clone D1D8, 1:300 dilution) overnight at 4 °C. Endogenous peroxidase activity was quenched with 0.3% H_2_O_2_ and methanol at the room temperature for 20 min. Histofine MAX-PO (R) (Nichirei Bioscience Inc.) and diaminobenzidine tetrahydrochloride (DAB) were used for visualization of the binding of the perilipin antibody. Counter-staining was performed with hematoxylin. Photos of H&E staining and immunostaining were captured with BX51 (OLYMPUS) and cellSens standard 1.17 (OLYMPUS).

### Quantification and statistical analysis

Data are shown as mean ± SEM for independent experiments or mean ± SD for technical replicates. Statistical test was performed by unpaired two-tailed Student’s *t*-test or one-way ANOVA with Tukey’s multiple comparisons test. *p*-values denoted as *p < 0.05; **p < 0.01.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of additional Supplementary File

Supplementary data 1

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. Gene expression microarray data and ChIP-seq data for H3K27ac, SETD5-V5, H3K4me1, and SETD5 were deposited in the Gene Expression Omnibus (GEO) database with accession numbers GSE183849. Other ChIP-seq data were already published and deposited in the GEO database GSE73434^37^ or the DNA data bank of Japan (DRA000378)^71^. Previously reported ChIP-seq data for H3K27ac, C/EBPβ, C/EBPδ, HDAC3, NCoR, and p300 are available in the GEO database GSE27826, GSE95533, and GSE56872^19,32,67^. Proteomics data were deposited in ProteomeXchange with the accession number PXD029279. Source data are provided with this paper.

## Source data

Source data

## References

[1] Plank JL, Dean A (2014). Enhancer function: mechanistic and genome-wide insights come together. Mol. Cell.

[2] Spitz F, Furlong EEM (2012). Transcription factors: from enhancer binding to developmental control. Nat. Rev. Genet..

[3] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[4] Heinz S, Romanoski CE, Benner C, Glass CK (2015). The selection and function of cell type-specific enhancers. Nat. Rev. Mol. Cell Biol..

[5] Heintzman ND (2007). Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat. Genet..

[6] Calo E, Wysocka J (2013). Modification of enhancer chromatin: what, how, and why?. Mol. Cell.

[7] Visel A (2009). ChIP-seq accurately predicts tissue-specific activity of enhancers. Nature.

[8] Perissi V, Jepsen K, Glass CK, Rosenfeld MG (2010). Deconstructing repression: evolving models of co-repressor action. Nat. Rev. Genet..

[9] Guenther MG, Barak O, Lazar MA (2001). The SMRT and N-CoR corepressors are activating cofactors for histone deacetylase 3. Mol. Cell. Biol..

[10] Codina A (2005). Structural insights into the interaction and activation of histone deacetylase 3 by nuclear receptor corepressors. Proc. Natl Acad. Sci. USA.

[11] Yang X-J, Seto E (2008). The Rpd3/Hda1 family of lysine deacetylases: from bacteria and yeast to mice and men. Nat. Rev. Mol. cell Biol..

[12] Wang Z (2009). Genome-wide mapping of HATs and HDACs reveals distinct functions in active and inactive genes. Cell.

[13] Rosen ED, MacDougald OA (2006). Adipocyte differentiation from the inside out. Nat. Rev. Mol. Cell Biol..

[14] Okamura M (2009). COUP-TFII acts downstream of Wnt/beta-catenin signal to silence PPARgamma gene expression and repress adipogenesis. Proc. Natl Acad. Sci. USA.

[15] Tang QQ, Otto TC, Lane MD (2003). Mitotic clonal expansion: a synchronous process required for adipogenesis. Proc. Natl Acad. Sci. USA.

[16] Farmer SRCP (2006). Transcriptional control of adipocyte formation. Cell Metab..

[17] Cristancho AG, Lazar MA (2011). Forming functional fat: a growing understanding of adipocyte differentiation. Nat. Rev. Mol. Cell Biol..

[18] Inagaki T, Sakai J, Kajimura S (2016). Transcriptional and epigenetic control of brown and beige adipose cell fate and function. Nat. Rev. Mol. Cell Biol..

[19] Siersbæk R (2011). Extensive chromatin remodelling and establishment of transcription factor ‘hotspots’ during early adipogenesis. EMBO J..

[20] Nielsen R (2008). Genome-wide profiling of PPARgamma:RXR and RNA polymerase II occupancy reveals temporal activation of distinct metabolic pathways and changes in RXR dimer composition during adipogenesis. Genes Dev..

[21] Wakabayashi K (2009). The peroxisome proliferator-activated receptor gamma/retinoid X receptor alpha heterodimer targets the histone modification enzyme PR-Set7/Setd8 gene and regulates adipogenesis through a positive feedback loop. Mol. Cell Biol..

[22] Watson ER, Brown NG, Peters J-M, Stark H, Schulman BA (2019). Posing the APC/C E3 ubiquitin ligase to orchestrate cell division. Trends cell Biol..

[23] Kimata Y (2019). APC/C ubiquitin ligase: coupling cellular differentiation to G1/G0 phase in multicellular systems. Trends Cell Biol..

[24] Grozeva D (2014). De novo loss-of-function mutations in SETD5, encoding a methyltransferase in a 3p25 microdeletion syndrome critical region, cause intellectual disability. Am. J. Hum. Genet..

[25] Kuechler A (2015). Loss-of-function variants of SETD5 cause intellectual disability and the core phenotype of microdeletion 3p25. 3 syndrome. Eur. J. Hum. Genet..

[26] Szczałba K (2016). SETD5 loss-of-function mutation as a likely cause of a familial syndromic intellectual disability with variable phenotypic expression. Am. J. Med. Genet. Part A.

[27] Deliu E (2018). Haploinsufficiency of the intellectual disability gene SETD5 disturbs developmental gene expression and cognition. Nat. Neurosci..

[28] Moore SM (2019). Setd5 haploinsufficiency alters neuronal network connectivity and leads to autistic-like behaviors in mice. Transl. Psychiatry.

[29] Sessa A (2019). SETD5 regulates chromatin methylation state and preserves global transcriptional fidelity during brain development and neuronal wiring. Neuron.

[30] Wang Z (2020). SETD5-coordinated chromatin reprogramming regulates adaptive resistance to targeted pancreatic cancer therapy. Cancer Cell.

[31] Cao Z, Umek RM, McKnight SL (1991). Regulated expression of three C/EBP isoforms during adipose conversion of 3T3-L1 cells. Genes Dev..

[32] Siersbæk R (2017). Dynamic rewiring of promoter-anchored chromatin loops during adipocyte differentiation. Mol. Cell.

[33] Gao T, Qian J (2020). EnhancerAtlas 2.0: an updated resource with enhancer annotation in 586 tissue/cell types across nine species. Nucleic Acids Res..

[34] Mikkelsen TS (2010). Comparative epigenomic analysis of murine and human adipogenesis. Cell.

[35] Ross SE (2000). Inhibition of adipogenesis by Wnt signaling. Science.

[36] Kitamura T (2003). Retrovirus-mediated gene transfer and expression cloning: powerful tools in functional genomics. Exp. Hematol..

[37] Matsumura Y (2015). H3K4/H3K9me3 bivalent chromatin domains targeted by lineage-specific DNA methylation pauses adipocyte differentiation. Mol. cell.

[38] Inagaki T (2015). The FBXL10/KDM2B scaffolding protein associates with novel polycomb repressive complex-1 to regulate adipogenesis. J. Biol. Chem..

[39] Osipovich AB, Gangula R, Vianna PG, Magnuson MA (2016). Setd5 is essential for mammalian development and the co-transcriptional regulation of histone acetylation. Development.

[40] Van Oss SB, Cucinotta CE, Arndt KM (2017). Emerging insights into the roles of the Paf1 complex in gene regulation. Trends Biochem. Sci..

[41] Glass CK, Rosenfeld MG (2000). The coregulator exchange in transcriptional functions of nuclear receptors. Genes Dev..

[42] Raghav SK (2012). Integrative genomics identifies the corepressor SMRT as a gatekeeper of adipogenesis through the transcription factors C/EBPbeta and KAISO. Mol. Cell.

[43] Lee JE (2013). H3K4 mono- and di-methyltransferase MLL4 is required for enhancer activation during cell differentiation. Elife.

[44] Eskeland R (2010). Ring1B compacts chromatin structure and represses gene expression independent of histone ubiquitination. Mol. Cell.

[45] Sun Z (2013). Deacetylase-independent function of HDAC3 in transcription and metabolism requires nuclear receptor corepressor. Mol. Cell.

[46] Abe Y (2015). JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis. Nat. Commun..

[47] Roqueta-Rivera M (2016). SETDB2 links glucocorticoid to lipid metabolism through Insig2a regulation. Cell Metab..

[48] Ahel J., et al. Moyamoya disease factor RNF213 is a giant E3 ligase with a dynein-like core and a distinct ubiquitin-transfer mechanism. *eLife***9**, e56185 (2020).10.7554/eLife.56185PMC731117032573437

[49] Sugihara M (2019). The AAA+ ATPase/ubiquitin ligase mysterin stabilizes cytoplasmic lipid droplets. J. Cell Biol..

[50] Kamada F (2011). A genome-wide association study identifies RNF213 as the first Moyamoya disease gene. J. Hum. Genet..

[51] Pauklin S, Vallier L (2013). The cell-cycle state of stem cells determines cell fate propensity. Cell.

[52] Yang Y (2009). A Cdc20-APC ubiquitin signaling pathway regulates presynaptic differentiation. Science.

[53] Roh HC (2018). Warming induces significant reprogramming of beige, but not brown, adipocyte cellular identity. Cell Metab..

[54] Papp B, Plath K (2013). Epigenetics of reprogramming to induced pluripotency. Cell.

[55] Morita S, Kojima T, Kitamura T (2000). Plat-E: an efficient and stable system for transient packaging of retroviruses. Gene Ther..

[56] Wessel D, Flugge UI (1984). A method for the quantitative recovery of protein in dilute solution in the presence of detergents and lipids. Anal. Biochem..

[57] Daigo K (2011). Proteomic analysis of native hepatocyte nuclear factor-4alpha (HNF4alpha) isoforms, phosphorylation status, and interactive cofactors. J. Biol. Chem..

[58] Kimura H, Hayashi-Takanaka Y, Goto Y, Takizawa N, Nozaki N (2008). The organization of histone H3 modifications as revealed by a panel of specific monoclonal antibodies. Cell Struct. Funct..

[59] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[60] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[61] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[62] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[63] Feng J, Liu T, Qin B, Zhang Y, Liu XS (2012). Identifying ChIP-seq enrichment using MACS. Nat. Protoc..

[64] Zang C (2009). A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. Bioinformatics.

[65] Xu S, Grullon S, Ge K, Peng W (2014). Spatial clustering for identification of ChIP-enriched regions (SICER) to map regions of histone methylation patterns in embryonic stem cells. Methods Mol. Biol..

[66] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[67] Siersbæk R (2014). Transcription factor cooperativity in early adipogenic hotspots and super-enhancers. Cell Rep..

[68] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[69] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[70] Oguri Y (2020). CD81 controls beige fat progenitor cell growth and energy balance via FAK signaling. Cell.

[71] Waki H (2011). Global mapping of cell type-specific open chromatin by FAIRE-seq reveals the regulatory role of the NFI family in adipocyte differentiation. PLoS Genet..

# Supplementary material for: Spatiotemporal dynamics of SETD5-containing NCoR–HDAC3 complex determines enhancer activation for adipogenesis
**Source:** Nat Commun. 2021 Dec 2;12:7045. doi: 10.1038/s41467-021-27321-5
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

### **Spatiotemporal dynamics of SETD5-containing NCoR-HDAC3 complex determines enhancer activation for adipogenesis**

Yoshihiro Matsumura<sup>1</sup>, Ryo Ito<sup>2</sup>, Ayumu Yajima<sup>1,3</sup>, Rei Yamaguchi<sup>2</sup>, Toshiya Tanaka<sup>4</sup>, Takeshi Kawamura<sup>5</sup>, Kenta Magoori<sup>1</sup>, Yohei Abe<sup>1</sup>, Aoi Uchida<sup>1</sup>, Takeshi Yoneshiro<sup>1</sup>, Hiroyuki Hirakawa<sup>1,6</sup>, Ji Zhang<sup>1,2</sup>, Makoto Arai<sup>1,2</sup>, Chaoran Yang<sup>2</sup>, Ge Yang<sup>2</sup>, Hiroki Takahashi<sup>2</sup>, Hitomi Fujihashi<sup>1</sup>, Ryo Nakaki<sup>7,8</sup>, Shogo Yamamoto<sup>7</sup>, Satoshi Ota<sup>7</sup>, Shuichi Tsutsumi<sup>7</sup>, Shin-ichi Inoue<sup>2</sup>, Hiroshi Kimura<sup>9</sup>, Youichiro Wada<sup>5</sup>, Tatsuhiko Kodama<sup>4</sup>, Takeshi Inagaki<sup>1,10</sup>, Timothy F. Osborne<sup>11</sup>, Hiroyuki Aburatani<sup>7</sup>, Koichi Node<sup>3</sup> & Juro Sakai<sup>1,2</sup>

These authors contributed equally: Yoshihiro Matsumura, Ryo Ito, Ayumu Yajima.

## Supplementary Tables

**Supplementary Table 1. List of reagent and resource.**

| REAGENT or RESOURCE                | SOURCE                              | IDENTIFIER                  |
|------------------------------------|-------------------------------------|-----------------------------|
| Antibodies                         |                                     |                             |
| Anti-H3K27ac mouse mAb             | <sup>1</sup>                        | 9E2H19                      |
| Anti-mouse SETD5 mouse mAb         | This paper                          | IgG-F2104                   |
| Anti-mouse SETD5 mouse mAb         | This paper                          | IgG-Z5721-234               |
| Anti-TBP mouse mAb                 | Novus Biologicals                   | Cat#NB500-700, clone 1TBP18 |
| Anti-V5 mouse mAb                  | Thermo Scientific                   | Cat#R960-25                 |
| Anti-Histone H3 rabbit pAb         | Abcam                               | Cat#ab1791                  |
| Anti-HDAC1 mouse mAb               | Santa Cruz Biotechnology            | Cat#sc-8410, clone H-11     |
| Anti-HDAC3 rabbit pAb              | Abcam                               | Cat#ab7030                  |
| Anti-NCoR2 rabbit pAb              | Abcam                               | Cat#ab5802                  |
| Anti-C/EBP $\beta$ rabbit pAb      | Santa Cruz Biotechnology            | Cat#sc-150x                 |
| Anti-C/EBP $\beta$ mouse mAb       | Santa Cruz Biotechnology            | Cat#sc-7962, clone H-7      |
| Anti-CBP rabbit mAb                | Cell Signaling Technology           | Cat#7425, clone D9B6        |
| Anti-H3K4me1 rabbit pAb            | Abcam                               | Cat#ab8895                  |
| Anti-H3K4me3 rabbit pAb            | Merck Millipore                     | Cat#07-473                  |
| Anti-Multi ubiquitin mouse mAb     | Medical and Biological Laboratories | Cat#D058-3, clone FK2       |
| Anti-ANAPC2 rabbit mAb             | Cell Signaling Technology           | Cat#12301                   |
| Anti-ANPC11 rabbit mAb             | Cell Signaling Technology           | Cat#14090, clone D1EQ7      |
| Anti-CDC20 rabbit mAb              | Cell Signaling Technology           | Cat#14866, clone D6C2Q      |
| Anti-Actin $\beta$ mouse mAb       | Sigma-Aldrich                       | Cat#A5441, clone AC15       |
| Anti-Perilipin-1 rabbit mAb        | Cell Signaling Technology           | Cat#9349, clone D1D8        |
| Anti-FLAG mouse mAb                | Sigma-Aldrich                       | Cat#F3165, clone M2         |
| Anti-mouse IgG-HRP                 | Sigma-Aldrich                       | Cat#A4416                   |
| Anti-rabbit IgG-HRP                | Sigma-Aldrich                       | Cat#A0545                   |
| Bacterial plasmid and Virus Vector |                                     |                             |
| pMXs-IRES-Puro                     | Cosmo Bio                           | RTV-014                     |
| pMXs-IRES-Zeo                      | <sup>2</sup>                        | -                           |

| pMXs-Puro                                                     | Cosmo Bio                | RTV-012       |
|---------------------------------------------------------------|--------------------------|---------------|
| Chemicals, Peptides, and Recombinant Proteins                 |                          |               |
| DMEM High Glucose                                             | Sigma-Aldrich            | Cat#D6429     |
| Fetal Bovine Serum                                            | Thermo Fisher Scientific | Cat#10270     |
| Penicillin-Streptomycin<br>Mixed Solution                     | Nacalai Tesque           | Cat#09367-34  |
| 3-Isobutyl-1-methylxanthin<br>e                               | Sigma-Aldrich            | Cat#I5879     |
| Dexamethasone                                                 | Sigma-Aldrich            | Cat#D4902     |
| Insulin                                                       | Sigma-Aldrich            | Cat#I5523     |
| Puromycin                                                     | Sigma-Aldrich            | Cat#P8833     |
| Zeocin                                                        | InvivoGen                | Cat#ant-zn-1p |
| Oil Red O                                                     | Nacalai Tesque           | Cat#25633-92  |
| HydroMatrix Peptide Cell<br>Culture Scaffold                  | Sigma-Aldrich            | Cat#A6982     |
| Super Signal West Dura<br>Extended Duration<br>Substrate      | Thermo Fisher Scientific | Cat#34075     |
| Lipofectamine RNAiMAX<br>Transfection Reagent                 | Thermo Fisher Scientific | Cat#13778150  |
| Stealth RNAi siRNA<br>Negative Control Med GC<br>Duplex #2    | Thermo Fisher Scientific | Cat#12935-112 |
| KOD Plus Neo DNA<br>polymerase                                | Toyobo                   | Cat#KOD-401   |
| ISOGEN Reagent                                                | Nippon Gene              | Cat#315-02504 |
| Formaldehyde Solution<br>Sequencing Grade<br>Modified Trypsin | FUJIFILM Wako            | Cat#064-00406 |
| Ethylene glycol<br>bis(succinimidylsuccinate)                 | Promega                  | Cat#V5111     |
| Dynabeads Protein G for<br>Immunoprecipitation                | Thermo Fisher Scientific | Cat#21565     |
| Protein G Sepharose 4<br>Fast Flow                            | Thermo Fisher Scientific | Cat#10004D    |
|                                                               | GE Healthcare            | Cat#17061801  |

|                                                      |                          |                                                                                                                           |
|------------------------------------------------------|--------------------------|---------------------------------------------------------------------------------------------------------------------------|
| Critical Commercial Assays                           |                          |                                                                                                                           |
| HDAC Fluorometric Activity Assay Kit                 | Cayman Chemical          | Cat#10011563                                                                                                              |
| QIAquick PCR Purification Kit                        | Qiagen                   | Cat#28106                                                                                                                 |
| Qubit Double-stranded DNA High Sensitivity Assay Kit | Thermo Fisher Scientific | Cat#32854                                                                                                                 |
| TruSeq ChIP Library Preparation Kit                  | Illumina                 | Cat#RS-122-2001 or RS-122-2002                                                                                            |
| KAPA Hyper Prep Kit                                  | Kapa Biosystems          | Cat#KK8502                                                                                                                |
| Histofine MAX-PO (R)                                 | Nichirei Bioscience Inc. | Cat#414341                                                                                                                |
| Deposited Data                                       |                          |                                                                                                                           |
| RAW and analyzed ChIP-seq data                       | This paper               | GEO: GSE183849                                                                                                            |
| Gene expression microarray data                      | This paper               | GEO: GSE183849                                                                                                            |
| Experimental Model: Cell Line                        |                          |                                                                                                                           |
| 3T3-L1                                               | ATCC                     | ATCC CL-173                                                                                                               |
| Plat-E                                               | Cosmo Bio                | RV-101                                                                                                                    |
| HEK293                                               | ATCC                     | ATCC CRL-1573                                                                                                             |
| Sf9                                                  | ATCC                     | ATCC CRL-1711                                                                                                             |
| Software and Algorithms                              |                          |                                                                                                                           |
| MACS1.4.2                                            | 3                        | <a href="http://liulab.dfci.harvard.edu/MACS/">http://liulab.dfci.harvard.edu/MACS/</a>                                   |
| MACS2.2.7.1                                          | 3                        | <a href="https://github.com/taoliu/MACS">https://github.com/taoliu/MACS</a>                                               |
| SICER1.1                                             | 4 5                      | <a href="https://home.gwu.edu/~wpeng/Software.htm">https://home.gwu.edu/~wpeng/Software.htm</a>                           |
| SICER2-1.0.2                                         | 4 5                      | <a href="https://zanglab.github.io/SICER2/">https://zanglab.github.io/SICER2/</a>                                         |
| DAVID6.7                                             | 6                        | <a href="https://david-d.ncifcrf.gov/">https://david-d.ncifcrf.gov/</a>                                                   |
| HOMER4.10.4                                          | 7                        | <a href="http://homer.ucsd.edu/homer/">http://homer.ucsd.edu/homer/</a>                                                   |
| Bowtie2.3.4.3                                        | 8                        | <a href="http://bowtie-bio.sourceforge.net/bowtie2/index.shtml">http://bowtie-bio.sourceforge.net/bowtie2/index.shtml</a> |
| Trimmomatic0.39                                      | 9                        | <a href="http://www.usadellab.org/cms/?page=trimmomatic">http://www.usadellab.org/cms/?page=trimmomatic</a>               |

|                |    |                                                                                                                                               |
|----------------|----|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Samtools1.9    | 10 | <a href="http://www.htslib.org/">http://www.htslib.org/</a>                                                                                   |
| Bedtools2.27.1 | 11 | <a href="https://bedtools.readthedocs.io/en/latest/">https://bedtools.readthedocs.io/en/latest/</a>                                           |
| DEseq2.1.30.1  | 12 | <a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a> |
| ImageJ1.53k    | -  | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                                           |

**Supplementary Table 2. List of RT-qPCR primers.**

| Gene                   | Forward primer                 | Reverse primer                   |
|------------------------|--------------------------------|----------------------------------|
| <i>Setd5</i>           | 5'-CGTCGCCCCGTAGAGGAACGC-3'    | 5'-CCCCTGCTCATTCCCCTGCACT-3'     |
| <i>Cebpa</i>           | 5'-AGATGAGGGAGTCAGGCCGT-3'     | 5'-CGGAAAGTCTCTCGGTCTCAA-3'      |
| <i>Pparg</i>           | 5'-CAAGAATACCAAAGTGCGATCAA-3'  | 5'-GAGCTGGGTCTTTTCAGAATAATAAG-3' |
| <i>Ncor2</i>           | 5'-CAAAAGGTCCCCAGAACCCAG-3'    | 5'-TTCCCCGTCTCGATACAGCAG-3'      |
| <i>Cebpb</i>           | 5'-CAAGAAGACGGTGGACAAGCTGAG-3' | 5'-GACAGCTGCTCCACCTTCTTCTG-3'    |
| <i>Cebpd</i>           | 5'-TCGACTTCAGCGCCTACATTGAC-3'  | 5'-CCGCTTTGTGGTTGCTGTTGA-3'      |
| <i>Anapc2</i>          | 5'-CCCAGGCTGACCAGAAGGAA-3'     | 5'-CCGGAGCATGCTGTAGATACG-3'      |
| <i>Anapc11</i>         | 5'-GCTCTGGGTAGCCAATGATGAG-3'   | 5'-GCAGTCATCACCAGGCACCTT-3'      |
| <i>Cdc20</i>           | 5'-GTCACGGCTTTGCCCAGAAC-3'     | 5'-GACCCGTGCTGTGTGTCCTT-3'       |
| <i>Viral<br/>Cebpa</i> | 5'-GTGGACCATCCTCTAGACTGCCG-3'  | 5'-TCTGGAGGTGACTGCTCATCGGG-3'    |
| <i>Human<br/>PPARG</i> | 5'-CATGGCAATTGAATGTCGTGTC-3'   | 5'-TGATTGTTCTCCGGAAGAAACC-3'     |

**Supplementary Table 3. List of ChIP-qPCR primers.**

| Gene                    | Forward primer                | Reverse primer                  |
|-------------------------|-------------------------------|---------------------------------|
| <i>Cebpa</i><br>-0.8 kb | 5'-GTGGTGGTGTCCCGAACACT-3'    | 5'-CAGGCCAGAGCGATAGGATT-3'      |
| <i>Cebpa</i><br>+ 1 kb  | 5'-AACAGCAACGAGTACCGGGT-3'    | 5'-CGTCTCCACGTTGCGTTGT-3'       |
| <i>Cebpa</i><br>+ 8 kb  | 5'-CAGCTGGACTTAGTTGCCAAGC-3'  | 5'-TCTGACGGGTCCTAACCTGATG-3'    |
| <i>Cebpa</i><br>+19 kb  | 5'- GCCCCACCAGGGATCTAGA-3'    | 5'- GGAAATGAGTCAGACAGCCATAAA-3' |
| <i>Cebpa</i><br>+35 kb  | 5'-CCCCAATCTTCCCTCAAATGA-3'   | 5'-GGAGCCCGGAACCAGAA-3'         |
| <i>Cebpa</i><br>+53 kb  | 5'-TACCGCCGTTTCCCAAAC-3'      | 5'-TACCGCCGTTTCCCAAAC-3'        |
| <i>Pparg</i><br>+60 kb  | 5'-GTTAGCAGTTTGGCACAGCTAGG-3' | 5'-ATCAGGAAAACCTCTGGCTTCTTG-3'  |
| <i>Pparg</i><br>+158 kb | 5'-TCCACAGAACAGGGCGATG-3'     | 5'-AAAGAAACCCAGCCCAGGC-3'       |
| <i>Hoxc13</i>           | 5'-TGTCTCCAGGGCTAAGGA-3'      | 5'-AGGTAGCCGGGCATTGC-3'         |
| <i>Ppib</i>             | 5'-CTCACCCCAACTAGTCTAATCC-3'  | 5'-GTGACACACAGTGACTAACTTCC-3'   |

Supplementary Figure 1

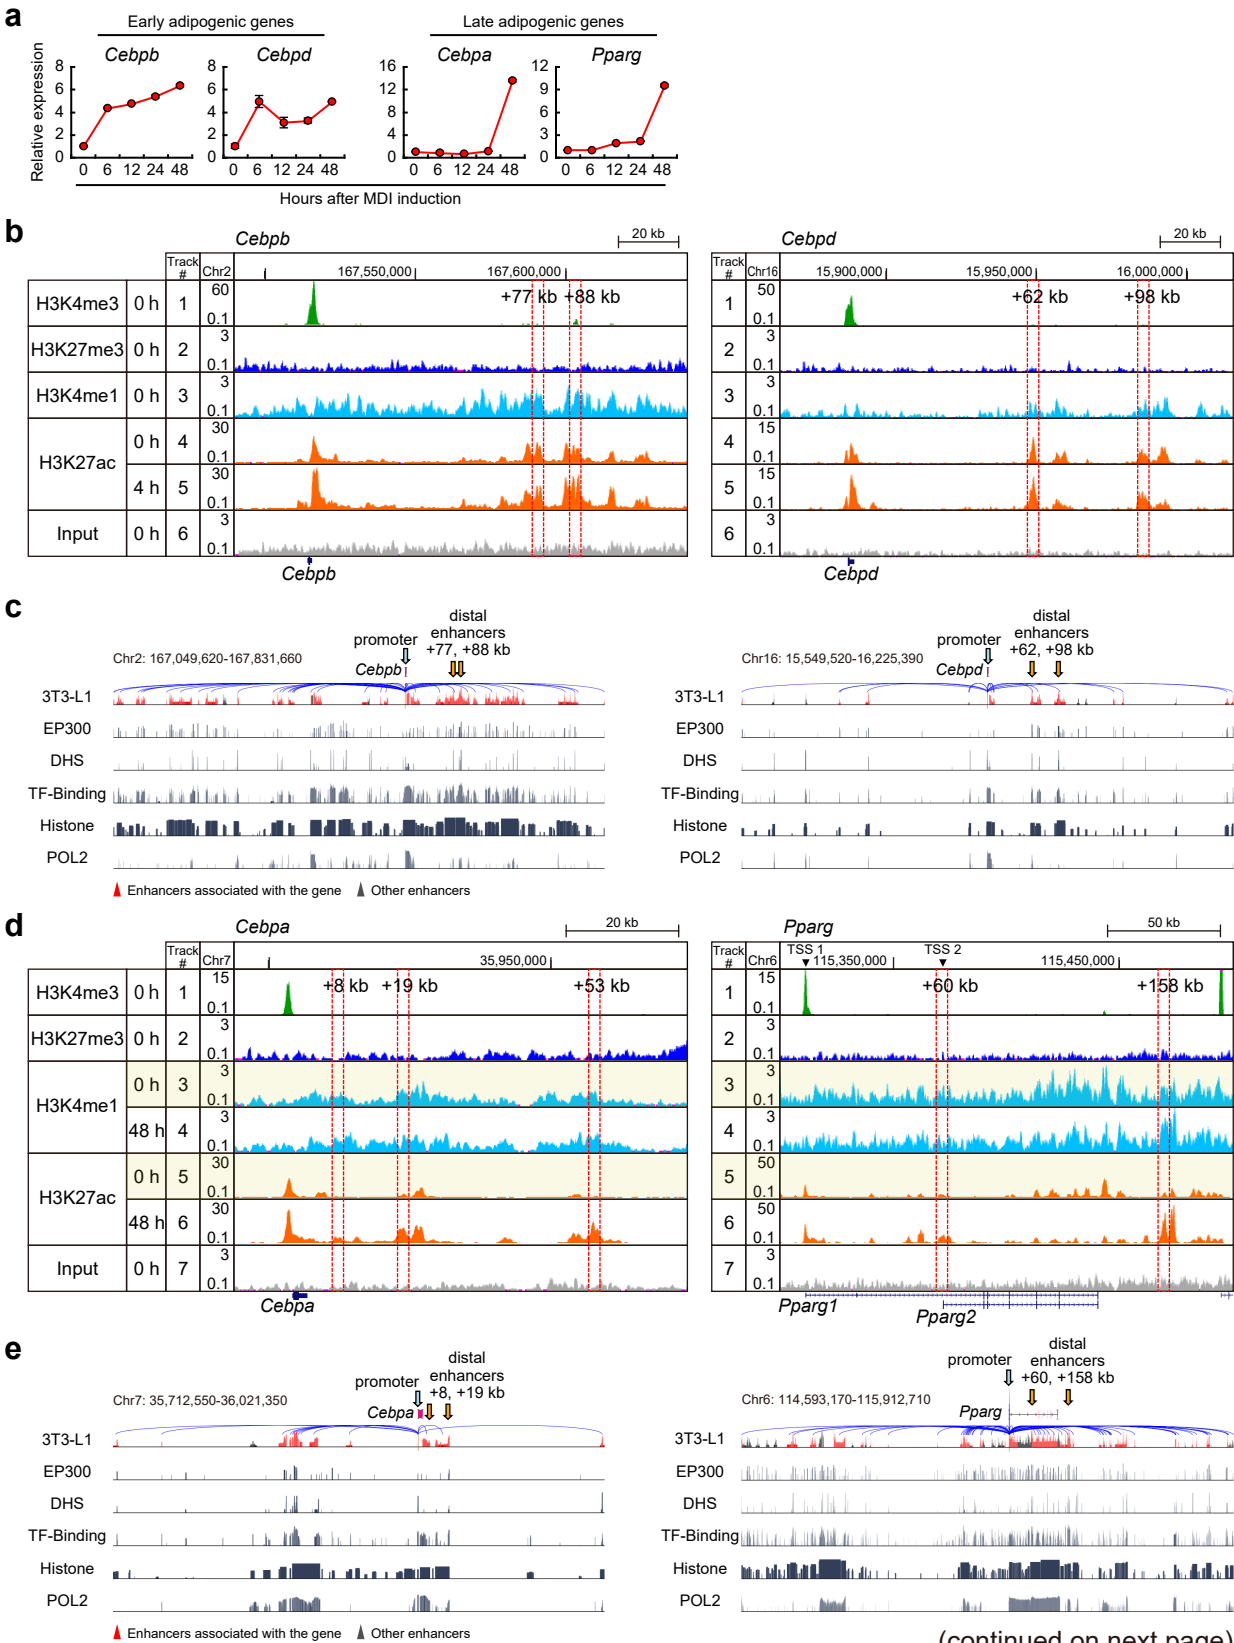

(continued on next page)

# Supplementary Figure 1

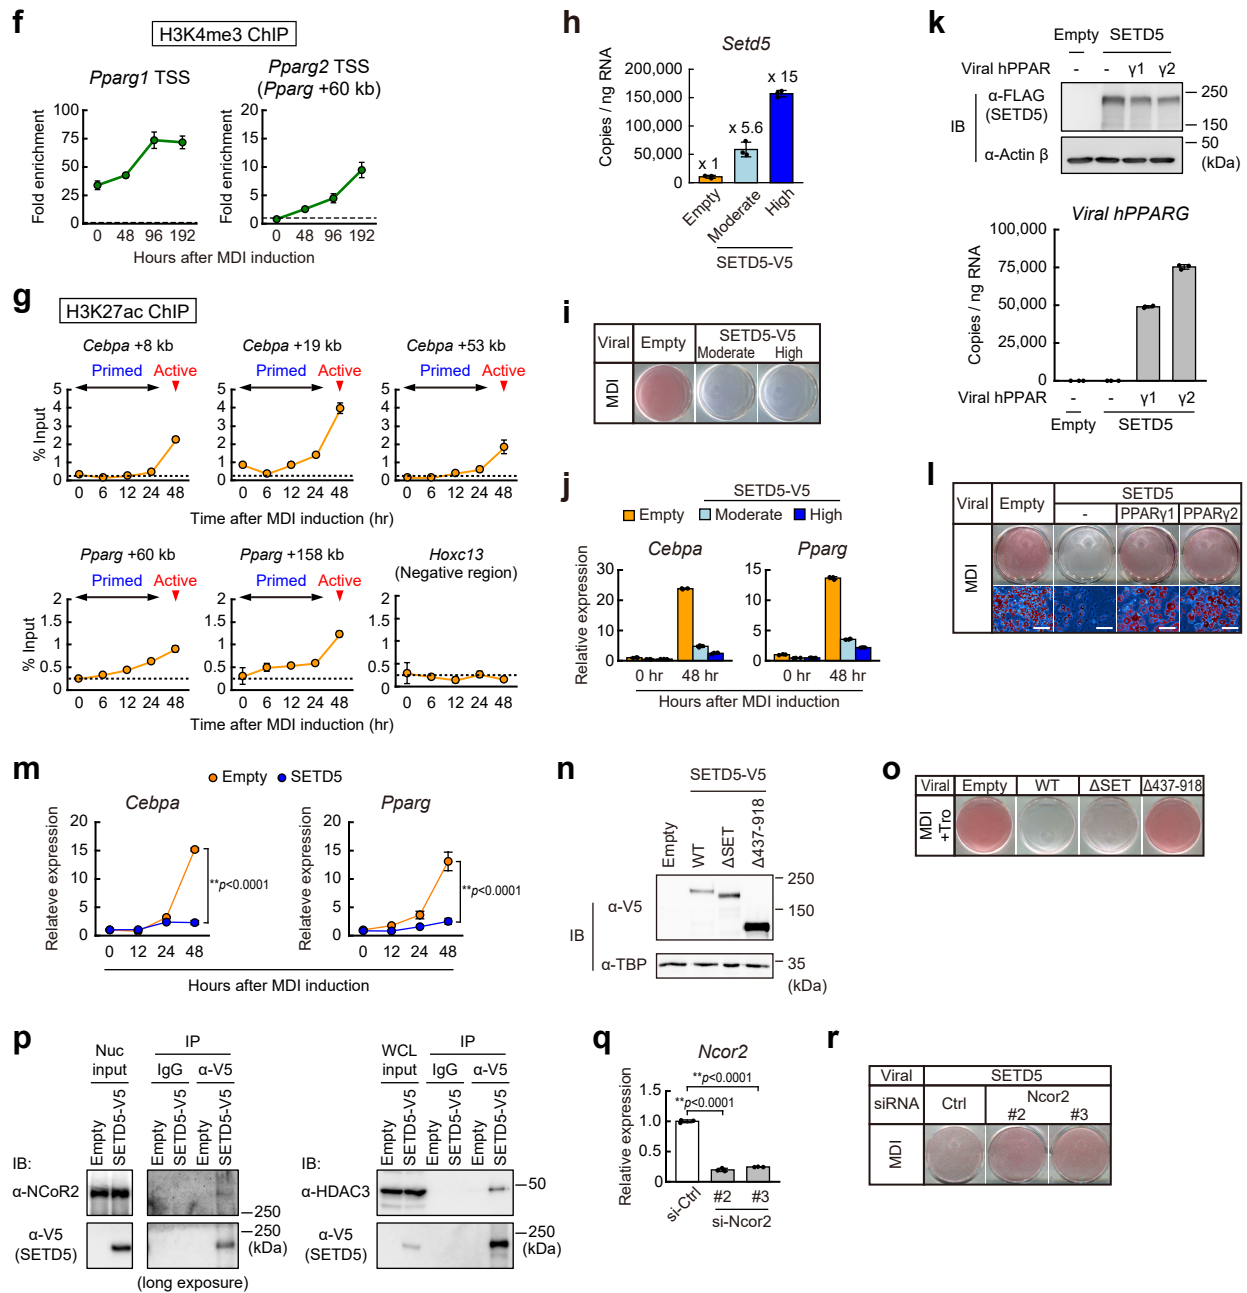

(continued from the previous page)

**Supplementary Fig. 1** SETD5 associates with NCoR and HDAC to inhibit *Cebpa* and *Pparg* induction during adipogenesis. **a** Expression of mRNAs of adipogenic genes. Expression of mRNAs for early adipogenic genes (*Cebpb* and *Cebpd*) and late adipogenic genes (*Cebpa* and *Pparg*) were quantified by qPCR. **b, d** Genome browser representation for H3K4me3, H3K27me3, H3K4me1, and H3K27ac on *Cebpb* and *Cebpd* genes (**b**) and *Cebpa* and *Pparg* genes (**d**). 3T3-L1 preadipocytes were subjected to ChIP-seq at the indicated day of differentiation. ChIP-seq data for H3K4me3, H3K27me3, and input are from the previously published paper <sup>13</sup>. ChIP-seq data for H3K27ac in panel (**b**) were from the previously published paper <sup>14 15</sup>. **c, e** Enhancer Atlas 2.0 <sup>16</sup> genome browser presentation of distal enhancers of *Cebpb* and *Cebpd* genes (**c**) and *Cebpa* and *Pparg* genes (**e**) in 3T3-L1 cells. EP300, E1A-associated protein p300; DHS, DNase I hypersensitive site; TF, transcription factor; POL2, RNA polymerase II. **f** ChIP-qPCR analysis of H3K4me3 on *Pparg* gene during adipogenesis. 3T3-L1 preadipocytes were subjected to ChIP-qPCR analysis using anti-H3K4me3 antibody. **g** ChIP-qPCR analysis of H3K27ac on *Cebpa* and *Pparg* genes during the early adipogenesis. 3T3-L1 preadipocytes were subjected to ChIP-qPCR analysis using anti-H3K27ac antibody. Data are mean  $\pm$  SEM of three independent experiments. Primed enhancer (low H3K27ac) and active enhancer (high H3K27ac) are highlighted. **h** Retroviral expression of SETD5-V5 in 3T3-L1 preadipocytes. *Setd5* mRNA expression was quantified based on standard curves generated by using serial dilutions of plasmid DNA containing SETD5. **i** ORO staining of 3T3-L1 preadipocytes transduced with empty virus or SETD5-V5. Preadipocytes were induced with MDI mixture **j** Transcriptional changes of *Cebpa* and *Pparg* in SETD5-transduced 3T3-L1 preadipocytes during early adipogenesis. mRNA expression was quantified by qPCR. **k** Retroviral expression of FLAG-tagged SETD5 and human PPAR $\gamma$ 1 or PPAR $\gamma$ 2. Whole-cell lysate from 3T3-L1 preadipocytes transduced with the indicated retroviruses was subjected to immunoblot (IB) analysis (*upper*). Equal loading of the proteins was confirmed by blotting with anti-actin  $\beta$  antibody. mRNA expression of human *Pparg* was quantified by qPCR (*lower*). **l** ORO staining of 3T3-L1 preadipocytes transduced with empty virus or FLAG-tagged SETD5 or together with human PPAR $\gamma$ 1 or PPAR $\gamma$ 2. Preadipocytes were induced for differentiation with MDI mixture. Scale bar = 100  $\mu$ m. **m** Expression of mRNA of *Cebpa* and *Pparg* during the early adipogenesis. 3T3-L1 preadipocytes transduced with empty or SETD5 retrovirus were induced for differentiation with

MDI. mRNA levels at the indicated times were quantified by qPCR. Data are mean  $\pm$  SEM of three independent experiments. **n** Retroviral expression of SETD5 or mutants in 3T3-L1 preadipocytes. Nuclear proteins from 3T3-L1 preadipocytes transduced with empty virus, SETD5-V5, or mutants were subjected to immunoblot (IB) analysis. Equal loading of the proteins was confirmed by blotting with anti-TBP antibody. **o** ORO staining of 3T3-L1 preadipocytes transduced with empty virus, SETD5, or mutants. Preadipocytes were induced with MDI mixture troglitazone (Tro). **p** Co-immunoprecipitation of SETD5 with NCoR2 and HDAC3. Nuclear fraction (Nuc) or whole-cell lysate (WCL) from 3T3-L1 preadipocytes transduced with SETD5-V5 was subjected to immunoprecipitation using anti-V5 antibody followed by immunoblot (IB) analysis using anti-NCoR2, anti-HDAC3, or anti-V5 antibody. **q** siRNA-mediated knockdown of NCoR2. ON-TARGETplus siRNA targeting to *Ncor2* and control siRNA was transfected into SETD5-transduced 3T3-L1 preadipocytes, and *Ncor2* mRNA expression was quantified by qPCR. **r** ORO staining of NCoR2 knocked-down, SETD5-transduced 3T3-L1 preadipocytes. Preadipocytes were induced with MDI mixture. **a, j, l, n, p** Representative of three (**a, j, n**) or two (**l, p**) independent experiments. **a, f, h, j-k, q** Data are mean  $\pm$  SD of three technical replicates. **m, q** One-way ANOVA with Tukey's multiple comparisons test. **\*\*** $p < 0.01$ . Source data are provided as a Source data file.

Supplementary Figure 2

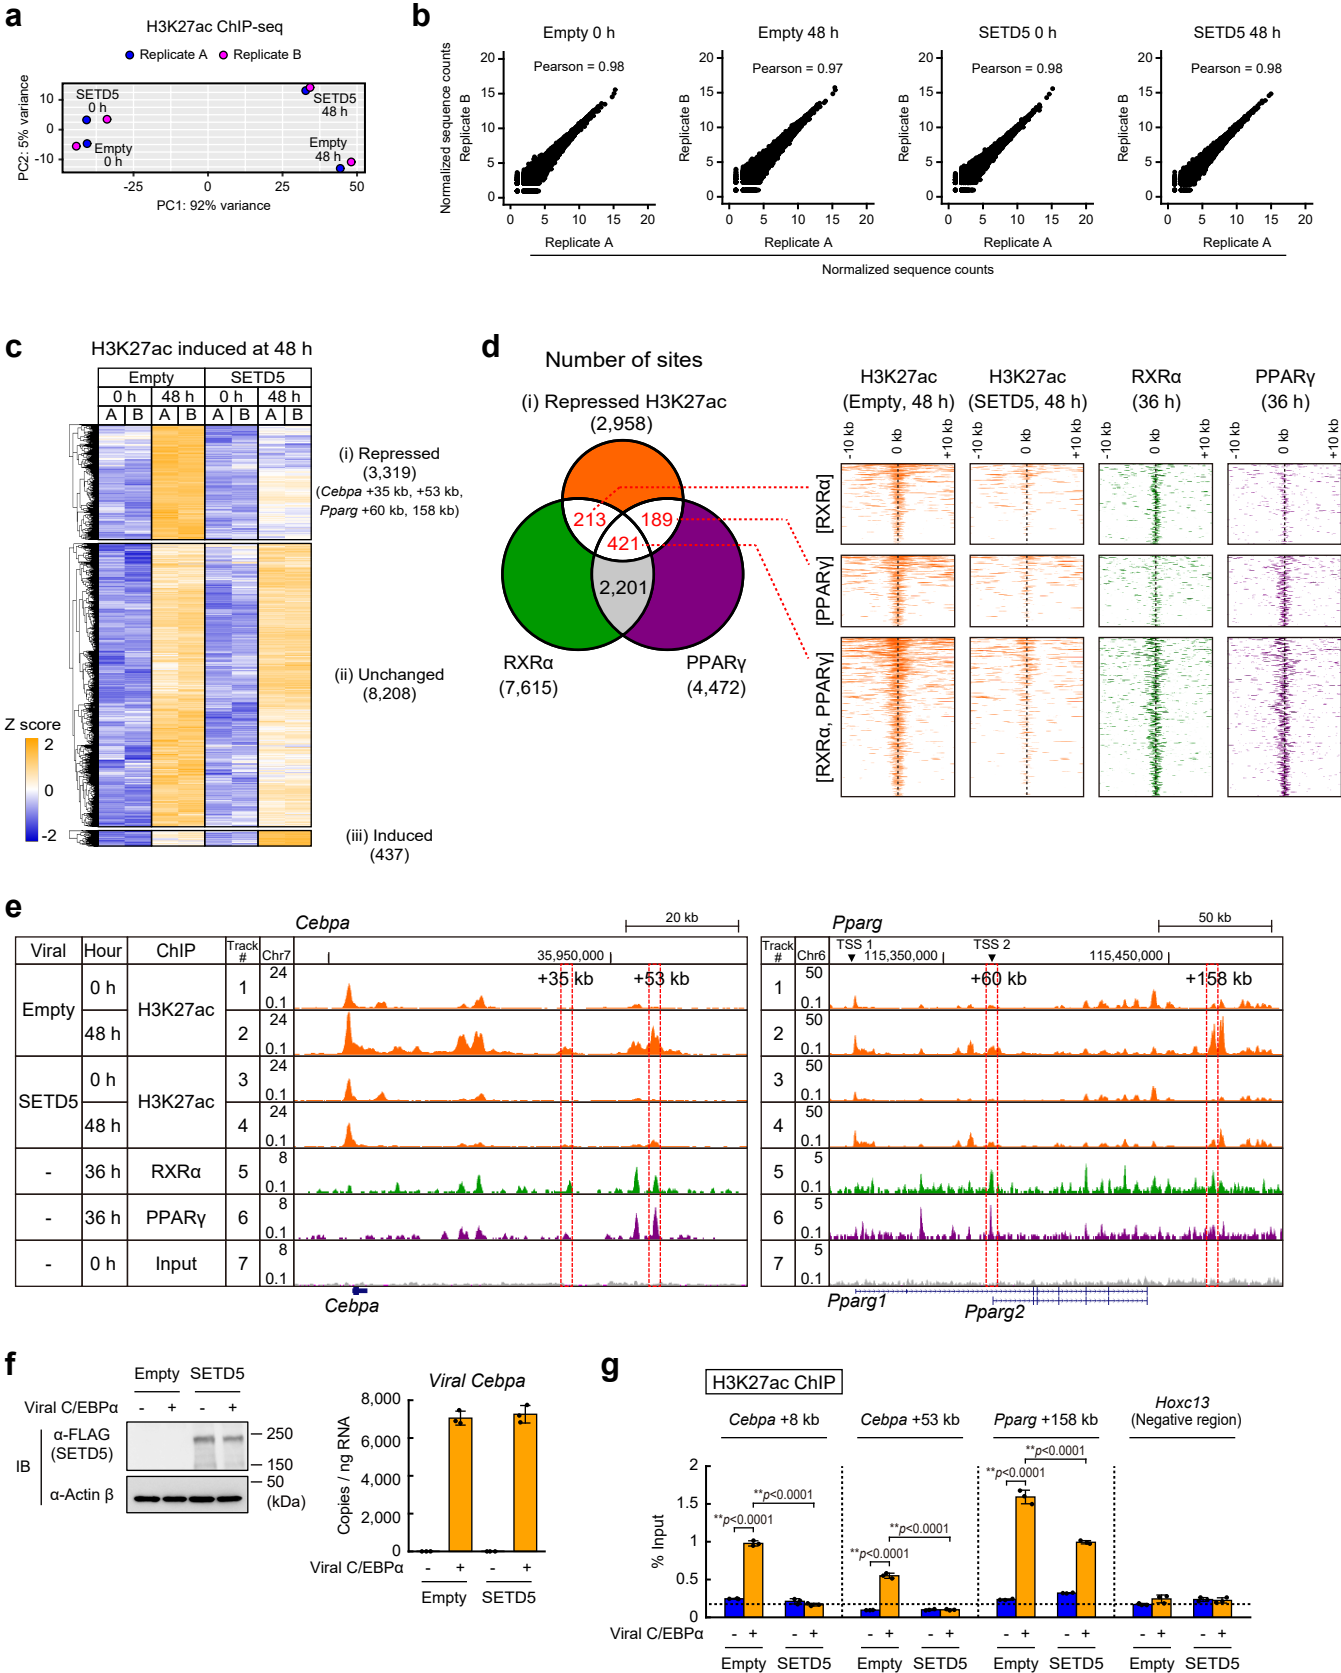

**Supplementary Fig. 2** SETD5 inhibits H3K27 acetylation and enhancer activation of adipogenic genes. **a** Principal component (PC) analysis on H3K27ac ChIP-seq peaks in 3T3-L1 preadipocytes transduced with control empty virus and SETD5-V5. **b** Scatter plots showing the reproducibility of H3K27ac ChIP-seq enrichment at individual peaks between two biological replicates. **c** Statistical analysis of differentially regulated H3K27 acetylated regions using DeSeq2. H3K27 acetylation at 48 hrs was repressed in 3,319 regions (<0.5-fold) and induced in 437 regions (>2-fold) in SETD5 transduced cells compared to empty virus transduced cells. **d** Venn diagram and heatmap representation of differentiation-induced and H3K27ac enriched regions and RXR $\alpha$  and PPAR $\gamma$  binding regions. RXR $\alpha$  and PPAR $\gamma$  binding regions were identified using MACS program. Among differentiation-induced and SETD5-repressed H3K27ac enriched enhancer regions, 213 regions were bound by RXR $\alpha$ , 189 regions were bound by PPAR $\gamma$ , and 421 regions were bound by both. Heatmap shows ChIP-seq data for H3K27ac, RXR $\alpha$ , and PPAR $\gamma$  at a 20-kb region centered on H3K27ac enriched region. **e** Genome browser representation for H3K27ac, RXR $\alpha$ , and PPAR $\gamma$  on adipogenic genes. 3T3-L1 preadipocytes transduced with empty virus or SETD5 were subjected to ChIP-seq for H3K27ac at the indicated day of differentiation. Tracks 1-4 and 7 are the same data as Fig. 2e. **f** Retroviral expression of FLAG-tagged SETD5 and C/EBP $\alpha$ . Whole-cell lysate from 3T3-L1 preadipocytes transduced with the indicated retroviruses was subjected to immunoblot (IB) analysis (*left*). Equal loading of the proteins was confirmed by blotting with anti-actin  $\beta$  antibody. mRNA expression of retroviral *Cebpa* was quantified by qPCR (*right*). **g** ChIP-qPCR analysis of H3K27ac on *Cebpa* and *Pparg* genes in 3T3-L1 preadipocytes transduced with SETD5 and C/EBP $\alpha$ . 3T3-L1 preadipocytes transduced with the indicated retroviruses were subjected to ChIP-qPCR analysis of H3K27ac before differentiation induction. **d-e** ChIP-seq for RXR $\alpha$ , PPAR $\gamma$ , and input was from previously published papers<sup>17 13</sup>. **f-g** Representative two independent experiments. Data are mean  $\pm$  SD of three technical replicates. **g** One-way ANOVA with Tukey's multiple comparisons test. \*\* $p$ <0.01. Source data are provided as a Source data file.

# Supplementary Figure 3

a

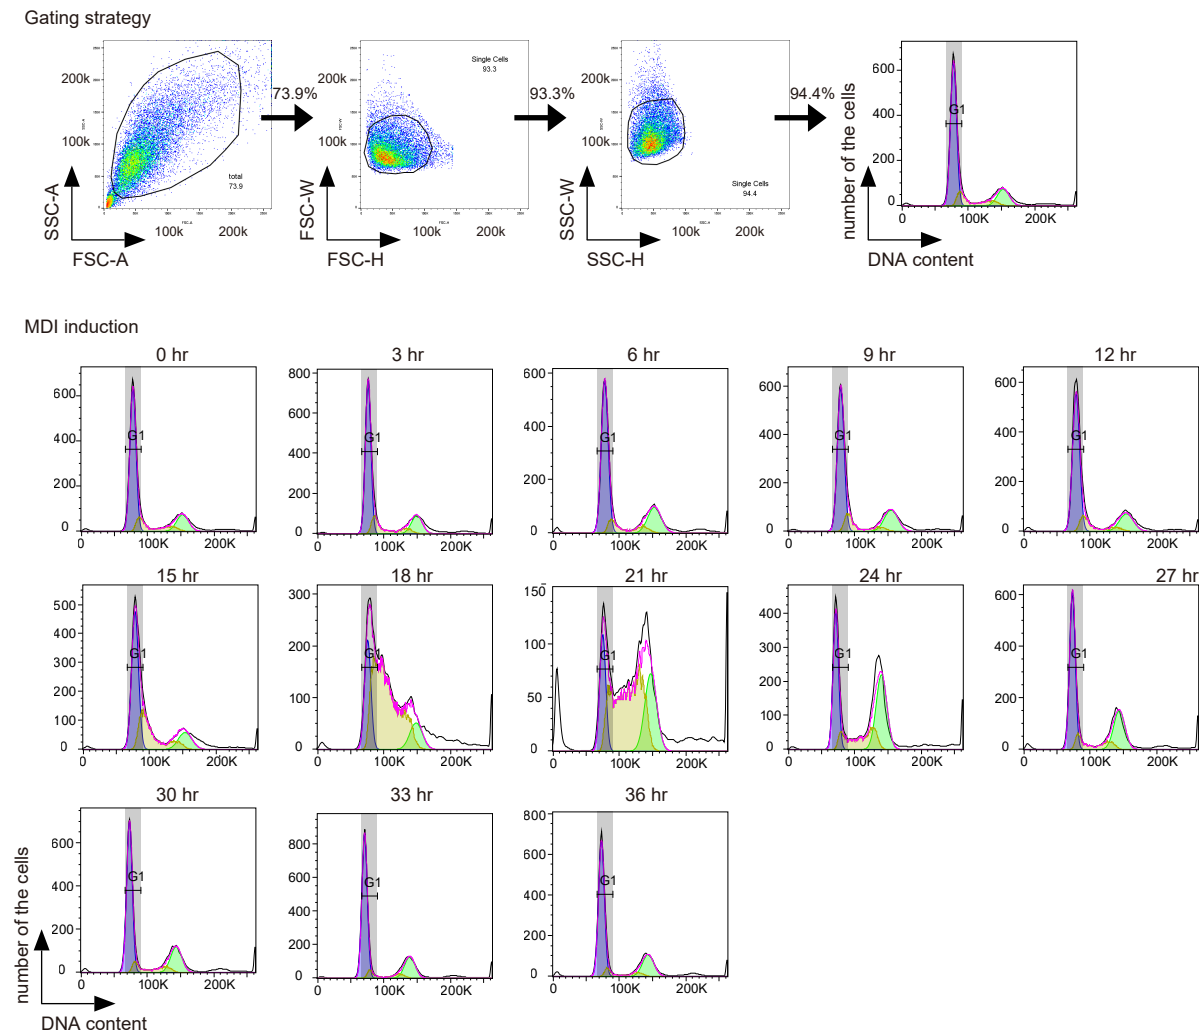

b

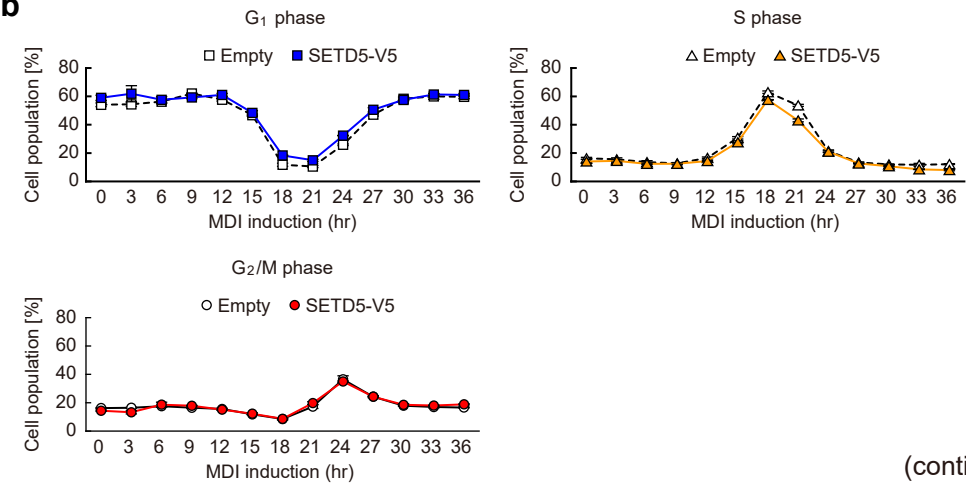

(continued on next page)

Supplementary Figure 3

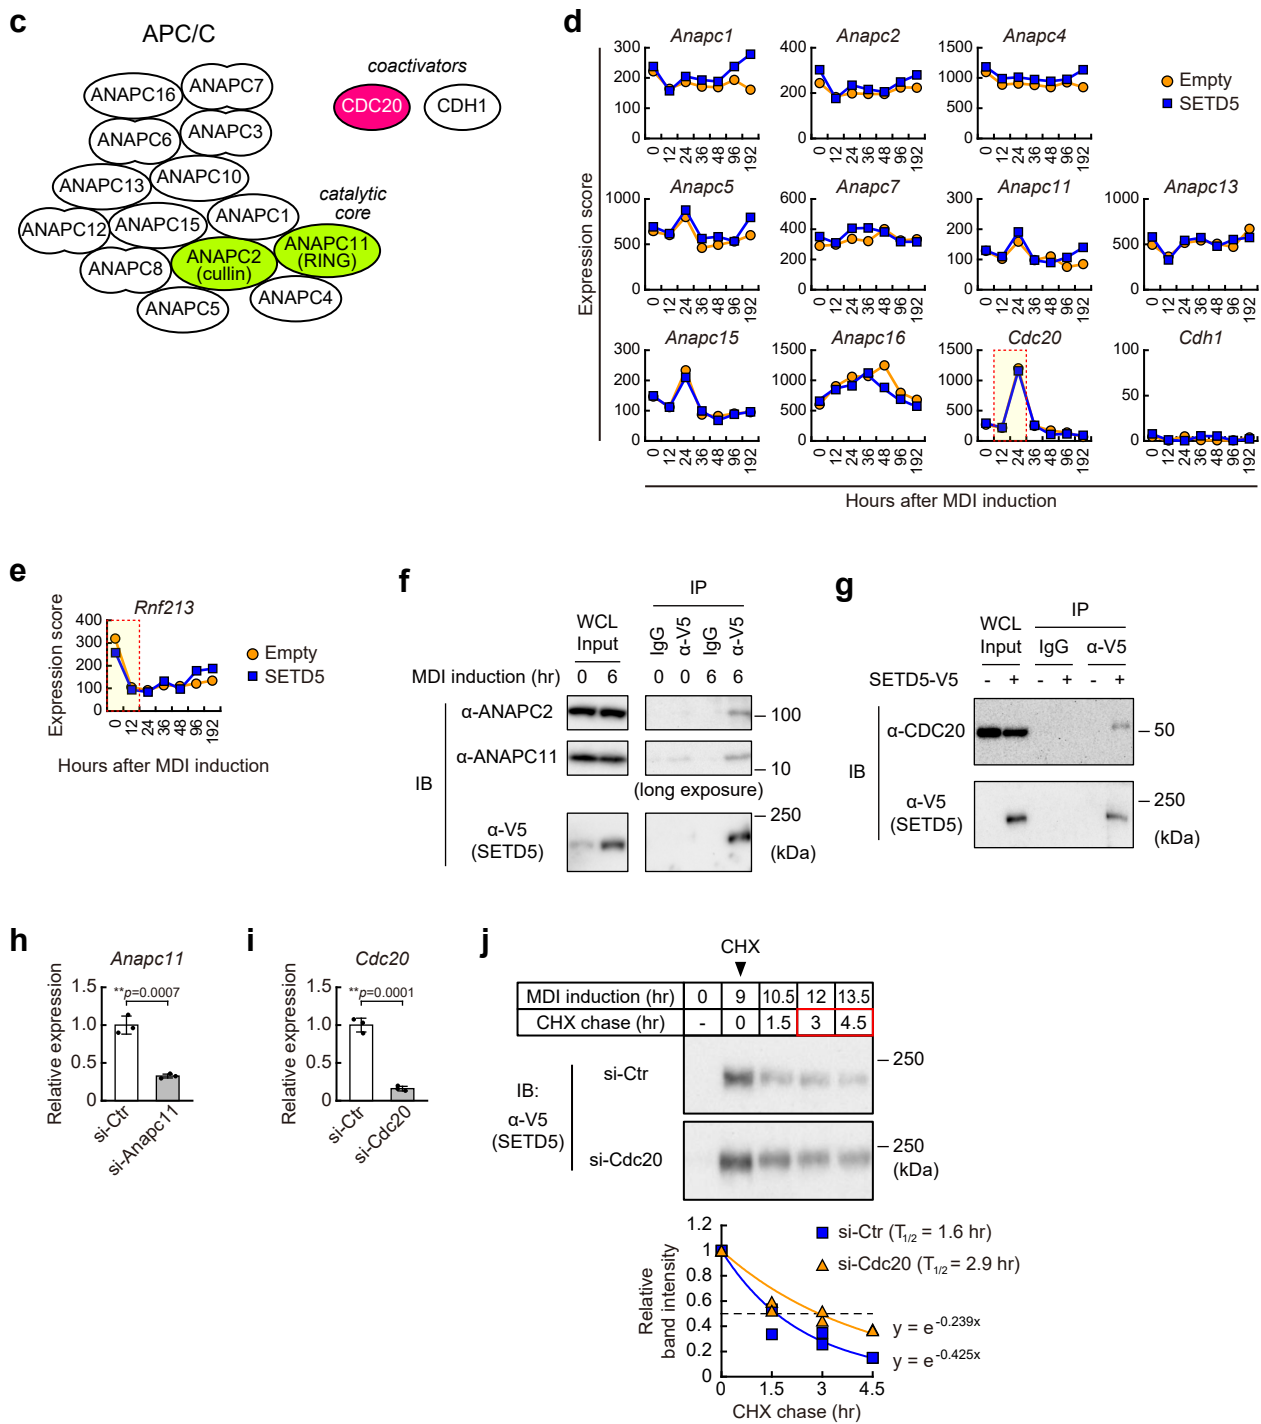

(continued from the previous page)

**Supplementary Fig. 3** Transient stabilization and APC/C-mediated proteasomal degradation of SETD5 during the early adipogenesis. **a** Gating strategy for the analysis of cell cycle by flow cytometer was indicated in top panels. Debris was removed by FSC-A/SSC-A scatter gate. Then, doublets were excluded by FSC-H/FSC-W and SSC-H/SSC-W gates. Representative histograms of the DNA content of 3T3-L1 preadipocytes transduced with SETD5-V5 during adipogenesis were shown in the bottom panels. Blue indicates cells at G<sub>1</sub> phase; yellow indicates cells at S phase; green indicates cells at G<sub>2</sub>/M phase. **b** Cell cycle analysis of 3T3-L1 preadipocytes transduced with empty virus or SETD5-V5. The ratios of the cells at G<sub>1</sub>, S, or G<sub>2</sub>/M phase of preadipocytes during differentiation are shown. Data for preadipocytes transduced with empty virus are the same data as Fig. 3c. **c** Schematic representation of APC/C and its coactivators. **d, e** Transcriptional changes of APC/C subunit genes (**d**) and *Rnf213* (**e**) in 3T3-L1 preadipocytes transduced with empty virus or SETD5 during adipogenesis. Cells were harvested at the indicated times of differentiation, and transcriptional analyses were carried out using a microarray. **f, g** Co-immunoprecipitation of SETD5 with ANAPC2, ANAPC11, and CDC20. Whole-cell lysate (WCL) from 3T3-L1 preadipocytes transduced with SETD5-V5 at the indicated time of differentiation was subjected to immunoprecipitation using anti-V5 antibody followed by immunoblot (IB) analysis using anti-ANAPC2, anti-ANAPC11, or anti-V5 antibody (**f**). 3T3-L1 preadipocytes transduced with SETD5-V5 were induced with MDI and then treated with MG-132 and whole-cell lysate was subjected to immunoprecipitation using anti-V5 antibody followed by immunoblot (IB) analysis using anti-CDC20 or anti-V5 antibody (**g**). **h, i** siRNA-mediated knockdown of ANAPC11 (**h**) and CDC20 (**i**) in 3T3-L1 preadipocytes transduced with SETD5-V5. *Anapc11* and *Cdc20* mRNA expression was quantified by qPCR. **j** Immunoblot showing SETD5-V5 stability by the cycloheximide chase assay. 3T3-L1 preadipocytes transduced with SETD5-V5 were transfected with control siRNA or siRNA targeted to *Cdc20* and induced for differentiation with MDI mixture. Preadipocytes were treated with cycloheximide (CHX) at 9 hrs after MDI induction and subjected to immunoblot analysis with anti-V5 at the indicated time of differentiation. The experiments were performed twice, and the representative immunoblot is shown. The graph shows regression analysis of SETD5-V5 protein stability in the above immunoblotting after CHX treatment from two independent experiments. Protein half-life ( $T_{1/2}$ ) was calculated based on exponential decay curve fit to the average

data at each time point. **f-g** Representative of two independent experiments. **b**, **h-i** Data are mean  $\pm$  SD of three technical replicates. **h-i** Unpaired two-tailed Student's *t* test. \*\* $p < 0.01$ . Source data are provided as a Source data file.

## Supplementary Figure 4

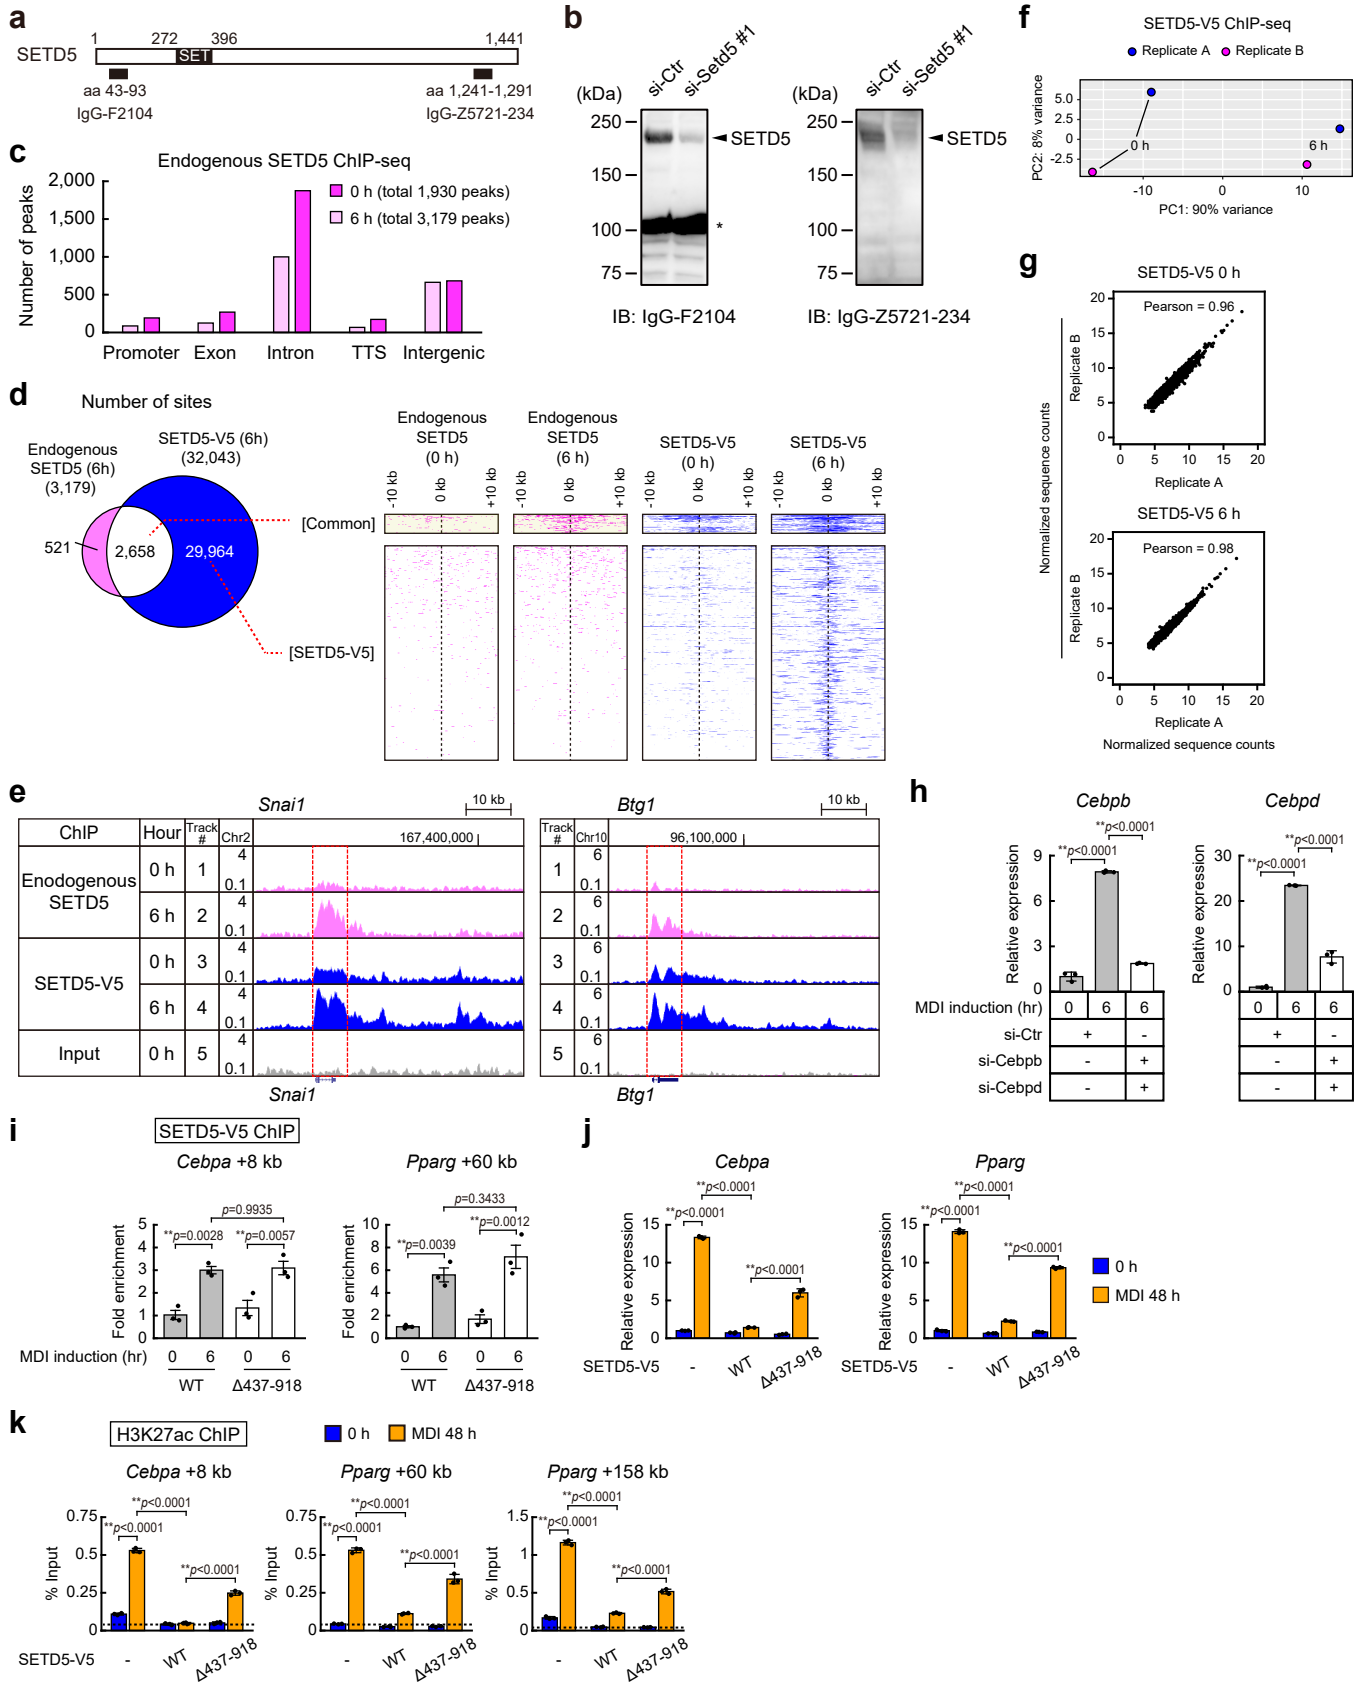

**Supplementary Fig. 4** Genome-wide analysis of SETD5 binding sites during early adipogenesis. **a** Schematic representation of mouse SETD5 protein and fragments to develop anti-SETD5 antibodies. Mouse monoclonal immunoglobulin G (IgG)-Z5721-234 was developed by immunizing mice with recombinant SETD5 fragment (amino acids 1,241-1,291) expressed in Sf9 cells. IgG-F2104 was developed by immunizing mice with recombinant SETD5 fragment (amino acids 43-93). **b** Immunoblot analysis of endogenous SETD5 in 3T3-L1 preadipocytes. 3T3-L1 preadipocytes transfected with control siRNA or siRNA targeting to *Setd5* were subjected to immunoblot analysis using anti-SETD5 antibodies. Asterisk indicates nonspecific signals. **c** Genome-wide distribution of endogenous SETD5 before (0 h) and 6 hrs of differentiation in 3T3-L1 preadipocytes. TTS, transcription termination site. **d** Venn diagram (*left*) and heatmap (*right*) representation of genomic regions occupied by endogenous SETD5 and retrovirally expressed SETD5-V5. Endogenous SETD5 and SETD5-V5 binding regions were identified using SICER program. Among 32,043 SETD5-V5 binding regions at 6 hrs of differentiation, only 2,658 regions were identified as endogenous SETD5 binding regions by ChIP-seq using IgG-F2104. Heatmap analysis showing ChIP-seq data for endogenous SETD5 and SETD5-V5 at a 20-kb region centered on SETD5-V5 binding region. Data for SETD5-V5 are the same as Fig. 4b. **e** Genome browser representation for endogenous SETD5 on *Snai1* and *Btg1* genes in 3T3-L1 preadipocytes. 3T3-L1 preadipocytes were subjected to ChIP-seq for SETD5 using IgG-F2104 at the indicated time after differentiation induction. ChIP-seq for control input was from previously published paper <sup>13</sup>. **f** Principal component (PC) analysis on SETD5-V5 ChIP-seq peaks in 3T3-L1 preadipocytes transduced with SETD5-V5 at the indicated time after MDI induction. **g** Scatter plots showing the reproducibility of SETD5-V5 ChIP-seq enrichment at individual peaks between two biological replicates. **h** siRNA-mediated knockdown of C/EBP $\beta$  and C/EBP $\delta$  in 3T3-L1 preadipocytes transduced with SETD5-V5. *Cebpb* and *Cebpd* mRNA expression was quantified by qPCR. **i** ChIP-qPCR analysis wild-type and  $\Delta$ 437-918 SETD5-V5 on *Cebpa* and *Pparg* genes. 3T3-L1 preadipocytes transduced with wild-type and  $\Delta$ 437-918 SETD5-V5 were subjected to ChIP-qPCR analysis using anti-V5 antibody at the indicated time after differentiation induction. **j** Transcriptional changes of *Cebpa* and *Pparg* in wild-type and  $\Delta$ 437-918 SETD5-V5 transduced 3T3-L1 preadipocytes during early adipogenesis. mRNA expression was quantified by qPCR. **k** ChIP-qPCR

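Of the endogenous SETD5 islands at 6 h, 78.7% (2592 islands, 95% Wilson interval 77.3 to 80.1) overlapped a SETD5-V5 island of replicate A, and 75.8% (2495 islands, 74.3 to 77.2) one of replicate B. Circular shifts of the SETD5-V5 islands gave mean shares of 16.3% and 12.7%, and the one-sided p was 0.001 in both, the smallest that the shifts can give. The shifts place islands anywhere along a chromosome, so a preference of both lists for the same kind of sequence could give this p as well. The intervals cover counting error only, since endogenous SETD5 has 1 library at this time. The mean of 77.2% moved most with equal numbers of islands per list, to 62.4%. Counted from the other side, 2396 SETD5-V5 islands of replicate A (6.74%) and 2459 of replicate B (9.03%) overlapped an endogenous SETD5 island.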

analysis of H3K27ac on *Cebpa* and *Pparg* genes during adipogenesis. 3T3-L1 preadipocytes transduced with wild-type and  $\Delta 437-918$  SETD5-V5 were subjected to ChIP-qPCR analysis of H3K27ac at the indicated time after MDI induction of differentiation. **b, h, j-k** Representative of two independent experiments. **h, j-k** Data are mean  $\pm$  SD of three technical replicates. **i** Data are mean  $\pm$  SEM of three independent experiments. **h-k** One-way ANOVA with Tukey's multiple comparisons test. \*\* $p < 0.01$ . Source data are provided as a Source data file.

Supplementary Figure 5

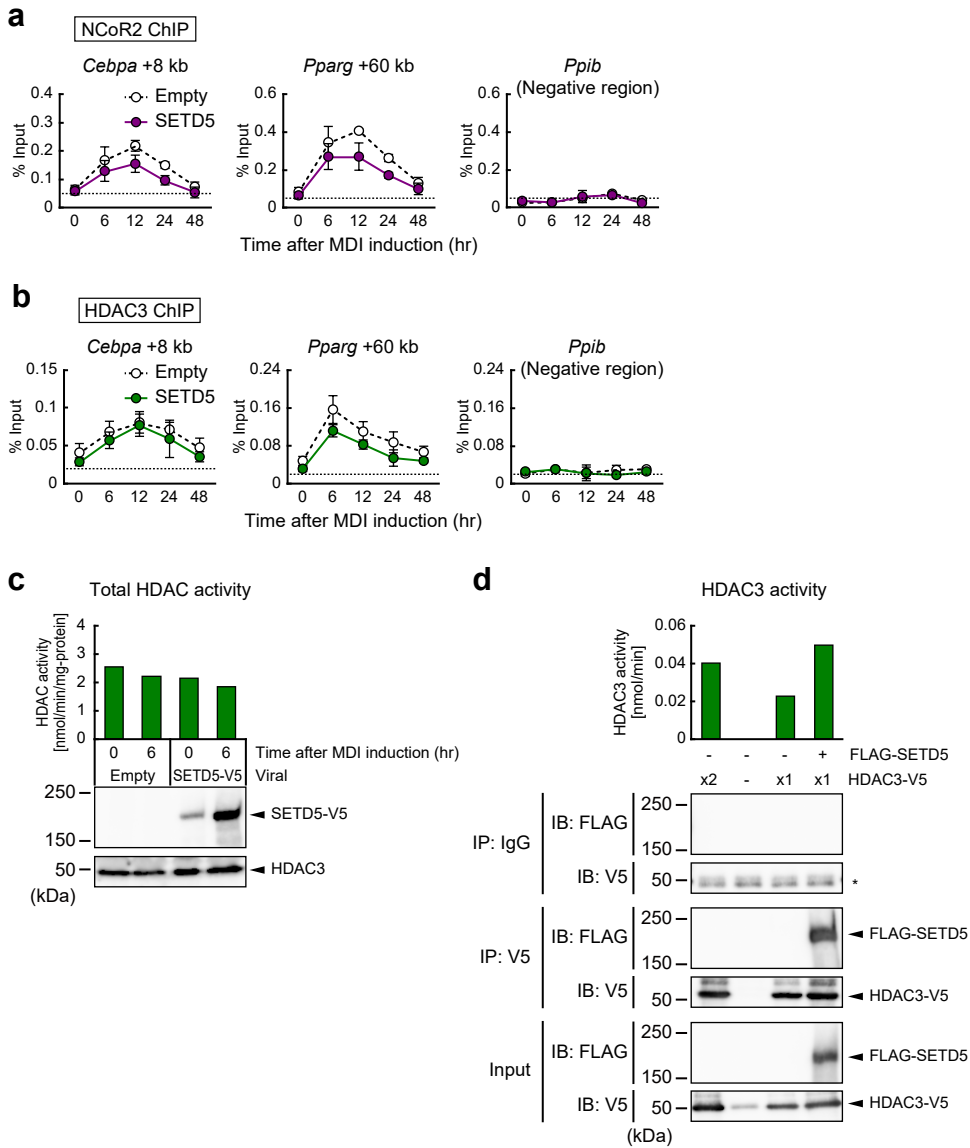

**Supplementary Fig. 5** Effects of SETD5 on NCoR and HDAC recruitment and HDAC activity. **a, b** ChIP-qPCR analyses of NCoR2 (**a**) and HDAC3 (**b**) on *Cebpa* and *Pparg* genes during the early adipogenesis. 3T3-L1 preadipocytes transduced with control empty virus or SETD5-V5 were subjected to ChIP-qPCR analyses using anti-NCoR2 or anti-HDAC3 antibody. Data are mean  $\pm$  SEM of (0, 48 hr  $n=5$ ; 6 hr of NCoR2  $n=4$ ; 6 hr of HDAC3  $n=5$ ; 12, 24 hr  $n=3$ ; independent experiments). Data for preadipocytes transduced with empty virus are the same data as Fig. 5c and 5d. **c** Effect of SETD5 on total HDAC activity. Nuclear proteins from 3T3-L1 preadipocytes transduced with control empty virus or SETD5-V5 was subjected to in vitro assay for total HDAC activity. Expression of SETD5-V5 and HDAC3 was confirmed by immunoblot analysis using anti-V5 and anti-HDAC3 antibodies. **d** Effect of SETD5 on HDAC3 activity. HEK293 cells were co-transfected with plasmids encoding FLAG-SETD5 and HDAC3-V5. Nuclear proteins were prepared and subjected to immunoprecipitation using control mouse IgG or anti-V5 antibody. Immunoprecipitates were subjected to in vitro assay for HDAC activity. Co-transfection of FLAG-SETD5 somehow increased protein level as well as activity of HDAC3-V5 by ~2-fold (comparison of lanes 3 and 4). Cells transfected with twice more plasmid encoding HDAC3-V5 alone (lane 1) showed similar protein level and activity of HDAC3 to co-transfected cells (lane 4). Asterisk indicates control mouse IgG signals. **c-d** Representative of two independent experiments. Source data are provided as a Source data file.

## Supplementary Figure 6

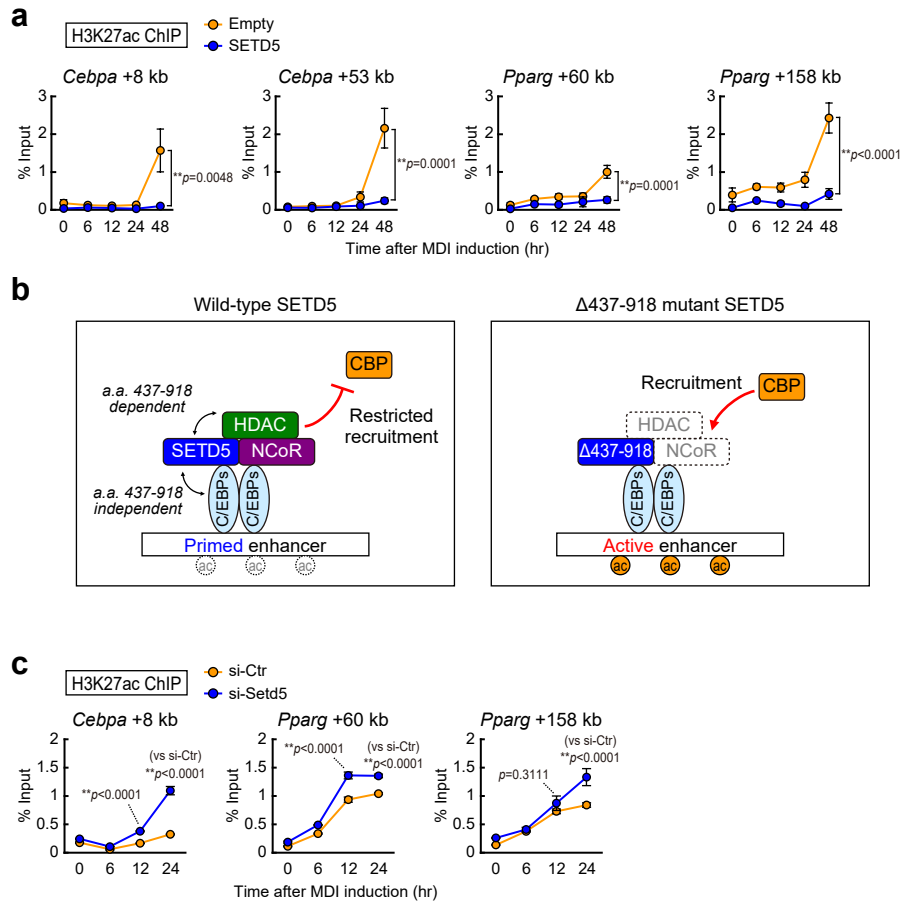

**Supplementary Fig. 6** SETD5-NCoR-HDAC3 complex restricts CBP recruitment to primed enhancers. **a** ChIP-qPCR analysis of H3K27ac on *Cebpa* and *Pparg* genes during the early adipogenesis. 3T3-L1 preadipocytes transduced with control empty virus or SETD5 were subjected to ChIP-qPCR analyses using anti-H3K27ac antibody. Data are mean  $\pm$  SEM (0, 6, 12, 24 hr  $n=3$ ; 48 hr  $n=5$ ; independent experiments). **b** Schematic model for regulation of CBP recruitment by SETD5-NCoR-HDAC3 complex. Wild-type SETD5 forms a complex with NCoR and HDAC3 and is recruited to primed enhancers via C/EBP transcription factors to restrict CBP recruitment (*left*). The  $\Delta 437-918$  mutant SETD5 is recruited to primed enhancers but does not form a complex with NCoR and HDAC3 and does not restrict CBP recruitment (*right*). **c** ChIP-qPCR analysis of H3K27ac on *Cebpa* and *Pparg* genes in SETD5-knocked down preadipocytes. 3T3-L1 preadipocytes transfected with control siRNA or siRNA targeting to *Setd5* were subjected to ChIP-qPCR analyses using anti-H3K27ac antibody. Representative of two independent experiments. Data are mean  $\pm$  SD of three technical replicates. **a, c** One-way ANOVA with Tukey's multiple comparisons test. \*\* $p<0.01$ . Source data are provided as a Source data file.

## Supplementary References

1. Kimura H, Hayashi-Takanaka Y, Goto Y, Takizawa N, Nozaki N. The organization of histone H3 modifications as revealed by a panel of specific monoclonal antibodies. *Cell structure and function* **33**, 61-73 (2008).
2. Abe Y, *et al.* JMJD1A is a signal-sensing scaffold that regulates acute chromatin dynamics via SWI/SNF association for thermogenesis. *Nature Communications* **6**, 7052 (2015).
3. Zhang Y, *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome biology* **9**, R137 (2008).
4. Zang C, Schones DE, Zeng C, Cui K, Zhao K, Peng W. A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. *Bioinformatics* **25**, 1952-1958 (2009).
5. Xu S, Grullon S, Ge K, Peng W. Spatial clustering for identification of ChIP-enriched regions (SICER) to map regions of histone methylation patterns in embryonic stem cells. *Methods Mol Biol* **1150**, 97-111 (2014).
6. Huang DW, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* **4**, 44-57 (2008).
7. Heinz S, *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589 (2010).
8. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).
9. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120 (2014).
10. Li H, *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics*

**25**, 2078-2079 (2009).

11. Quinlan AR, Hall IM. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-842 (2010).
12. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
13. Matsumura Y, *et al.* H3K4/H3K9me3 bivalent chromatin domains targeted by lineage-specific DNA methylation pauses adipocyte differentiation. *Molecular cell* **60**, 584-596 (2015).
14. Siersbæk R, *et al.* Transcription factor cooperativity in early adipogenic hotspots and super-enhancers. *Cell Rep* **7**, 1443-1455 (2014).
15. Siersbæk R, *et al.* Dynamic Rewiring of Promoter-Anchored Chromatin Loops during Adipocyte Differentiation. *Mol Cell* **66**, 420-435 e425 (2017).
16. Gao T, Qian J. EnhancerAtlas 2.0: an updated resource with enhancer annotation in 586 tissue/cell types across nine species. *Nucleic Acids Res* **48**, D58-D64 (2020).
17. Waki H, *et al.* Global mapping of cell type-specific open chromatin by FAIRE-seq reveals the regulatory role of the NFI family in adipocyte differentiation. *PLoS Genet* **7**, e1002311 (2011).

# Supplementary material for: Spatiotemporal dynamics of SETD5-containing NCoR–HDAC3 complex determines enhancer activation for adipogenesis
**Source:** Nat Commun. 2021 Dec 2;12:7045. doi: 10.1038/s41467-021-27321-5
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

**Description of additional supplementary data files**

Supplementary Data 1: List of identified proteins by proteomics.

# Supplementary material for: Spatiotemporal dynamics of SETD5-containing NCoR–HDAC3 complex determines enhancer activation for adipogenesis
**Source:** Nat Commun. 2021 Dec 2;12:7045. doi: 10.1038/s41467-021-27321-5
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): Oct 25, 2021

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Affymetrix GeneChip scanner 3000 for microarray. Illumina Sequencing Control Software v2.10.17 and HiSeq Control Software v2.2.58 for ChIP-seq. Olympus cellSens standard 1.17 for microscopy images. Progenesis LC/MS v2.6 for proteomics.

Data analysis

Affymetrix GeneChip Analysis Suite software version 5.0 for microarray analysis. MACS1.4.2, MACS2.2.7.1, SICER1.1, SICER2-1.0.2, DAVID6.7, Homer4.10.4, CASSAVA1.8.2, Bowtie2.3.4.3, Trimmomatic0.39, Samtools1.9, Bedtools2.27.1, and DEseq2.1.30.1 for ChIP-seq analysis. ImageJ1.53k for quantification of immunoblot. FlowJo v10 for flow cytometry analysis. Mascot v2.3 for proteomics.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Gene expression microarray data and ChIP-seq data for H3K27ac, SETD5-V5, H3K4me1, and SETD5 were deposited in the Gene Expression Omnibus (GEO) database with accession numbers GSE183849 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183849>). Other ChIP-seq data were already published and deposited in the GEO database GSE73434 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73434>) or the DNA data bank of Japan (DRA000378). Previously reported ChIP-seq data for H3K27ac, C/EBP $\beta$ , C/EBP $\delta$ , HDAC3, NCoR, and p300 are available in the GEO database GSE 27826 (<https://www.ncbi.nlm.nih.gov/geo/query/>

acc.cgi?acc=GSE27826), GSE95533 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE95533>), and GSE56872 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE56872>). Proteomics data were deposited in ProteomeXchange with the accession number PXD029279 (<http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX029279>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were selected based on previously studies with similar type of experiments (PMID:25948511, 26590716, 29674659).                                                                                                 |
| Data exclusions | No data were excluded.                                                                                                                                                                                                       |
| Replication     | Experiments were repeated at least twice with the independent biological samples using similar experimental conditions or otherwise mentioned in the respective figure legends, main text or methods section.                |
| Randomization   | All experiments were conducted using randomly assigned animals and cells culture populations.                                                                                                                                |
| Blinding        | For cell culture and molecular experiments (RT-qPCR, ChIP-qPCR, and immunoblot), blinding was not applicable. For transplantation experiments, investigators were blinded during tissue staining and evaluation of the data. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Following are the antibodies used in this study:

1. Anti-H3K27ac mouse mAb 9E2H9 (Institute of Innovative Research, Tokyo Institute of Technology, Japan)
2. Anti-mouse SETD5 mouse mAb IgG-F2104 (developed as described in Methods)
3. Anti-mouse SETD5 mouse mAb IgG-Z5721-234 (developed as described in Methods)
4. Anti-TBP mouse mAb (Novus Biologicals, NB500-700, clone 1TBP18)
5. Anti-V5 mouse mAb (Thermo Scientific, R960-25)
6. Anti-Histone H3 rabbit pAb (Abcam, ab1791)
7. Anti-HDAC1 mouse mAb (Santa Cruz Biotechnology, sc-8410, clone H-11)
8. Anti-HDAC3 rabbit pAb (Abcam, ab7030)
9. Anti-NCoR2 rabbit pAb (Abcam, ab5802)
10. Anti-C/EBP $\beta$  rabbit pAb (Santa Cruz Biotechnology, sc-150x)
11. Anti-C/EBP $\beta$  mouse mAb (Santa Cruz Biotechnology, sc-7962, clone H-7)
12. Anti-CBP rabbit mAb (Cell Signaling Technology, 7425, clone D9B6)
13. Anti-H3K4me1 rabbit pAb (Abcam, ab8895)
14. Anti-H3K4me3 rabbit pAb (Merck Millipore, 07-473)
15. Anti-Multi ubiquitin mouse mAb (Medical and Biological Laboratories, D058-3, clone FK2)
16. Anti-ANAPC2 rabbit pAb (Cell Signaling Technology, 12301)
17. Anti-ANAPC11 rabbit mAb (Cell Signaling Technology, 14090, clone D1E7Q)

18. Anti-CDC20 rabbit mAb (Cell Signaling Technology, 14866, clone D6C2Q)
19. Anti-Actin  $\beta$  mouse mAb (Sigma-Aldrich, A5441, clone AC15)
20. Anti-FLAG mouse mAb (Sigma-Aldrich, F3165, clone M2)
21. Anti-Perilipin-1 rabbit mAb (Cell Signaling Technology, 9349, clone D1D8)
22. Anti-mouse IgG-HRP (Sigma-Aldrich, A4416)
23. Anti-rabbit IgG-HRP (Sigma-Aldrich, A0545)

## Validation

The validation of antibodies used was performed by the individual companies and publications.

1. Anti-H3K27ac mouse mAb 9E2H9: Specificity was validated by ELISA, ChIP, WB, and IF (Kimura H. et al., Cell Struct. Funct., 2008, 33, 61-73, PMID: 18227620).
2. Anti-mouse SETD5 mouse mAb IgG-F2104: Specificity was validated by immunoblot in this manuscript as shown in Supplementary Fig. 4a, b.
3. Anti-mouse SETD5 mouse mAb IgG-Z5721-234: Specificity was validated by immunoblot in this manuscript as shown in Supplementary Fig. 4a, b.
4. Anti-TBP mouse mAb -Manufacturer's statement: 'This antibody recognizes an epitope within amino acid residues 1-20 of human, mouse, and rat TBP. Applications: Western Blot, ELISA, Gel Super Shift Assays, Immunoprecipitation.' ([https://www.novusbio.com/products/tata-binding-protein-tbp-antibody-1tbp18\\_nb500-700](https://www.novusbio.com/products/tata-binding-protein-tbp-antibody-1tbp18_nb500-700))
5. Anti-V5 mouse mAb -Manufacturer's statement: 'R960-25 recognizes amino acid sequence: -Gly-Lys-Pro-Ile-Pro-Asn-Pro-Leu-Leu-Gly-Leu-Asp-Ser-Thr-. This antibody is functionally tested against 20 ng of an E. coli expressed fusion protein containing a V5 epitope using a chemiluminescent substrate at a 1 minute exposure. Applications; WB, IHC, Flow cytometry, ELISA, IP, ChIP.' (<https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-Monoclonal/R960-25>)
6. Anti-Histone H3 rabbit pAb -Manufacturer's statement: 'Rabbit polyclonal to Histone H3 - Nuclear Marker and ChIP Grade. Suitable for: ICC, IHC-P, ChIP, IP, WB. Reacts with: Mouse, Rat, Human, Saccharomyces cerevisiae, Xenopus laevis, Arabidopsis thaliana, Drosophila melanogaster, Indian muntjac, Schizosaccharomyces pombe. Isotype: IgG.' (<https://www.abcam.co.jp/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>)
7. Anti-HDAC1 mouse mAb -Manufacturer's statement: 'Histone Deacetylase 1 (HDAC1) Antibody (H-11) is a mouse monoclonal IgG1  $\kappa$ , cited in 88 publications, provided at 200  $\mu$ g/ml. Raised against amino acids 432-482 mapping at the C-terminus of HDAC1 of human origin. Anti-Histone Deacetylase 1 (HDAC1) Antibody (H-11) is recommended for detection of HDAC1 of mouse, rat and human origin by WB, IP, IF, FCM and ELISA.' (<https://www.scbt.com/p/hdac1-antibody-h-11?productCanUrl=hdac1-antibody-h-11&requestid=465246>)
8. Anti-HDAC3 rabbit pAb -Manufacturer's statement: 'Rabbit polyclonal to HDAC3. Suitable for: ICC, ICC/IF, IHC-P, ChIP, WB, Dot blot, IP. Reacts with: Mouse, Rat, Human, Monkey, African green monkey, Chinese hamster. Isotype: IgG.' (<https://www.abcam.co.jp/hdac3-antibody-ab7030.html>)
9. Anti-NCOR2 rabbit pAb -Manufacturer's statement: 'Rabbit polyclonal to NCOR2/SMRT. Suitable for: ICC/IF, IHC-P. Reacts with: Mouse, Human. Isotype: IgG.' (<https://www.abcam.co.jp/ncor2smrt-antibody-ab5802.html>)
10. Anti-C/EBP $\beta$  rabbit pAb -Manufacturer's statement: 'C/EBP  $\beta$  Antibody (C-19) is a rabbit polyclonal IgG; 200  $\mu$ g/ml. Epitope mapping at the C-terminus of C/EBP  $\beta$  of rat origin.' (<https://www.scbt.com/p/c-ebp-beta-antibody-c-19?productCanUrl=c-ebp-beta-antibody-c-19&requestid=467688>) Also validated to react with C/EBP $\beta$  of mouse origin in IP and ChIP in this manuscript (Fig. 4f) and other publications (Sierbæk R. et al., EMBO J., 2011, 30, 1549-1572, PMID: 21427703; Abe Y. et al., Nat. Commun., 2015, 6, 7052, PMID: 25948511).
11. Anti-C/EBP $\beta$  mouse mAb -Manufacturer's statement: 'Anti-C/EBP  $\beta$  Antibody (H-7) is a mouse monoclonal IgG2a  $\kappa$  C/EBP  $\beta$  antibody, cited in 214 publications, provided at 200  $\mu$ g/ml. Raised against amino acids 199-345 of C/EBP  $\beta$  of human origin. Anti-C/EBP  $\beta$  Antibody (H-7) is recommended for detection of C/EBP  $\beta$  of mouse, rat and human origin by WB, IP, IF and IHC(P).' (<https://www.scbt.com/p/c-ebp-beta-antibody-h-7?productCanUrl=c-ebp-beta-antibody-h-7&requestid=468460>)
12. Anti-CBP rabbit mAb -Manufacturer's statement: 'CBP (D9B6) Rabbit mAb recognizes endogenous levels of total CBP protein. This antibody also shows some cross-reactivity with p300 protein. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB, IP, ChIP.' (<https://www.cellsignal.com/products/primary-antibodies/cbp-d9b6-rabbit-mab/7425?country=USA>)
13. Anti-H3K4me1 rabbit pAb -Manufacturer's statement: 'Rabbit polyclonal to Histone H3 (mono methyl K4) - ChIP Grade. Suitable for: ICC, ChIP, WB, IHC-P. Reacts with: Mouse, Rat, Cow, Human. Isotype: IgG.' (<https://www.abcam.co.jp/histone-h3-mono-methyl-k4-antibody-chip-grade-ab8895.html>)
14. Anti-H3K4me3 rabbit pAb -Manufacturer's statement: 'Anti-trimethyl-Histone H3 (Lys4) Antibody is a rabbit polyclonal antibody for detection of Histone H3 trimethylated at lysine 4. Also known as Anti-H3K4me3, this highly specific and well published antibody has been validated in ChIP, DB, WB, PIA, ChIP-seq.' ([https://www.merckmillipore.com/JA/JA/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM\\_NF-07-473](https://www.merckmillipore.com/JA/JA/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM_NF-07-473))
15. Anti-Multi ubiquitin mouse mAb -Manufacturer's statement: 'Clone FK2 has been reported to recognize K29-, K48-, K63-linked poly ubiquitinated and mono ubiquitinated proteins but not free ubiquitin (PMID:18757370, 19237541).' (<https://www.mblbio.com/bio/g/dtl/A/index.html?pcd=D058-3>)
16. Anti-ANAPC2 rabbit mAb -Manufacturer's statement: 'Specificity/Sensitivity: APC2 Antibody recognizes endogenous levels of total APC2 protein. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB, IP.' (<https://www.cellsignal.com/products/primary-antibodies/apc2-antibody/12301?country=USA>)
17. Anti-ANAPC11 rabbit mAb -Manufacturer's statement: 'Specificity/Sensitivity: APC11 (D1E7Q) Rabbit mAb recognizes endogenous levels of total APC11 protein. This antibody does not cross-react with either RBX1 or RBX2. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB, IP.' (<https://www.cellsignal.com/products/primary-antibodies/apc11-d1e7q-rabbit-mab/14090?country=USA>)
18. Anti-CDC20 rabbit mAb -Manufacturer's statement: 'Specificity/Sensitivity: CDC20 (D6C2Q) Rabbit mAb recognizes endogenous levels of total CDC20 protein. This antibody does not cross-react with FZR1 protein. Species Reactivity: Human, Mouse, Rat, Monkey. Application: WB, IP.' (<https://www.cellsignal.com/products/primary-antibodies/cdc20-d6c2q-rabbit-mab/14866?country=USA>)
19. Anti-Actin  $\beta$  mouse mAb -Manufacturer's statement: 'Anti- $\beta$ -Actin antibody, Mouse Monoclonal 1, 2 recognizes an epitope located on the N-terminal end of the  $\beta$ -isoform of actin. Monoclonal mouse anti-actin was used as a loading control for western blot analysis of rat liver protein lysates. The antibody has also been used for western blot at 0.5-1  $\mu$ g/mL using cell extract of human foreskin fibroblasts or chicken fibroblasts. Species reactivity: pig, Hirudo medicinalis, bovine, rat, canine, feline, human, rabbit, carp, mouse, guinea pig, chicken, sheep.' (<https://www.sigmaaldrich.com/US/en/product/sigma/a1978>)
20. Anti-Perilipin-1 rabbit mAb -Manufacturer's statement: 'Specificity/Sensitivity: Perilipin-1 (D1D8) XP<sup>®</sup> Rabbit mAb detects

endogenous levels of total perilipin-1 protein. Species Reactivity: Human, Mouse. Application: WB, IP, IHC, IF.' (<https://www.cellsignal.com/products/primary-antibodies/perilipin-1-d1d8-xp-rabbit-mab/9349?country=USA>)

21. Anti-FLAG mouse mAb -Manufacturer's statement: 'Anti Flag M2 antibody is used for the detection of Flag fusion proteins. Application: immunoblotting, immunoprecipitation, immunocytochemistry, immunofluorescence, ELISA, EIA, chromatin immunoprecipitation, electron microscopy, flow cytometry, supershift assays.' (<https://www.sigmaaldrich.com/US/en/product/sigma/f3165>)

22. Anti-mouse IgG-HRP -Manufacturer's statement: 'Anti-Mouse IgG (whole molecule)-Peroxidase antibody is suitable for use in immunoblot. Species reactivity: mouse.' (<https://www.sigmaaldrich.com/US/en/product/sigma/a4416>)

23. Anti-rabbit IgG-HRP -Manufacturer's statement: 'Anti-Rabbit IgG (whole molecule)-Peroxidase antibody has been used in western blotting, immunofluorescence staining, immunochemistry and immunoprecipitations. Species reactivity: rabbit.' (<https://www.sigmaaldrich.com/US/en/product/sigma/a0545>)

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                         |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 3T3-L1 (ATCC); HEK293 (ATCC); Sf9 (ATCC); Plat-E (Cosmo Bio Co. Ltd.)                                                                                                   |
| Authentication                                                       | 3T3-L1 cells were validated by proteomics and ChIP-seq as mouse cell line (i.e. mouse-unique sequences detected). HEK293, Sf9, and Plat-E cells were not authenticated. |
| Mycoplasma contamination                                             | Four cell lines are tested for mycoplasma contamination and found to be negative.                                                                                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines were used in this study.                                                                                                                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Male nude mice (BALB/cSlc-nu/nu, purchased from Japan SLC, Inc) were fed standard chow (CE-2, CLEA Japan Inc.) ad libitum in a temperature- and humidity-controlled environment with a 12 hr light/12 hr dark cycle (08:00-20:00) at constant temperature (23°C). Transplantation experiments were performed at 6 weeks of age. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field collected samples were used.                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal studies were approved by the Animal Care and Use Committee of Tohoku University.                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                          |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | ChIP-seq data were deposited in the Gene Expression Omnibus (GEO) database with accession numbers GSE183849.<br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183849">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183849</a><br>The link is private until publication of the manuscript.                      |
| Files in database submission                                       | FASTQ, bigwig, and graph files were deposited.                                                                                                                                                                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Reviewer access links of Genome browser session are as follow:<br><a href="https://genome.ucsc.edu/s/Yoshihiro%20Matsumura/mm9_Cebpa">https://genome.ucsc.edu/s/Yoshihiro%20Matsumura/mm9_Cebpa</a><br><a href="https://genome.ucsc.edu/s/Yoshihiro%20Matsumura/mm9_Pparg">https://genome.ucsc.edu/s/Yoshihiro%20Matsumura/mm9_Pparg</a> |

## Methodology

|                  |                                                                                                                                                                                                                                   |
|------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | H3K27ac and SETD5-V5 ChIP-seq was done in two biological replicates. H3K4me1 and endogenous SETD5 ChIP-seq was done in one replicate.                                                                                             |
| Sequencing depth | Number of total reads in each sample:<br>L1_E_D0_H3K27ac_RepA: 17,043,790<br>L1_E_D2_H3K27ac_RepA: 16,364,976<br>L1_SETD5_D0_H3K27ac_RepA: 25,915,409<br>L1_SETD5_D2_H3K27ac_RepA: 18,159,083<br>L1_E_D0_H3K27ac_RepB: 17,936,304 |

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                         | <p>L1_E_D2_H3K27ac_RepB: 17,345,307</p> <p>L1_SETD5_D0_H3K27ac_RepB: 19,442,128</p> <p>L1_SETD5_D2_H3K27ac_RepB: 20,734,244</p> <p>L1_0h_SETD5-V5_RepA: 43,312,378</p> <p>L1_6h_SETD5-V5_RepA: 60,284,005</p> <p>L1_0h_SETD5-V5_RepB: 56,211,074</p> <p>L1_6h_SETD5-V5_RepB: 60,167,657</p> <p>L1_D0_H3K4me1: 31,875,156</p> <p>L1_D2_H3K4me1: 31,629,740</p> <p>L1_0h_SETD5: 35,051,923</p> <p>L1_6h_SETD5: 30,014,330</p>                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Antibodies              | <p>Anti-H3K27ac mouse mAb 9E2H9 (PMID: 18227620)</p> <p>Anti-V5 mouse mAb (Thermo Scientific, R960-25)</p> <p>Anti-H3K4me1 rabbit pAb (Abcam, ab8895)</p> <p>Anti-mouse SETD5 mouse mAb IgG-F2104 (developed as described in Methods)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Peak calling parameters | <p>H3K27ac: SICER or SICER2 (window size 200 bp, gap size 400 bp, E-value threshold 100)</p> <p>SETD5-V5: SICER or SICER2 (window size 200 bp, gap size 600 bp, E-value threshold 100)</p> <p>H3K4me1: SICER2 (window size 200bp, gap size 400 bp, E-value threshold 100)</p> <p>SETD5: SICER or SICER2 (window size 200 bp, gap size 600 bp, E-value threshold 100)</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data quality            | <p>Number of peaks in each sample using above peak calling parameter:</p> <p>L1_E_D0_H3K27ac_RepA: 32,231 (SICER), 33,704 (SICER2)</p> <p>L1_E_D2_H3K27ac_RepA: 29,777 (SICER), 31,292 (SICER2)</p> <p>L1_SETD5_D0_H3K27ac_RepA: 37,452 (SICER), 39,949 (SICER2)</p> <p>L1_SETD5_D2_H3K27ac_RepA: 31,146 (SICER), 39,068 (SICER2)</p> <p>L1_E_D0_H3K27ac_RepB: 35,460</p> <p>L1_E_D2_H3K27ac_RepB: 33,131</p> <p>L1_SETD5_D0_H3K27ac_RepB: 36,604</p> <p>L1_SETD5_D2_H3K27ac_RepB: 39,451</p> <p>L1_0h_SETD5-V5_RepA: 15,245 (SICER), 16,054 (SICER2)</p> <p>L1_6h_SETD5-V5_RepA: 32,043 (SICER), 35,573 (SICER2)</p> <p>L1_0h_SETD5-V5_RepB: 6,666</p> <p>L1_6h_SETD5-V5_RepB: 27,220</p> <p>L1_D0_H3K4me1: 50,276</p> <p>L1_D2_H3K4me1: 49,926</p> <p>L1_0h_SETD5: 1,930 (SICER), 2,132 (SICER2)</p> <p>L1_6h_SETD5: 3,179 (SICER), 3,293 (SICER2)</p> |
| Software                | <p>MACS1.4.2; MACS2.2.7.1; SICER1.1; SICER2-1.0.2; DAVID6.7; Homer4.10.4; CASSAVA1.8.2, Bowtie2.3.4.3, Trimmomatic0.39; Samtools1.9; Bedtools2.27.1; DEseq2.1.30.1</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                              |
|---------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | After MDI induction, the cells were treated with 0.05% trypsin for 5 minutes at 37 degrees Celsius. Harvested cells were washed by PBS and fixed with 70% ethanol at 4 degrees Celsius overnight. Next day the cells were washed by PBS three times and stained by Cell Cycle Assay Solution Blue (Dojindo). |
| Instrument                | LSRFortessa (BD Bioscience) was used for flow cytometry data collection.                                                                                                                                                                                                                                     |
| Software                  | Data were analyzed using FlowJo v10 (BD Bioscience).                                                                                                                                                                                                                                                         |
| Cell population abundance | 20,000 cells were analyzed for each condition.                                                                                                                                                                                                                                                               |
| Gating strategy           | Cells were gated subsequently by FSC-A/SSC-A, FSC-H/FSC-W, and SSC-H/SSC-W. Then, DNA content of the gated cells were                                                                                                                                                                                        |

measured. Detailed gating strategy is provided in Supplementary Figure 3a.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

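ChIP-seq lists of 16 libraries were analysed, all from 3T3-L1 cells. They comprise H3K27ac in empty-vector and SETD5-V5 cells at 0 h and 48 h (8 libraries), SETD5-V5 at 0 h and 6 h (4 libraries), H3K4me1 at 0 h and 48 h (2 libraries) and endogenous SETD5 at 0 h and 6 h (2 libraries). H3K27ac and SETD5-V5 have 2 replicates per condition, named A and B, and the other 4 conditions have 1 library. Conditions and replicate letters come from the submitters' labels and the paper, and the pairing of replicates rests on those letters alone.

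The authors mapped 36 bp of each read to mm9 with ELAND or Bowtie2 and called enriched regions per library with SICER or SICER2. They used windows of 200 bp, gaps of 400 bp for histone marks and 600 bp for SETD5, and an E-value threshold of 100. Where the reporting summary gives numbers for both versions, the deposited lists hold those of SICER2. For replicate B of H3K27ac and SETD5-V5 the summary gives a single number and names no version for it. Each deposited list gives the chromosome, start, end and score of every island. The score is the authors' own value from the caller. It was used to rank, filter or describe islands within a list and as a covariate in logistic models. The lists were checked against these settings: all island starts are multiples of 200 bp, and the smallest gap between islands is 600 bp for histone marks and 800 bp for SETD5. The number of islands in each of the 16 lists equals the number the reporting summary gives for it, and no 2 lists are identical. For replicate A of H3K27ac and SETD5-V5 and for endogenous SETD5, the summary also lists the numbers of an earlier version of the caller, and the paper's text gives those for SETD5-V5 and for endogenous SETD5 at 6 h. The paper gives total reads per library and the lists give no counts within islands, so depth is known per library and not per island. Because only regions over the threshold are listed, absence from a list means that a region was below it.

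Lists were compared by overlap of at least 1 bp, within letter A and within letter B, and results are given as the mean and SD of both. A 48 h H3K27ac island of empty-vector cells without a 0 h island was called induced. Differences in shares over the same islands were tested with the exact McNemar test, odds ratios with Fisher's exact test, overlaps of SETD5-V5 with 1000 seeded circular shifts of its islands along each chromosome, and group differences in island numbers with the exact permutation test. All are two-sided except the shifts. Tests over islands describe these libraries, since islands are not replicates. Odds ratios adjusted for log2 length and log2 score come from logistic models over the islands of both letters, with the letter as a further covariate, so scores of the lists of letters A and B enter a single model. The models treat islands as independent, although many are found in both letters, so their intervals are too narrow. Motifs were counted as exact consensus matches, with 95% intervals from 1000 bootstrap resamples of the islands.

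The reference genome is NCBIM37, which is mm9, with the GENCODE annotation of that build. Sites named by the paper were placed by a match of both primers within 1000 bp, or by the box in its browser panels where primers did not match. The sites named in the text were fixed by rule: every enhancer boxed in the browser panels, the 3 highest-scoring induced islands that occur in both empty-vector 48 h lists and in neither SETD5 48 h list, and the 3 highest-scoring of those that overlap SETD5-V5 islands of both replicates at 6 h.

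Python 3.11.15, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1 were used. The scripts were tested on simulated data. In 20000 islands with a planted overlap of 40.07%, the measured share was 40.07%. Of 200 pairs of unrelated lists, 3.5% gave a shift p at or under 0.05, and so did 3.5% of 200 McNemar comparisons without a difference. The unrelated lists were placed at random over the genome, so their result holds for lists that favour no kind of sequence. An odds ratio of 3 set in 20000 islands was returned as 3.04. Overlap counts of 240 pairs of lists were compared with bedtools and 0 differed.

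The alternatives were an overlap of at least 50% of the island, islands above each list's median score, equal numbers of islands per list, islands within 1000 bp merged, presence in both replicates, each replicate left out, a replicate block, scaling to total reads, and adjustment for length and score. The SETD5-V5 ratio was also taken over covered length and over islands of at least 2000 bp. The difference in Jaccard index was also taken over autosomes only. The excess of induced islands absent with SETD5 was also taken with the SETD5 list of the other letter. Alternatives for named sites, motifs and annotation are named with their results. For equal numbers, the lists were held to the 31000 highest-scoring islands for H3K27ac, 49000 for H3K4me1, 6000 for SETD5-V5 and 2000 for endogenous SETD5. H3K4me3, H3K27me3, C/EBP, NCoR, HDAC3, p300, RXRα and PPARγ data and the expression arrays were not analysed here. Gene ontology and HOMER were not run. The authors' differential test on signal was not repeated, because it needs counts.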

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

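Of the tests in this part, those on total reads and on the version of the peak caller were chosen only after the result was seen.

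A signal appears in islands that the paper does not discuss, those present at 0 h and lost by 48 h in empty-vector cells. Of these 11181 islands in replicate A and 11970 in replicate B, 33.9% and 31.3% overlapped an island of SETD5 cells at 48 h, a mean of 32.6% ± 1.82 (SD, n = 2). The control level is the share that overlapped an island of the other empty-vector replicate at 48 h, 10.8% ± 2.54 (SD, n = 2). If these were islands near the calling threshold that come and go by chance, the other empty-vector replicate would hold as many of them, but the mean difference was 21.8 percentage points, with 21.3 in replicate A and 22.3 in replicate B. If the longer SETD5 lists were the reason, equal numbers of islands per list would remove the difference. It was then 11.4 percentage points, 11.6 in replicate A and 11.3 in replicate B (two-sided exact McNemar test over islands, p = 1.22e-154 and 2.28e-133), so the length of the lists accounts for part of the retention and not for all of it. A candidate explanation is that SETD5 cells keep part of the acetylation pattern of undifferentiated cells, which is a hypothesis found and tested on the same data. How the SETD5 lists at 48 h were called was not tested on this pattern, and the pattern cannot be told apart from an effect of that calling.

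SETD5 cells also have islands that no empty-vector list holds. At 48 h, 3298 islands occurred in both SETD5 replicates and in none of the 4 empty-vector lists, against 1659 islands of both empty-vector replicates at 48 h that occurred in none of the 4 SETD5 lists. Of the 3298 islands, 13.6% were present in both SETD5 lists at 0 h. Already at 0 h, 3113 islands occurred in both SETD5 replicates and in neither empty-vector list, against 1289 in the opposite direction. SETD5 lists at 48 h hold more islands than the empty-vector lists overall. Relative to total reads, SETD5 lists held 1.06 times as many islands as empty-vector lists at 48 h, with 1.13 in replicate A and 0.996 in replicate B, so more reads cannot be ruled out. Splitting of the same regions into shorter islands cannot be ruled out either. The ratio of the mean numbers was 1.22 both before and after islands within 1000 bp were merged, but merging does not join pieces further apart. The SETD5 lists at 48 h cover 110 Mb and 121 Mb, against 122 Mb and 111 Mb in the empty-vector lists, with shorter median lengths of 2000 bp and 2200 bp against 2800 bp and 2400 bp. Low scores fit the pattern, as 91.9% of the SETD5 islands at 48 h without an empty-vector island at 48 h lay below the median score of their list. Low scores do not set these islands apart from the lost ones, since 91.7% and 93.1% of the induced islands absent from the SETD5 lists also lay below the median score of their list. The version of the peak caller fits it too in replicate A, where the paper's numbers give a ratio of SETD5 to empty vector of 1.05 with SICER and of 1.25 with SICER2. The additional islands cannot be told apart from an effect of total reads, of splitting, of weak regions near the threshold or of the peak caller. The same limit of weak regions holds for the islands lost with SETD5.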

How the results depend on the processing

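In this part, the comparison with the other empty-vector replicate in place of the SETD5 list, protein-coding genes only, boxes in place of amplicons, flanks further out and scaling to total reads were chosen only after the result was seen; all other alternatives were set before the data were examined.

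For the 6 results with a test, all 34 alternatives that keep both replicates kept the direction and, where a p could be computed, its side of 0.05. The ranges that follow are over these alternatives. The excess of induced islands absent with SETD5 ranged from 11.4 to 23.7 percentage points. The odds ratio of loss for induced against 0 h islands ranged from 5.23 to 21.0, and that for bound against unbound induced islands from 0.196 to 0.464. The odds ratio for gain of H3K27ac at primed islands ranged from 3.48 to 5.84, the bound share of induced islands from 15.3% to 45.0%, and the share of endogenous SETD5 islands on SETD5-V5 from 62.4% to 77.2%. In 2 controls, the other empty-vector replicate took the place of the SETD5 list. They gave odds ratios of 4.13 for induced islands and 0.651 for bound islands, in the same direction as with SETD5, so the direction and the p-value of these results do not by themselves show an effect of SETD5.

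For the other 5 results, which have no test or one that cannot reach 0.05, 19 of 26 alternatives that keep both replicates moved the value by less than the spread between replicates, or a count by less than 1.5 times. With presence required in both replicates, the SETD5-V5 ratio was 4.54, the share of new SETD5-V5 islands 56.4% and the ratio of lost to gained islands 0.461. With equal numbers of islands, the share of new SETD5-V5 islands was 53.7% and the ratio of lost to gained islands 1.38, which is on the other side of 1. With an overlap of at least 50% that ratio was 0.693. With islands above the median score, 4838.5 islands were induced against 9644.5. The cause was not tested for any of these.

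The overlap between replicates moved in 7 of 24 alternatives. With an overlap of at least 50% it was 86.8% for empty vector at 0 h, 85.7% at 48 h and 87.5% for SETD5 at 48 h. With islands above the median score the same shares were 92.8%, 91.3% and 93.7%, and with equal numbers of islands it was 91.2% for empty vector at 0 h. With protein-coding genes only, introns and intergenic sequence held 84.4% of the SETD5-V5 islands at 0 h. The cause was not tested. At 13 named sites, 5 of 18 alternatives changed the number of libraries with an island, by 1 library each. Of 8 motif ratios, flanks further out kept the direction of 6, of which AP-1 in SETD5-V5 islands fell from 1.37 to 1.27, lowered that of the PPAR-RXR repeat in islands lost with SETD5 to 1.46, where the interval of replicate A includes 1, and reversed that in SETD5-V5 islands from 1.04 to 0.991. The cause was not tested.

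Leaving out 1 of 2 replicates gives no p and can hardly move a mean by more than the spread, so it shows no stability. With 1 replicate left out, the SETD5-V5 ratio lay between 2.22 and 4.08, the share of new SETD5-V5 islands between 67.2% and 82.1%, the induced islands between 9042 and 10247, the difference in Jaccard index between 0.0307 and 0.0761, and the ratio of lost to gained islands between 0.492 and 0.542. The odds ratio of loss for induced islands lay between 10.2 and 11.9, that for bound islands between 0.292 and 0.396, and that for primed islands between 3.36 and 4.22. The bound share lay between 40.0% and 50.8%, and the endogenous share between 75.8% and 78.7%. Leaving out a replicate was not run for the excess of induced islands absent with SETD5, which needs both empty-vector replicates.

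Samples with the same replicate letter did not deviate together. The correlation of their deviations from the group means was 0.0312 between empty-vector H3K27ac at 0 h and 48 h, -0.00328 between the SETD5 times, -0.000584 between vectors at 0 h, 0.0390 between vectors at 48 h and -0.0469 for SETD5-V5. With the replicate as a block, the SETD5-V5 ratio was 3.01, the difference in Jaccard index 0.0534 and the Mantel-Haenszel odds ratio for bound islands 0.340. With the block, length and score in a logistic model, the odds ratios were 5.23 for induced islands, 0.336 for bound islands and 3.48 for primed islands.

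Depth limits these results in 2 ways. The lists give no counts per island, so a change of signal within islands that both lists hold cannot be seen. H3K4me1 and endogenous SETD5 have 1 library per time, so changes between their times cannot be set against a replicate.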

Differences from the paper's values

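No test in this part was chosen after the result was seen, apart from the use of protein-coding genes only.

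The paper gives 6586 differentiation-induced H3K27ac regions occupied by SETD5-V5 at 6 h, and 4343.5 ± 349 (SD, n = 2) induced islands overlapped SETD5-V5 here. Of the alternatives set before the data were examined, an overlap of at least 50% of the island gave 5357.5, which is within 1.5 times of the paper's number, and so is replicate A alone, with 4590. With the overlap of at least 50%, the induced islands rose to 12000.5 from 9644.5, while the bound share was 45.0% against 45.4%, and the paper's share is 60%. The others did not close the gap: 1970 with islands above the median score, 1507 with equal numbers of islands per list, 3690 with islands within 1000 bp merged, 2444 with presence in both replicates and 4097 with replicate B alone.

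The paper's source data for Fig. 4a give 573 SETD5-V5 regions at the TTS at 6 h, and 1119.5 ± 224 (SD, n = 2) islands fell there here, 1278 in replicate A and 961 in replicate B. None of the alternatives set before the data were examined concerned the annotation. With protein-coding genes only, chosen after seeing the values, the number was 929.5, which did not close the gap.

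The paper describes the distal regions of Cebpa at +8 kb, +19 kb and +53 kb and of Pparg at +60 kb and +158 kb as without H3K27ac at 0 h. In the empty-vector lists at 0 h, +19 kb, +53 kb, +60 kb and +158 kb overlapped an island in both replicates, with lengths from 2400 bp at Cebpa +53 kb to 8200 bp at Pparg +158 kb, and +8 kb overlapped an island of 1600 bp in replicate B only. The paper describes the enhancers of Cebpa at +35 kb and +53 kb and of Pparg as repressed by SETD5 at 48 h. All 4 sites still overlapped an island in both SETD5 lists at 48 h, of 1400 bp to 9000 bp, shorter than in empty-vector cells.

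In Supplementary Fig. 2c, the paper shows more regions with lower than with higher H3K27ac in SETD5 cells at 48 h, compared by signal. By presence in the lists, the number of induced islands lost with SETD5 over the number of SETD5 islands without an empty-vector island was 0.517 ± 0.0353 (SD, n = 2), which is fewer lost than gained. With equal numbers of islands per list it was 1.38, which is more lost than gained. The 2 sides of this ratio are different sets of regions, and a change of signal within shared islands does not enter it, so it is not the same measure as the paper's.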

Other observations

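In this part, the tests on islands present at 0 h against the loss between replicates, on induced islands found in both empty-vector lists and on total reads of the SETD5-V5 libraries were chosen only after the result was seen.

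Induced islands were absent from the SETD5 lists at 48 h more often than from the other empty-vector list. With equal numbers of islands per list, the mean difference was 23.7 percentage points, 24.6 in replicate A and 22.8 in replicate B. This does not test unequal numbers of islands as a cause, because the SETD5 lists are the longer ones, and longer lists lower the absence from them. Weaker SETD5 libraries would also lose islands present at 0 h. As deposited, those were absent from the SETD5 lists less often than from the other empty-vector list, with a mean difference of -1.81 percentage points, -0.467 in replicate A and -3.16 in replicate B, but longer SETD5 lists lower this difference by themselves. With equal numbers of islands it was 2.01 in replicate A and 0.923 in replicate B, an excess of the same sign as that of induced islands and smaller. Adjusted for length and score, induced islands still had odds of loss 5.23 times those of islands present at 0 h (95% interval 4.94 to 5.54). Islands found in both replicates enter this model once per replicate, so its interval is too narrow. That odds ratio alone cannot separate SETD5 from weak libraries, because induced islands were also lost more often between empty-vector replicates, with an odds ratio of 4.13. Among islands found in both empty-vector 48 h lists, 29.1% and 27.4% of the induced islands and 3.17% and 2.98% of the islands present at 0 h had no SETD5 island, with odds ratios of 12.6 and 12.3. These ratios cannot be set against the 4.13, because islands of both lists show no loss between replicates by selection. Over all islands, the odds ratios were 11.9 and 10.2 with SETD5, and 4.68 and 3.65 between empty-vector replicates. Lower stability of induced islands between replicates thus does not account for all of the loss. An effect of weaker SETD5 libraries was not separated from it by these tests.

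Loss of acetylation was less frequent at induced islands bound by SETD5-V5 than at unbound ones. The length and score of the islands do not account for it, since the adjusted odds ratio was 0.336. Over all induced islands, the mean odds ratio was 0.340 with SETD5 and 0.651 between empty-vector replicates. Unbound islands that are less reproducible thus do not account for all of it either. Among induced islands of both empty-vector 48 h lists, the odds ratio was 0.326. Of these, 17.5% of bound and 42.6% of unbound islands were lost in replicate A, and 16.6% and 35.0% in replicate B. Islands of both lists show no loss between replicates by selection, so the 0.326 cannot be set against the 0.651. Binding at 6 h may mark enhancers that are less often lost, which is a hypothesis found and tested on the same data. The signal at these enhancers was not analysed here, and loss of an island does not measure a partial fall in acetylation.

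Primed H3K4me1 islands with SETD5-V5 at 6 h gained H3K27ac in empty-vector cells more often than those without. Length and score of the H3K4me1 islands do not account for it, with an adjusted odds ratio of 3.48 (95% interval 3.32 to 3.64). Both letters use the islands of the same H3K4me1 library, so most islands enter this model repeatedly and its interval is too narrow. H3K4me1 comes from untransduced cells, H3K27ac from empty-vector cells and SETD5-V5 from cells with added SETD5, so a difference between these cells was not tested and remains open.

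SETD5-V5 also lay on regions that already carried H3K27ac at 0 h, promoters included. At 6 h, 49.7% ± 3.10 (SD, n = 2) of the SETD5-V5 islands new since 0 h and 76.9% ± 1.31 (SD, n = 2) of those kept from 0 h overlapped an empty-vector H3K27ac island at 0 h. The regions of Cebpb at +77 kb and +88 kb and of Cebpd at +62 kb and +98 kb overlapped an empty-vector H3K27ac island at 0 h and a SETD5-V5 island at 6 h in both replicates. The paper's H3K27ac tracks for these regions come from another study. The H3K27ac islands of replicates A and B were 15800 bp and 26000 bp long at Cebpb +77 kb, and 2400 bp long in both at Cebpd +62 kb. Of the SETD5-V5 islands with neither mark at 0 h, 9525 in replicate A and 7538 in replicate B, 53.0% and 74.3% were found in the other SETD5-V5 replicate at 6 h. H3K27ac had appeared at 21.0% ± 0.791 (SD, n = 2) of them by 48 h.

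The SETD5-V5 replicates at 0 h differ in their number of islands. Fewer total reads are not the reason, since replicate B has 1.30 times the total reads of replicate A and fewer islands. Mapped reads were not compared, so fewer mapped reads in replicate B were not excluded. Of the islands of replicate B, 79.9% overlapped any island of replicate A and 68.2% overlapped one above the median score. Most of the shared islands, 85.3%, thus lay on the higher-scoring part of replicate A, and whether replicate B lists the stronger sites of replicate A cannot be told from this test. No biological explanation was tested, because both are replicates of a single condition.

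The share of 48 h H3K27ac islands without a 0 h island was similar in SETD5 cells and in empty-vector cells. In empty-vector cells it was 28.9% in replicate A and 30.9% in replicate B. The 0 h islands that SETD5 cells lost by 48 h were not counted. In SETD5 cells, 10827 islands of replicate A and 12098 of replicate B at 48 h overlapped no 0 h island, 29.2% ± 2.09 (SD, n = 2) of the 48 h islands. Of the islands induced in empty-vector cells, 17.7% overlapped a SETD5 island already at 0 h. Of the SETD5-V5 islands that overlapped endogenous SETD5 at 6 h, 48.9% in replicate A and 41.6% in replicate B were among the 10% of their list with the highest scores. The longest islands were between 170 kb and 301 kb in every library, whatever the target.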
